# Th2 single-cell heterogeneity and clonal distribution at distant sites in helminth-infected mice

**DOI:** 10.7554/eLife.74183

**Published:** 2022-08-11

**Authors:** Daniel Radtke, Natalie Thuma, Christine Schülein, Philipp Kirchner, Arif B Ekici, Kilian Schober, David Voehringer

**Keywords:** Th2 cells, TCR repertoire, scRNAseq, gene expression, helminth infection, Mouse

## Abstract

Th2 cells provide effector functions in type 2 immune responses to helminths and allergens. Despite knowledge about molecular mechanisms of Th2 cell differentiation, there is little information on Th2 cell heterogeneity and clonal distribution between organs. To address this, we performed combined single-cell transcriptome and T-cell receptor (TCR) clonotype analysis on murine Th2 cells in mesenteric lymph nodes (MLNs) and lung after infection with *Nippostrongylus brasiliensis* (Nb) as a human hookworm infection model. We find organ-specific expression profiles, but also populations with conserved migration or effector/resident memory signatures that unexpectedly cluster with potentially regulatory *Il10^pos^Foxp3^neg^* cells. A substantial MLN subpopulation with an interferon response signature suggests a role for interferon signaling in Th2 differentiation or diversification. Further RNA-inferred developmental directions indicate proliferation as a hub for differentiation decisions. Although the TCR repertoire is highly heterogeneous, we identified expanded clones and CDR3 motifs. Clonal relatedness between distant organs confirmed effective exchange of Th2 effector cells, although locally expanded clones dominated the response. We further cloned an Nb-specific TCR from an expanded clone in the lung effector cluster and describe surface markers that distinguish transcriptionally defined clusters. These results provide insights in Th2 cell subset diversity and clonal relatedness in distant organs.

## Introduction

Th2 cells are part of the adaptive immune response against helminths and in allergic diseases. They are recruited and differentiate from a pool of naive CD4 T cells with a wide variety of T-cell receptors (TCRs) that are formed during T-cell development and provide clonotypic specificity to antigens. Differentiated Th2 cells produce the key type 2 cytokines IL-4, IL-5, and IL-13 that elevate type 2 immune responses and thereby promote allergic inflammation but also mediate protection against helminths (Walker and McKenzie, 2018). In recent years, several IL-4 producing Th2 subpopulations have been described and point to substantial heterogeneity within the Th2 population. Only a minor fraction of human IL-4^+^ T cells produces IL-5 which defines them as highly differentiated cells (Upadhyaya et al., 2011). In the mouse, Th2 cells in the lung generally appear more activated and coexpress IL-4 and IL-13 as compared to Th2 cells isolated from lymph nodes of helminth-infected mice (Liang et al., 2011). Th2 cells can further differentiate to follicular T helper cells that express IL-4, IL-21, and BCL6 and drive humoral type 2 immune responses in the germinal center (GC) (Glatman Zaretsky et al., 2009; King and Mohrs, 2009; Reinhardt et al., 2009). On the other hand, IL-4 producing T follicular helper (Tfh) cells may develop into strong effector Th2 cells in asthma models (Ballesteros-Tato et al., 2016; Tibbitt et al., 2019). In addition to IL-4 producing Tfh cells, IL-4 secretion by T cells located outside of GCs can be sufficient for GC formation and class switch recombination to IgE (Turqueti-Neves et al., 2014). Tfh13 cells may also develop from Th2 cells in settings or allergic inflammation. These cells coexpress IL-4, IL-5, and IL-13 and promote the generation of high-affinity anaphylactic IgE in response to allergens (Gowthaman et al., 2019). In addition to these subsets with distinct functions, there are different activation and developmental stages present in the Th2 population. A rough model describes Th2 cell development as a process that involves activation of naive T cells, followed by proliferation and subsequent production of effector cytokines associated with a high proliferation rate (Proserpio et al., 2016). Furthermore, fate mapping and adoptive transfer experiments revealed functional plasticity between T helper cell subpopulations which can lead to Th2 cells with remaining or upcoming signatures of other CD4 T-cell subsets like Th1, Th9, or Th17 cells (Panzer et al., 2012; Peine et al., 2013; Tortola et al., 2020; Veldhoen et al., 2008).

Infection of mice with the helminth *Nippostrongylus brasiliensis* (Nb) is a widely used model for human hookworm infections with a strong induction of Th2 responses in lung and small intestine (Urban et al., 1992). L3 stage larvae are injected subcutaneously and then first migrate into the lung before they are coughed up, swallowed and reposition to the small intestine where they mature to adult worms. (Urban et al., 1992). Using this model, we have previously shown that Nb infection induces a Th2 response with a broad TCR repertoire required for effective worm expulsion (Seidl et al., 2011). Development of single-cell sequencing technology now allowed us to gain a deeper understanding of Th2 cell subsets, TCR clonality, and tissue distribution.

Here, we performed single-cell sequencing of TCR genes combined with transcriptome profiling of Th2 cells isolated from mesenteric lymph nodes (MLNs) and lung of IL-4eGFP reporter mice (4get mice) at day 10 after Nb infection. In this manuscript, we use the term ‘Th2’ for the CD4^+^, IL-4eGFP^+^ cells. This likely includes cells licensed for IL-4 expression that will not develop into terminally differentiated Th2 cells and retain functional plasticity, and NKT cells. By our approach, we revealed heterogeneity and differentiation paths within the Th2 compartment, compared Th2 population similarity at distant sites, analyzed cell exchange between organs by clonal relatedness and characterized expanded clones and their TCR sequences.

## Results

### Th2 cells show an organ-specific gene expression profile consistent with acquired effector functions

We performed combined transcriptome and TCR clonotype analysis using the chromium 10× Genomics and Illumina single-cell RNA sequencing (scRNAseq) platform on IL-4-expressing Th2 cells isolated from perfused lung (also containing a remaining fraction of intravascular cells) and MLN of two IL-4eGFP reporter (4get) mice (Mohrs et al., 2001) that had been infected 10 days before with Nb (Figure 1A). 

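Single-cell 5′ RNA libraries were made from CD4+IL-4eGFP+ cells sorted from the lung and the MLN of 2 mice, which were 13 weeks old and had been infected with 500 larvae 10 days earlier. About 5000 sorted cells went into each of the 4 libraries, named here lung 1, lung 2, MLN 1 and MLN 2 by organ and mouse. The TCR transcripts of the same cells were sequenced as separate libraries. The authors combined 2 sequencing runs of each library, mapped the reads to the mm10 genome with Cell Ranger and deposited unnormalized UMI counts for each gene and barcode, with an assembled list of TCR contigs for each library. The count matrices held 1689 barcodes for lung 1, 656 for lung 2, 3013 for MLN 1 and 961 for MLN 2. Total depth over the cells that were kept was 8507249 UMIs in lung 1, 2798232 in lung 2, 14512767 in MLN 1 and 4477888 in MLN 2, with a median of 6910, 5765.5, 4980 and 4971 UMIs per cell. A median of 2231, 2111, 1927 and 1944 genes was detected per cell in the same order. Gene positions refer to GRCm38 with the GENCODE vM21 annotation. Cells of 1 mouse are not independent of each other, so no test took cells as replicates. Counts of all cells of a library were summed per gene, and the 2 lung sums were compared with the 2 MLN sums with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment over all genes tested. A share of cells is the percentage of cells with at least 1 UMI of a gene, given with its exact Clopper-Pearson 95% interval, and for a count of 0 with the share that 3 cells would give. These intervals and limits cover counting error only and say nothing about differences between mice. Because the chance to detect a gene rises with depth, shares were computed again after each cell had been thinned at random to 2000 UMIs, which left out the 84 cells below that depth.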

IL-4-expressing Th2 cells (CD4^+^IL-4eGFP^+^) were sorted from single-cell suspensions of both organs and were directly subjected to scRNA library preparation.

**Figure 1.**
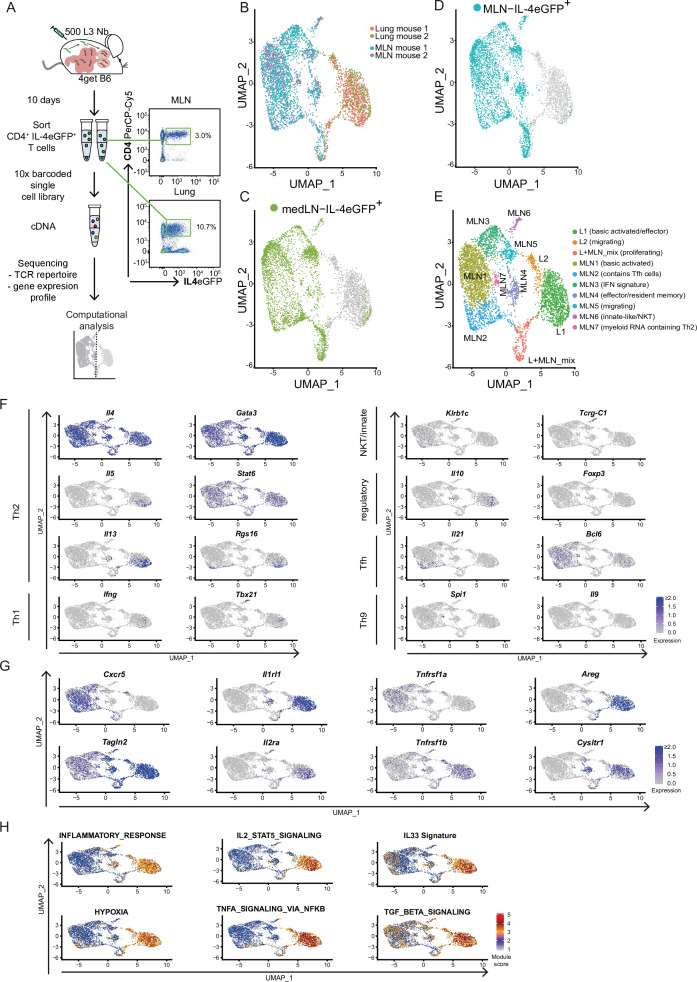
Th2 cells of mesenteric lymph node (MLN) and lung adopt tissue-specific RNA signatures. (**A**) General experimental outline. MLN and lung cells of two individual *Nippostrongylus brasiliensis* (Nb)-infected IL-4eGFP reporter mice (4get B6) were sorted for IL-4eGFP^+^CD4^+^ cells 10 days post infection. Then combined transcriptome and T-cell receptor (TCR) repertoire sequencing were performed. Flow cytrometry plots show the frequency of Th2 cells (IL-4eGFP^+^CD4^+^ cells) in MLN and lung. (**B**) Uniform Manifold Approximation and Projection (UMAP) representation of MLN and lung cells 10 days post Nb infection. (**C, D**) medLN and MLN cells sequenced in a separate run were plotted on the existing UMAP defined in the initial MLN + lung sequencing run by integration based on shared anchor genes to demonstrate similarity of medLN and MLN cells. (**E**) De novo unsupervised clustering approach with manually added cell type description. Clusters are indicated on UMAP. (**F**) Expression of selected CD4 T-cell subset defining genes, (**G**) genes that are differently expressed between MLN and lung, or (**H**) gene signature module scores for single cells plotted on top of UMAP representation. Each of the independent single-cell sequencing experiments is based on two mice.

**Figure 1—figure supplement 1.**
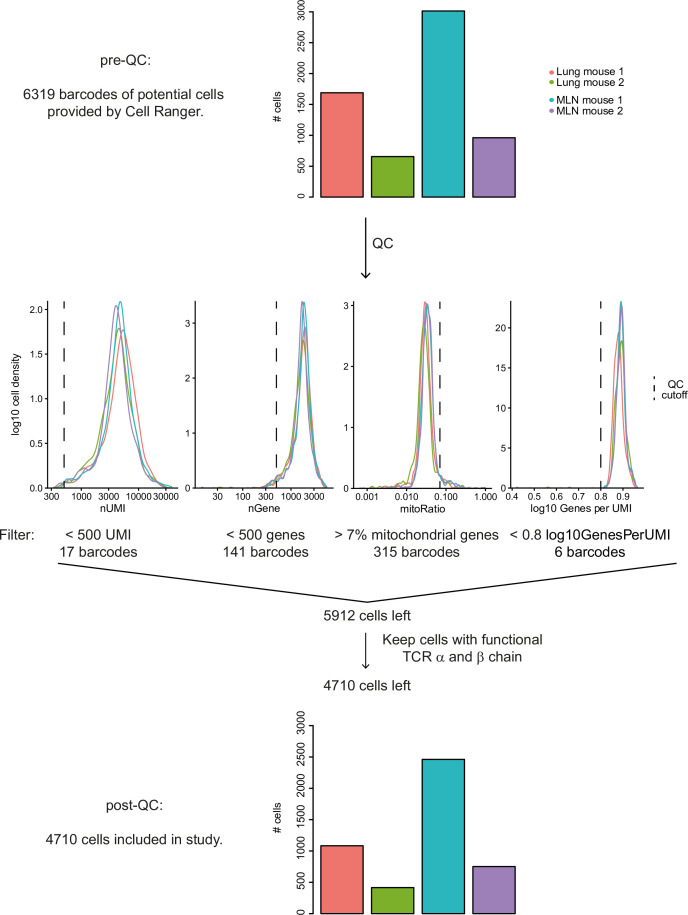
Quality control of Th2 single-cell sequencing 10 days post *Nippostrongylus brasiliensis* (Nb) infection. Overview of QC workflow. Numbers of potential cells pre-QC are given for different mice and organs (upper panel). Histograms visualize exclusion of potential cells by various cut offs (middle). Numbers of included cells post QC are visualized for different mice and organs (lower panel). Functional T-cell receptor (TCR) chains according to Cell Ranger definition.

**Figure 1—figure supplement 2.**
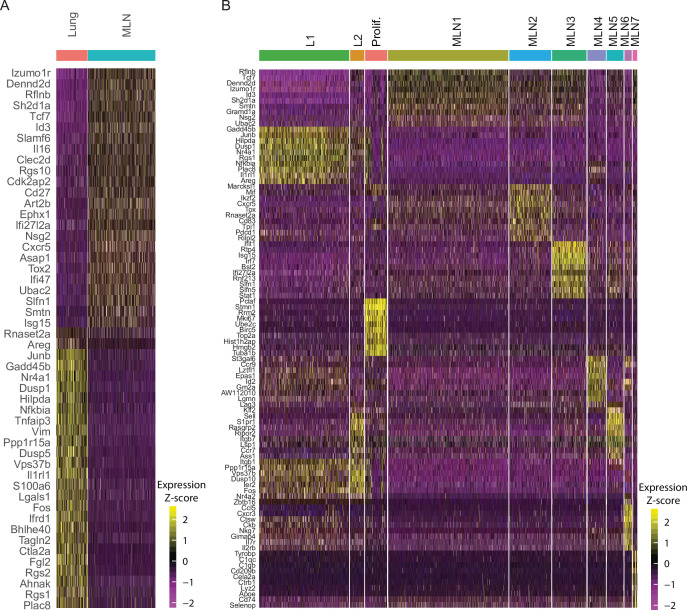
Comparison of mesenteric lymph node (MLN) and lung Th2 cells after *Nippostrongylus brasiliensis* (Nb) infection on single-cell level. (**A**) Heatmap of top 25 most up- and most downregulated genes between MLN and lung IL-4eGFP^+^CD4^+^ cells. (**B**) Heatmap of top 10 upregulated genes for each cluster compared to all other cells (related to Figure 1C,D).

**Figure 1—figure supplement 3.**
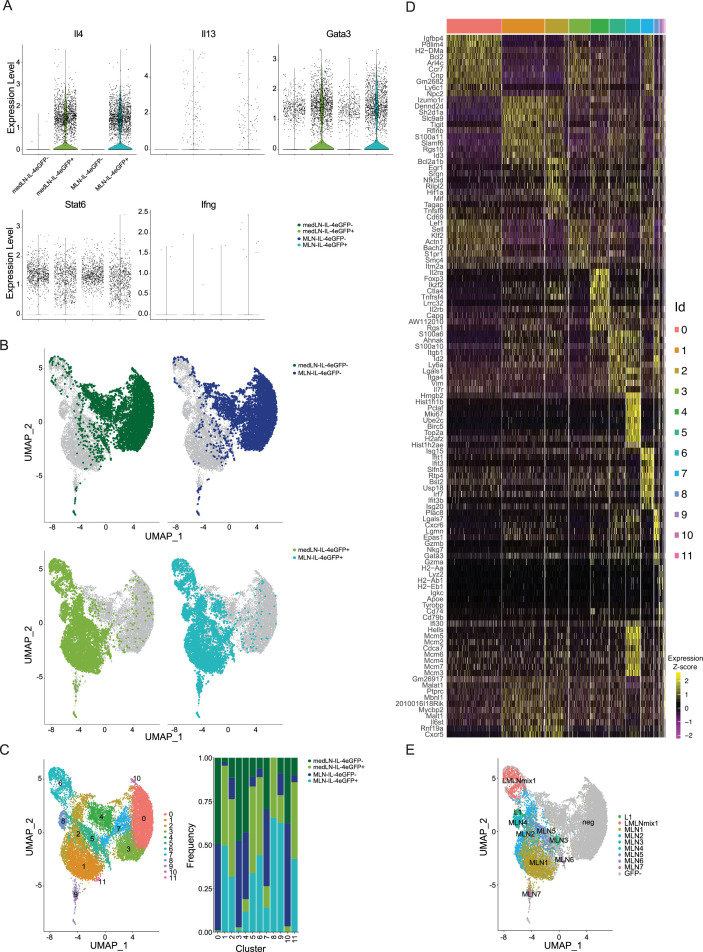
Comparison of medLN and mesenteric lymph node (MLN) Th2 cells after *Nippostrongylus brasiliensis* (Nb) infection on single-cell level. At day 10 after Nb infection single-cell transcriptome sequencing was performed on IL-4eGFP^+^CD4^+^ and IL-4eGFP^−^CD4^+^ cells from medLN and MLN of 4get mice. (**A**) Expression of key Th2 marker genes (*Il4, Il13, Gata3*, and *Stat6*) and Th1 marker *Ifng* for comparison. (**B**) UMAPs of all sequenced cells combined separately overlayed with cells of each condition as indicated. (**C**) Unsupervised clustering was performed and clusters are indicated on UMAP. Composition of each cluster according to conditions is given (medLN IL-4eGFP^−^, medLN IL-4eGFP^+^, MLN IL-4eGFP^−^, MLN-IL-4eGFP^+^). (**D**) Heatmap of top 10 upregulated genes for each cluster compared to all other cells. (**E**) IL-4eGFP^+^ cells were assigned to cluster identities of the MLN and lung sequencing run for comparison. Inferred cluster identities are indicated on UMAP. Sequencing was performed for medLN and MLN of two mice.

4get mice were chosen as they allow isolation of Th2 cells ex vivo without prior restimulation. In contrast to other IL-4 reporter mice such as the KN2 strain, 4get mice even report the early stages of Th2 differentiation (Mohrs et al., 2005). Sampling of the lung was performed as Th2 cells accumulate in this organ a few days after Nb infection. Complimentary MLNs were included as a distant secondary lymphoid organ associated to the intestine where the worms reside approximately from days 4 to 10 after infection. By choosing a secondary lymphoid organ and a peripheral organ we cover location-specific differences as well as a broad spectrum of developmental stages. In both organs worms of larval stage 4 are present in the course of the infection (Camberis et al., 2003) and provide a common antigen basis in addition to antigens shared between larval stages or systemic dissemination of antigens from larval secretions or dead larvae. This setup enabled us to compare Th2 cell subsets and clonotypes in both organs at single-cell resolution.

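The deposited matrices contained 6319 barcodes in total. The filters of the methods section left out 119 barcodes with 500 genes or fewer, 303 with at least 7% mitochondrial UMIs and 6 with a novelty of 0.8 or less, while none had 500 UMIs or fewer. Together 5938 barcodes passed, of which 1605 were from lung 1, 624 from lung 2, 2810 from MLN 1 and 899 from MLN 2. A productive TCRα and a productive TCRβ contig were found for 4714 of them, of which 1082 came from lung 1, 416 from lung 2, 2462 from MLN 1 and 754 from MLN 2. These 4714 cells were used throughout. Scrublet called 15 of the 5938 barcodes doublets (0.253%), and 286 of the 4714 cells had more than 1 productive TCRβ or more than 2 productive TCRα contigs, so that 4415 cells were left when both kinds were removed.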

In order to restrict the analysis after sequencing to high-quality Th2 cells, we included in total 4710 cells with detected, functional TCR α- and β-chains that also passed our additional QC filters (see Materials and methods) (Figure 1—figure supplement 1). We used an unbiased high-dimensional clustering approach followed by dimensional reduction for simple representation of complex data (Stuart et al., 2019).

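Of 10588 genes with enough counts to be tested, 3284 differed between lung and MLN at an adjusted p below 0.05, of which 1803 were higher and 1481 lower in the lung. At an unadjusted p below 0.05 there were 4487. The lung and MLN libraries came from the same animals, and with mouse as a replicate block the number was 3886. It moved most when only the cells of the proliferating cluster were compared, to 806 genes. DESeq2 called 1687 genes, and 1943 were called when 416 cells were drawn from each library. Leaving out MLN 1 left 1907 genes. CPM are counts scaled to the TMM-adjusted library total for genes compared between samples, and to the unadjusted total for sums over gene lists. Among genes with a mean of at least 50 CPM, the largest differences in favor of the lung were found for *Cxcl2*, *Calca*, *Areg*, *Fosl2* and *Ccr8*. *Cxcl2* (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) had no UMI in the MLN cells, and its fitted fold change is therefore not given. *Calca* (ENSMUSG00000030669, chromosome 7 from 114631478 to 114636357) had 241 ± 149 CPM in the lung and 0.0666 ± 0.0941 in the MLN (mean ± SD, n = 2 mice), a log2 fold change of 11.02 (standard error 0.719, edgeR adjusted p = 5.1e-06). For *Fosl2* the log2 fold change was 7.01 (standard error 0.377, edgeR adjusted p = 1.9e-06). The largest differences in favor of the MLN were those of *Id3*, with a log2 fold change of -4.75 (edgeR adjusted p = 2.4e-07), *Cxcr5*, *Art2b* (-4.12), *Smtn* (-3.86) and *Ephx1* (-3.74). All of these moved the same way in both mice. The lung was digested and passed over a gradient and the MLN was not, so that handling and organ are confounded in this comparison. In counts simulated at the same depths without a difference except in 200 genes changed by 2 on the log2 scale, the test recovered all 200 and called 2 others.

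**Figure D1:**
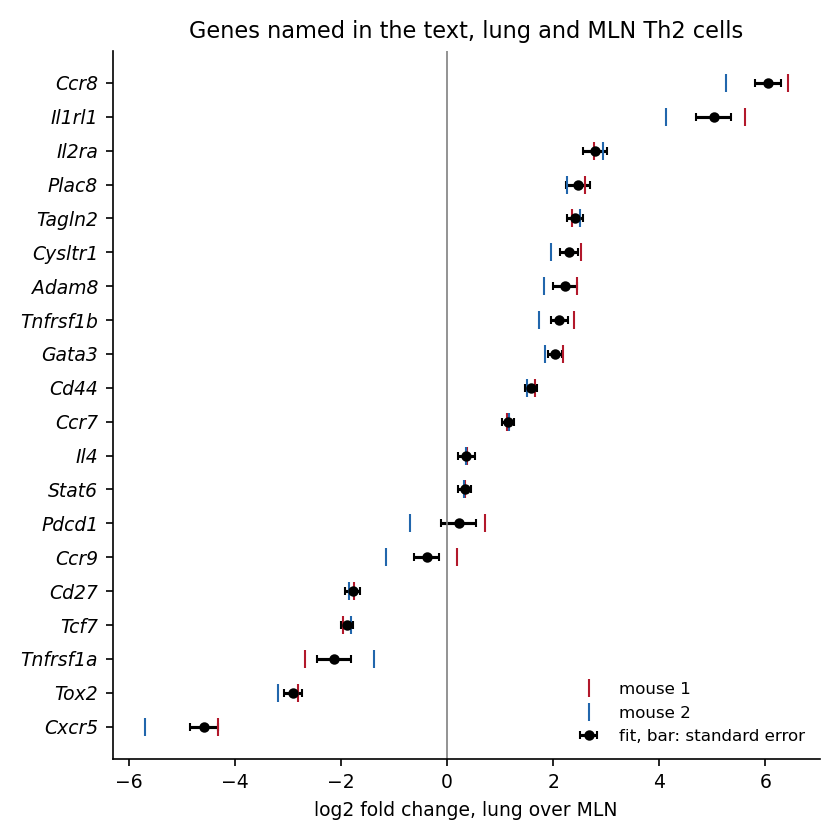
Log2 fold change between lung and MLN for 20 genes named in the text, as the edgeR estimate with its standard error and as the value of each mouse. Genes run from Ccr8, at 6.05, down to Cxcr5, at -4.58, and the values of both mice lie on the same side of 0 except for Pdcd1 and Ccr9.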

Our approach revealed that Th2 cells of lung and MLN have a distinct organ-specific expression profile represented by clear separation of cells from both organs upon dimensional reduction (Figure 1B) and highlighted by differential expression analysis between lung and MLN cells (Figure 1—figure supplement 2A). We mainly focused on the analysis of MLN and lung in order to compare the T-cell repertoire between distant organs later on. 

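In the separate experiment, CD4+ T cells of the medLN and MLN of 2 other mice, 10 weeks old and 10 days after infection with 500 larvae, were labeled with a hashtag antibody for each mouse and organ. The paper gives 6250 sorted cells per sample, and the labeled samples were combined into an IL-4eGFP+ and an IL-4eGFP- library. The authors deposited 1 matrix of unnormalized UMI counts of genes and hashtags for both libraries, aggregated with Cell Ranger, in which 9603 barcodes belonged to the IL-4eGFP+ and 10080 to the IL-4eGFP- library. Of these, 9382 and 10024 passed the filters on UMIs, genes and mitochondrial share. Seurat's HTODemux on the hashtag counts called 1256 and 1280 of them doublets and 52 and 70 negative. In the IL-4eGFP+ library it assigned 2058 cells to medLN 1, 2020 to medLN 2, 1992 to MLN 1 and 2004 to MLN 2, with medians of 3165.5, 3224, 3316 and 3666.5 UMIs per cell. TCR sequences were not used here, so that cells without a TCR were not removed. Each of these cells was then given the cluster of the first experiment to which Seurat's label transfer assigned it.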

Importantly, Th2 cells from lung draining mediastinal LN (medLN) and MLN analyzed in a separate scRNAseq experiment (Figure 1—figure supplement 3) showed a similar expression profile when layered on the lung–MLN UMAP of our initial experiment (Figure 1C,D). This indicates that most of the differences are due to the comparison of a secondary lymphoid organ with a peripheral organ, and only minor differences are related to the comparison of distant sites (medLN vs. MLN).

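Between the summed counts of the IL-4eGFP+ cells of medLN and MLN, 11263 genes were tested and 144 differed (76 higher and 68 lower in the medLN), with 1392 at an unadjusted p below 0.05. As these samples were also paired by mouse, mouse was added as a replicate block, which gave 187 genes. Leaving out medLN 1 reduced the number to 13, leaving out medLN 2 reduced it to 49, and without a filter on low counts it was 47. IL-4eGFP- cells in their place gave 19. Among genes with a mean of at least 50 CPM, *Itgb1* (ENSMUSG00000025809, chromosome 8 from 128685654 to 128733200) showed the largest increase in the medLN, with a log2 fold change of 2.03 (standard error 0.153, edgeR adjusted p = 0.00186), and *S100a4* (1.61), *Irf4* (0.81) and *Capg* (0.80) were also higher. The largest decreases among them were those of *Gzma* (-2.89), *Lztfl1* (-1.92), *Plac8* (-1.31), *Asb2* (-0.93) and *Gimap7* (-0.92). *Ccr9* was also lower in the medLN, by -2.78 (edgeR adjusted p = 0.00360), and *Adam8* by -1.51 (edgeR adjusted p = 0.0121), while *Ccr7* was higher by 0.71 (edgeR adjusted p = 0.00396). Without medLN 1, none of these 3 genes passed the threshold, with edgeR adjusted p of 0.0522 for *Ccr9*, 0.0869 for *Adam8* and 0.0522 for *Ccr7*, and without medLN 2 *Adam8* did not (0.136). No difference past the threshold was found for *Il4* (-0.04), *Gata3* (-0.10), *Il1rl1* (-0.04), *Tagln2* (0.01) or *Cxcr5* (-0.42). Over the 10223 genes tested in both experiments, the median size of the log2 fold change was 0.0985 between the lymph nodes and 0.335 between lung and MLN, and 57.4% of the genes had the same sign in both comparisons (Pearson r across genes 0.273, where genes are not independent replicates). The 2 comparisons differ in run, mice and depth, and the difference between them was not tested. From the overlap of medLN and MLN cells in the projection and the distance of both from the lung, the paper proposes that the kind of organ accounts for most of the differences and the site for few.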

We continued with unbiased clustering of MLN and lung to identify two lung, seven MLN, and a mixed proliferative cluster that are numbered by size. These are summarized here and further described in the following two sections (Figure 1E): L1 (basic activated/effector), L2 (migrating), L + MLN (proliferating), MLN1 (basic activated), MLN2 (contains Tfh cells), MLN3 (IFN response signature), MLN4 (effector/resident memory like), MLN5 (migrating), MLN6 (innate-like/NKT), and MLN7 (myeloid RNA containing Th2). 

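Louvain clustering at a resolution of 0.8 on 15 principal components of 1971 variable genes separated the 4714 cells into 13 clusters. To report on genes that did not shape the clusters, 29 genes that the text discusses were left out of the 2000 most variable genes beforehand. A cluster was given the name of one of the paper's clusters with the ending -like when a marker list fixed beforehand pointed to it, and the other clusters kept their number. At a resolution of 0.5 the numbered clusters 1, 2 and 3 merged into 1 cluster of 1660 cells.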

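In the lung, L1-like contained 1137 cells (843 of lung 1, 293 of lung 2 and 1 of MLN 1) and L2-like 185 (121 of lung 1, 59 of lung 2, 4 of MLN 1 and 1 of MLN 2). The proliferating-like cluster was mixed, with 99, 47, 115 and 34 of its 295 cells from lung 1, lung 2, MLN 1 and MLN 2. In the MLN, 458 cells were MLN3-like (417 in MLN 1 and 39 in MLN 2), 232 MLN4-like (159 and 65), 202 MLN5-like (138 and 55) and 90 MLN6-like (55 and 27). No marker list assigned cluster 1 (688 cells), cluster 2 (479), cluster 3 (465), cluster 6 (269) and cluster 9 (191), and which of them correspond to the paper's MLN1 and MLN2 was not determined. Cluster 12 (23 cells, of which 3 were from MLN 1 and 20 from MLN 2) had 4 markers of the myeloid list, while *Ctrb1*, *Cela2a*, *Try4*, *Prss2*, *Pnlip*, *Cpa1* and *Cpb1*, genes of the exocrine pancreas, were among its 10 leading genes. Depth differed between the clusters, from a median of 3792 UMIs per cell in cluster 1 and 4046 in cluster 9 to 14333 in the proliferating-like cluster. The other medians were 6399 in L1-like, 5816 in L2-like, 4791.5 in MLN3-like, 6405 in MLN4-like, 5163 in MLN5-like, 4599.5 in MLN6-like, 6272 in cluster 2, 5136 in cluster 3, 5617 in cluster 6 and 7440 in cluster 12. Cluster 12 was not found with 10 principal components or after removal of called doublets.

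**Figure D2:**
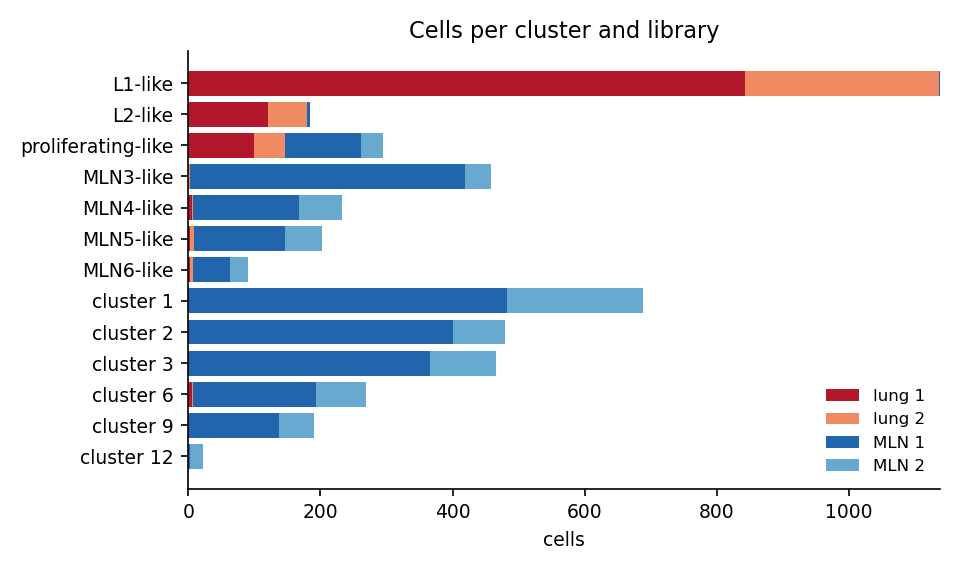
Number of cells of each cluster in each of the 4 libraries. L1-like and L2-like cells come from lung 1 and lung 2, proliferating-like cells from all libraries and the other clusters from MLN 1 and MLN 2, with few exceptions.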

For every cluster, the 10 marker genes that are upregulated in a cluster compared to all other cells in the dataset were determined as a reference (Figure 1—figure supplement 2B).

We first concentrated on markers for known CD4 subpopulations. 

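*Il4* (ENSMUSG00000000869, chromosome 11 from 53602982 to 53618669), *Gata3* (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034) and *Stat6* (ENSMUSG00000002147, chromosome 10 from 127642986 to 127660957) were detected in cells of both organs. An *Il4* UMI was found in 66.9% of the cells of lung 1 (64.0% to 69.7%), 69.7% in lung 2 (65.0% to 74.1%), 70.9% in MLN 1 (69.1% to 72.7%) and 65.4% in MLN 2 (61.9% to 68.8%). Its level was 440 ± 77.1 CPM in the lung and 342 ± 55.4 CPM in the MLN (mean ± SD, n = 2 mice), a log2 fold change of 0.36 that did not pass the threshold (standard error 0.157, edgeR adjusted p = 0.110). *Stat6* was detected in 35.7% and 35.6% of the lung cells and in 25.8% and 30.0% of the MLN cells, again without a difference past the threshold (log2 fold change 0.33, edgeR adjusted p = 0.0761). The organs came from the same mice, and with mouse as a replicate block both genes passed it, with edgeR adjusted p of 0.00882 for *Il4* and 0.0380 for *Stat6*. *Gata3* was higher in the lung, with 847 ± 106 against 208 ± 7.86 CPM, a log2 fold change of 2.03 (standard error 0.134, edgeR adjusted p = 5.5e-06), and was detected in 91.3% and 92.8% of the lung cells and 50.0% and 53.7% of the MLN cells. By cluster, the share of cells with *Il4* ranged from 47.8% in cluster 12 and 51.1% in MLN6-like to 86.8% in the proliferating-like cluster, and that with *Gata3* from 34.4% in MLN6-like to 94.8% in L1-like.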

As expected, the cells from MLN and lung express the Th2 hallmark genes *Il4*, *Gata3*, and *Stat6* (Figure 1F). However, almost exclusively the L1 cluster expresses IL-5 which promotes eosinophil development, recruitment, and survival. Similarly, IL-13 is expressed a bit broader in L1 but additionally in lymph node cluster MLN4. 

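*Il5* (ENSMUSG00000036117, chromosome 11 from 53720794 to 53725106) was detected in 9.52% of the cells of lung 1 (7.84% to 11.4%) and 4.81% of lung 2 (2.96% to 7.33%), against 0.122% in MLN 1 and none of the 754 cells of MLN 2, which allows a share of up to 0.398%. These were 759, 86, 7 and 0 UMIs. L1-like cells contributed 94.4% of all *Il5* UMIs, 94.6% in mouse 1 and 91.9% in mouse 2. Of the L1-like cells 9.32% had an *Il5* UMI (106 of 1137 cells, 7.70% to 11.2%). The proliferating-like cluster followed with 5.08% (15 cells) and 2.70% of the UMIs, MLN4-like with 1.29% (3 cells) and L2-like with 2 cells. Every other cluster had none, among them MLN3-like with 0 of 458 cells, where up to 0.655% is allowed. At a depth of 2000 UMIs in every cell, the shares were 5.34% in L1-like and 1.04% in proliferating-like cells. Cells that express a gene at a low level can lack a UMI, and background UMIs from free RNA or doublets were not estimated for *Il5*.

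**Figure D3:**
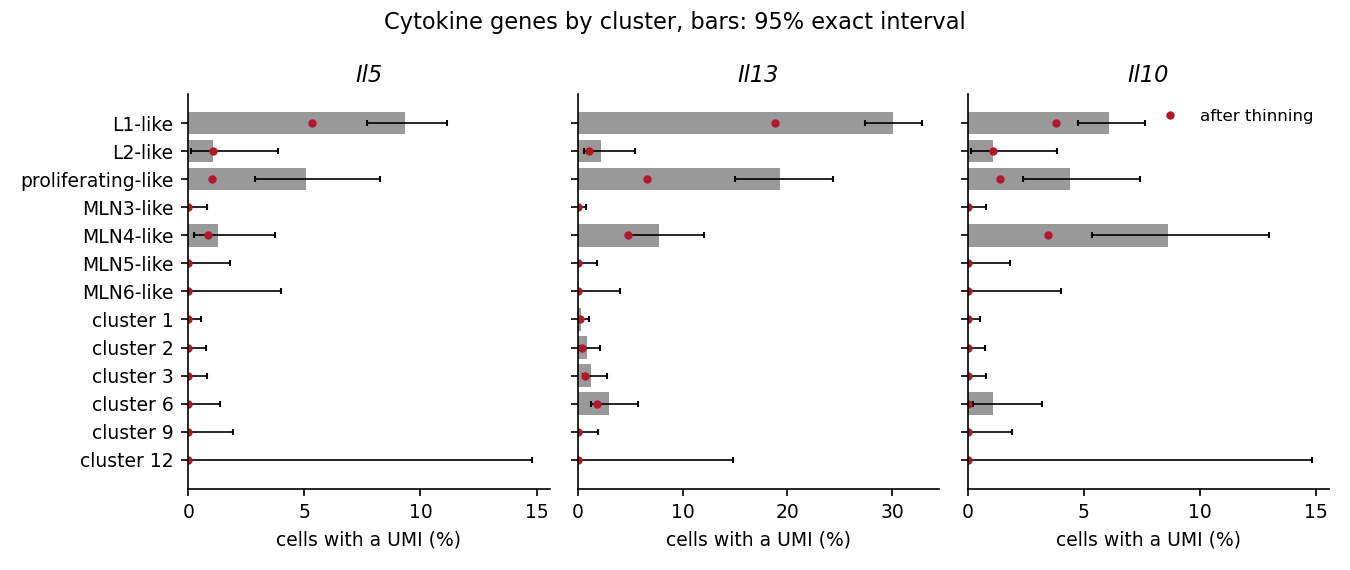
Percentage of cells with a UMI of Il5, Il13 and Il10 in each cluster, with exact Clopper-Pearson 95% intervals. Il5 is found in 9.32% of L1-like cells, Il13 in 30.1% of L1-like and 7.76% of MLN4-like cells, and Il10 in 6.07% of L1-like and 8.62% of MLN4-like cells.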

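*Il13* (ENSMUSG00000020383, chromosome 11 from 53631324 to 53634702) was detected in 29.4% (26.7% to 32.2%) and 20.0% (16.2% to 24.1%) of the cells of lung 1 and lung 2, and in 1.22% (0.824% to 1.73%) and 1.33% (0.638% to 2.43%) of MLN 1 and MLN 2. The log2 fold change between the organs was 3.29 (standard error 0.664, edgeR adjusted p = 0.00503), with 5.29 in mouse 1 and 1.38 in mouse 2. In L1-like 30.1% of the cells were positive (27.4% to 32.8%), in MLN4-like 7.76% (18 of 232 cells, 4.66% to 12.0%) and in the proliferating-like cluster 19.3% (15.0% to 24.3%). Cluster 6 had 2.97% (8 cells) and MLN3-like none of its 458 cells. After thinning, 18.8% of L1-like, 4.76% of MLN4-like and 6.57% of proliferating-like cells were positive. L1-like cells held 81.0% of the *Il13* UMIs, proliferating-like cells 8.61%, cluster 6 4.84% and MLN4-like 4.52%. The parts differed between the mice, with 88.9% in mouse 1 and 42.0% in mouse 2 for L1-like, 6.46% and 19.2% for proliferating-like, 1.26% and 22.5% for cluster 6 and 2.30% and 15.4% for MLN4-like.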

IL-13 elicits a broad spectrum of effector type 2 immune functions including eosinophilic inflammation, mucus secretion, and airway hyperresponsiveness (Rothenberg and Hogan, 2006; Takatsu et al., 2009). According to the proinflammatory IL-5 and IL-13 production, double producers are thought to be a strong or pathogenic effector subset of Th2 cells that includes highly differentiated CD27^low^, PD-1(*Pdcd1*)^high^ memory cells (Upadhyaya et al., 2011), which is also reflected on gene expression level in our data. 

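UMIs of both *Il5* and *Il13* were found in 88 of the 4714 cells (1.87%), of which 72 were L1-like, 12 proliferating-like, 3 MLN4-like and 1 L2-like. Of the 72 L1-like cells, 80.6% had a *Pdcd1* UMI (69.5% to 88.9%), compared to 31.5% of the 761 L1-like cells with neither cytokine (28.2% to 35.0%). The shares were 86.7% and 34.5% in mouse 1 and 50.0% and 24.6% in mouse 2. *Cd27* was detected in 15.3% (7.88% to 25.7%) and 30.1% (26.9% to 33.5%), respectively. Over the summed counts of these cells, *Pdcd1* reached 663 CPM in double-positive and 195 CPM in double-negative cells, and *Cd27* 26.9 and 75.6 CPM. Double-positive cells were deeper, with a median of 8134 against 6087 UMIs, and at 2000 UMIs per cell the shares were 58.3% and 19.0% for *Pdcd1* and 5.56% and 13.2% for *Cd27*.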

Enhanced *Rgs16* expression of the IL-5^+^/IL-13^+^ cells is also associated with higher cytokine production (Lippert et al., 2003) and further supports effective effector molecule production (Figure 1F).

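*Rgs16* (ENSMUSG00000026475, chromosome 1 from 153740349 to 153745468) was found in 18.1% of the L1-like cells with *Il5* and *Il13* (13 of 72 cells, 9.98% to 28.9%), in 17.8% of those with *Il13* only (13.4% to 22.9%) and in 7.49% of those with neither (5.72% to 9.60%). The summed counts gave 80.7, 122 and 36.2 CPM. Thinned cells were positive in 12.5%, 14.1% and 3.88% of cases. Between the organs, *Rgs16* was higher in the lung by 2.52 on the log2 scale (standard error 0.165, edgeR adjusted p = 5.4e-06).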

As expected, very few IL-4-positive cells express the Th1 hallmark genes *Ifng* and *Tbx21* (encodes T-bet). However, cells that express IL-4 and both markers are present in cluster MLN6. 

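*Ifng* was detected in 49 of the 4714 cells and *Tbx21* in 104. *Ifng* was found in 2.40% and 3.61% of the cells of lung 1 and lung 2 and in 0.203% and 0.398% of those of MLN 1 and MLN 2, and *Tbx21* in 3.14%, 9.13%, 0.812% and 1.59%. Both genes were higher in the lung, *Ifng* with a log2 fold change of 4.40 (edgeR adjusted p = 3.1e-05) and *Tbx21* with 2.20 (edgeR adjusted p = 0.0131). Both together were detected in 23 cells (0.488%), of which 12 were from lung 1, 8 from lung 2, 1 from MLN 1 and 2 from MLN 2, and 13 of these also had an *Il4* UMI.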

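Of the 13 cells with *Il4*, *Ifng* and *Tbx21*, 6 were L1-like, 5 proliferating-like and 2 MLN6-like. By library, 8 were from lung 1, 4 from lung 2, 1 from MLN 1 and none from MLN 2, so that at least 1 of the 2 MLN6-like cells was a lung cell. The 2 cells are 2.22% of the 90 MLN6-like cells (0.270% to 7.80%), compared to 1.69% of the proliferating-like (0.553% to 3.91%) and 0.528% of the L1-like cells (0.194% to 1.15%). The intervals of MLN6-like and proliferating-like overlap. *Tbx21* was found in 36.7% of the MLN6-like cells (26.8% to 47.5%) and in 3.69% of the L1-like cells, and *Ifng* in 7.78% (3.18% to 15.4%) and 2.46%. None of the 449 thinned MLN3-like cells had a UMI of either gene.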

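*Zbtb16* and *Klrb1c* together were detected in 17 cells, and all of them were MLN6-like (18.9% of this cluster, 11.4% to 28.5%). Both genes were among the markers that named the cluster, so this is not independent of its name. *Tcrg-C1* (ENSMUSG00000076749, chromosome 13 from 19214103 to 19217024), which had been held out, was found in 27.8% of the MLN6-like cells (25 of 90 cells, 18.9% to 38.2%), in 5 L1-like cells (0.440%) and in none of the 458 MLN3-like cells. MLN6-like cells held 52.5% and proliferating-like cells 35.8% of its UMIs. After thinning, 15.6% of the MLN6-like and 0.356% of the L1-like cells were positive.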

An overlapping fraction of cells also expresses *Zbtb16* which encodes the NKT cell-associated transcription factor PLZF (Savage et al., 2008) and *Klrb1c* (encodes NK1.1) or in addition to the TCRα and TCRβ chains *Tcrg-1c* (encodes the constant region of TCRγ) as an indication that these cells show signs of unsuccessful or not yet successful development into γδ T cells. Hence, MLN6 seems to contain predominantly innate-like/NKT cells (Figure 1F).

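*Zbtb16* and *Tcrg-C1* were found together in 21 cells, of which 17 were MLN6-like. Of the 5 MLN6-like cells with *Ifng* and *Tbx21*, 5 had *Klrb1c*, 3 *Zbtb16* and none *Tcrg-C1*. All 6 fixed markers of innate-like cells, *Zbtb16*, *Klrb1c*, *Nkg7*, *Klrd1*, *Il2rb* and *Xcl1*, were among the genes that set this cluster apart.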

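*Foxp3* (ENSMUSG00000039521, chromosome X from 7573644 to 7595245) was found in 19 of 4714 cells (0.403%, 0.243% to 0.629%), which were 6 of lung 1, 3 of lung 2, 7 of MLN 1 and 3 of MLN 2. L1-like contained 9 of these cells, and no other cluster more than 2. Its counts were too low to be tested between the organs.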

The classical marker for Treg cells FOXP3 was hardly found on gene expression level in our dataset. Nevertheless, small fractions of cells in L1 and MLN4 express *Il10*, which suggests regulatory capacity independent of *Foxp3* expression (Figure 1F) that has also been reported as relevant to maintain the Th2 response and to repress Th1 (Balic et al., 2006). 

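*Il10* (ENSMUSG00000016529, chromosome 1 from 131019845 to 131024974) was detected in 69 of 1137 cells of L1-like (6.07%, 4.75% to 7.62%) and 20 of 232 cells of MLN4-like (8.62%, 5.35% to 13.0%), followed by 4.41% of the proliferating-like cells. No MLN3-like cell was positive, which allows up to 0.655%. At 2000 UMIs per cell the shares were 3.83% for L1-like and 3.46% for MLN4-like. L1-like cells accounted for 74.6% of the UMIs and MLN4-like cells for 8.54%, which was 15.3% after thinning and 4.77% with 10 principal components. The summed counts of the lung exceeded those of the MLN by 3.62 on the log2 scale (standard error 0.575, edgeR adjusted p = 0.00138). A *Foxp3* UMI was present in 2 of the 69 L1-like and none of the 20 MLN4-like cells with *Il10*.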

Interestingly, the potential regulatory IL-10 producers cluster together with the likely proinflammatory IL-5 and IL-13 producers, suggesting a similar expression profile of cells with regulatory and effector function.

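Among L1-like cells, *Il13* was detected in 49.3% of those with *Il10* (34 of 69 cells, 37.0% to 61.6%) and 28.8% of those without (26.1% to 31.7%). At equal depth the shares were 31.6% (19.9% to 45.2%) and 20.6% (17.9% to 23.7%) in mouse 1 and 25.0% (5.49% to 57.2%) and 10.5% (7.18% to 14.8%) in mouse 2. *Il5* was found in 4.35% (3 of 69 cells, 0.906% to 12.2%) and 9.64%, respectively, a difference within counting error. Among the 20 MLN4-like cells with *Il10*, 1 had *Il13* and none *Il5*.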

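A pair of the markers of follicular helper T cells, *Il21* (ENSMUSG00000027718, chromosome 3 from 37222759 to 37232636) and *Bcl6* (ENSMUSG00000022508, chromosome 16 from 23965052 to 23988852), was used to locate such cells among the 3216 MLN cells. *Il21* was detected in 4.22% of the cells of MLN 1 (3.46% to 5.10%) and 3.58% of MLN 2 (2.37% to 5.17%), and in 0.555% and 0.240% of lung 1 and lung 2. The highest share was that of cluster 9 with 26.2% (50 of 191 cells, 20.1% to 33.0%), followed by 6.69% in cluster 6 and 5.85% in cluster 2, against 0.440% in L1-like. Thinned cells were positive in 13.3% of cluster 9 and 0.0890% of L1-like. Of the cells with *Il21*, 107 also had an *Il4* UMI, 38 of them in cluster 9 and 24 in cluster 2.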

Tfh cells that express IL-4 were detected in MLN2. They express both Tfh markers IL-21 and BCL6 on gene level. 

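*Il21* and *Bcl6* together were detected in 41 cells, none of them from the lung. Of these, 23 belonged to cluster 9 (12.0% of its cells, 7.79% to 17.5%), 7 to cluster 2, 4 to cluster 3 and 3 to cluster 6. *Il4* was present in 75.6% of them (59.7% to 87.6%). Both genes were lower in the lung, with log2 fold changes of -3.16 (edgeR adjusted p = 1.4e-04) and -1.24 (edgeR adjusted p = 3.2e-04).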

Of note, *Bcl6* expression seems less restricted to a specific cluster. 

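*Bcl6* was found in 31.9% of cluster 9 (25.4% to 39.1%), 22.8% of cluster 2, 20.1% of cluster 6, 17.8% of cluster 3, 13.8% of MLN3-like, 12.1% of cluster 1 and 7.74% of L1-like cells, but in 3.88% of MLN4-like, 2.22% of MLN6-like and 1 of 202 MLN5-like cells (0.495%). At 2000 UMIs the share was 18.6% in cluster 9, 7.72% in cluster 2 and 1.96% in L1-like.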

Where *Il21* and *Bcl6* expression overlaps cells show expression of *Rgs16* associated with enhanced Th2 cytokine production and trafficking (Lippert et al., 2003). 

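*Rgs16* was detected in 24.4% of the 41 MLN cells with *Il21* and *Bcl6* (12.4% to 40.3%), with 25.8% in mouse 1 and 20.0% in mouse 2. It was found in 16.7% of the 90 cells with *Il21* only (9.64% to 26.0%), 16 of the 445 with *Bcl6* only (2.07% to 5.77%) and 45 of the 2640 with neither. By cluster, 22.5% of cluster 9 (16.8% to 29.1%) and 10.8% of L1-like (9.07% to 12.8%) were positive, and none of the 232 MLN4-like cells, which allows up to 1.29%.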

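*Il21* and *Il13* were found together in 4 of the 4714 cells, all of them L1-like, 3 from lung 1 and 1 from lung 2. UMIs of *Il4*, *Il5*, *Il13* and *Il21* were found together in 1 cell. Among MLN cells with *Il21*, none of the 41 with *Bcl6* and none of the 90 without had an *Il13* UMI.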

In line with a recent publication, we did not observe Tfh13 cells (IL-13^hi^IL-4^hi^IL-5^hi^IL-21^lo^) which were reported to be associated with production of high-affinity anaphylactic IgE in Th2 responses to allergens but not helminth infections (Gowthaman et al., 2019).

Increased expression of TGFβ-associated genes further suggested Th2 cell plasticity toward Th9 cells in our dataset (Veldhoen et al., 2008; Figure 1H) and IL-9 is described as a relevant factor for hookworm expulsion (Licona-Limón et al., 2013). However, we only find very few *Il9* or *Spi1* (encodes the Th9-associated transcription factor PU.1) expressing cells in the lung. 

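*Il9* was detected in 2 of the 1082 cells of lung 1 (0.185%, 0.0224% to 0.666%) and none of the 416 cells of lung 2, where up to 0.721% is allowed. *Spi1* was detected in 1 cell of each lung library.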

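No *Il9* UMI was found in the 3216 MLN cells, which allows a share of up to 0.0933%. *Spi1* was detected in 13 cells of MLN 1 (0.528%, 0.281% to 0.901%) and 14 of MLN 2 (1.86%, 1.02% to 3.10%). Of the MLN4-like cells 1 of 232 was positive (0.431%, 0.0109% to 2.38%), against 9 cells of cluster 2 (1.88%), 6 of the 23 cells of cluster 12 (26.1%, 10.2% to 48.4%) and 4 of cluster 1. MLN4-like cells held 2.70% of the UMIs, cluster 2 27.0% and cluster 12 24.3%. Counts of *Il9* and *Spi1* were too low for a test.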

*Il9* expression was also barely detectable in the MLN, while *Spi1* was expressed in the MLN4 population potentially describing an early stage of Th9 development (Figure 1F).

Next, we screened for genes that distinguish Th2 cells from MLN and lung and that might reflect organ-specific differences in gene expression or Th2 development. 

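*Cxcr5* (ENSMUSG00000047880, chromosome 9 from 44511787 to 44561877) was detected in 40.5% and 36.1% of the cells of MLN 1 and MLN 2 and in 3.23% and 0.962% of those of lung 1 and lung 2. With 4.46 ± 3.28 CPM in the lung and 128 ± 13.9 in the MLN, the log2 fold change was -4.58 (standard error 0.261, edgeR adjusted p = 2.6e-06), or -4.32 in mouse 1 and -5.70 in mouse 2. The share reached 74.9% in cluster 9, 60.3% in cluster 2, 53.5% in cluster 3, 44.2% in cluster 6, 34.9% in MLN3-like and 31.7% in cluster 1. It was 7.92% in MLN5-like, 3.88% in MLN4-like, 3.33% in MLN6-like and 0.264% in L1-like (3 cells). Thinned cells were positive in 33.6% of cluster 2, 21.9% of cluster 1 and 1.73% of MLN4-like.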

While most cells from the MLN (MLN1–3) express the gene for the chemokine receptor CXCR5 associated with homing to B cell follicles and recruitment of Tfh cells to GCs (Breitfeld et al., 2000; Schaerli et al., 2000), the majority of Th2 cells from the lung and MLN cells that cluster in proximity to lung cells (MLN4–6) hardly express it (Figure 1G). In contrast, the lung and MLN4–6 cluster cells express high levels of the gene for TAGLN2 which stabilizes the immunological synapse and is relevant for proper T-cell effector function (Na et al., 2015). 

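*Tagln2* (ENSMUSG00000026547, chromosome 1 from 172500047 to 172507380) had 1161 ± 96.6 CPM in the lung and 217 ± 33.2 in the MLN, a log2 fold change of 2.42 (standard error 0.149, edgeR adjusted p = 3.8e-06). It was detected in 94.2% of L1-like, 90.3% of L2-like, 79.3% of MLN4-like, 78.7% of MLN5-like and 78.9% of MLN6-like cells. Apart from the proliferating-like cells and cluster 12 (56.5%), the other clusters ranged from 22.8% in cluster 1 to 49.4% in cluster 6. After thinning, L1-like had 79.3%, MLN4-like 54.5% and cluster 1 11.6%.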

A stronger effector phenotype of lung cells is also supported by an increase of inflammation signature genes and hypoxia-associated genes in these cells, which are associated with enhanced glycolysis required for late Th2 effector differentiation (Healey et al., 2021; Stark et al., 2019; Figure 1H).

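Lists of genes of each signature were written down before the data were examined and tested between lung and MLN with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 7 lists. The gene sets used in the paper were not used here. Of the 85 tested genes of the TNF and NF-κB list, which stands for inflammation, 74 were higher in the lung, with a median log2 fold change of 1.69 (limma camera adjusted p = 2.9e-39), and 64 passed the threshold over all genes, or 66 adjusted over the list alone. Without the genes that are also on the list of early-response genes, 65 were left with a median of 1.39. As only the lung was digested, a response to handling and a difference between the tissues cannot be told apart for this list. Of the 24 tested genes of the hypoxia list, 9 were higher in the lung. Their median log2 fold change was -0.30, their mean 0.12 and camera's direction was down without passing the threshold (limma camera adjusted p = 0.371). The median and the mean therefore differ in sign. Of these genes, 15 differed over all genes and 15 adjusted over the list alone, of which 4 were higher in the lung. Summed over the list, the hypoxia genes reached 8268, 7385, 9298 and 7732 CPM in lung 1, lung 2, MLN 1 and MLN 2. The call of the TNF list, like those of the lists for IL-2 and STAT5, TGFβ and early-response genes, was also made by fry (adjusted p = 0.0371), whereas with a correlation estimated from the 4 libraries camera called none of the 7 lists, with adjusted p from 0.185 to 0.784.

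**Figure D4:**
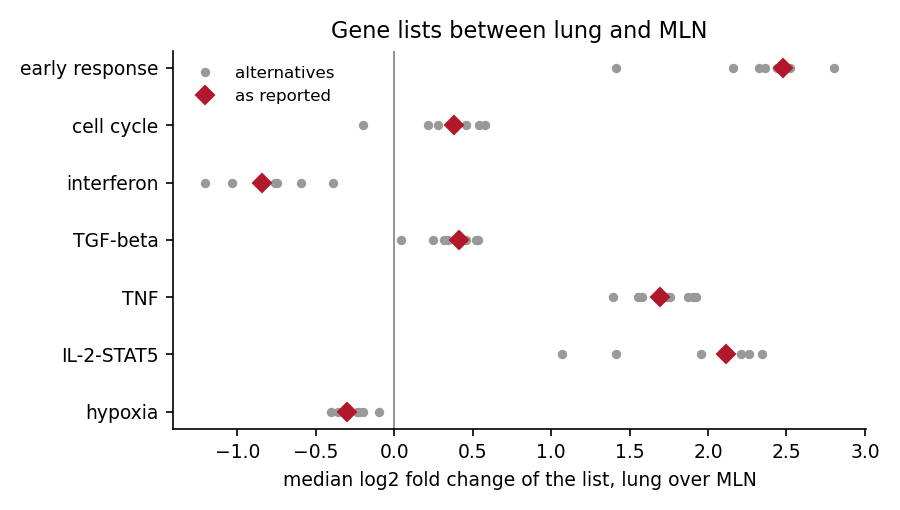
Log2 fold change between lung and MLN for 7 gene lists, with the median of each list. The TNF and NF-κB list has a median of 1.69 and the hypoxia list one of -0.30.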

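*Il1rl1* (ENSMUSG00000026069, chromosome 1 from 40429570 to 40465415) was detected in 70.0% of the cells of lung 1 (67.1% to 72.7%) and 53.8% of lung 2 (48.9% to 58.7%), compared to 3.29% in MLN 1 and 4.91% in MLN 2. Its level was 380.1 ± 174 CPM in the lung and 12.4 ± 3.09 CPM in the MLN, a log2 fold change of 5.03 (standard error 0.327, edgeR adjusted p = 5.1e-06), with 5.61 and 4.13 in the 2 mice. At 2000 UMIs per cell the shares were 47.4%, 36.8%, 1.33% and 2.29%. The gene served to name clusters and is not reported by cluster.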

In line with strong effector function, most lung cells and some nearby projected MLN cells express the gene for the IL-33 receptor ST2 (*Il1rl1*) (Figure 1G). It recognizes the alarmin IL-33 and induces production of key type 2 cytokines IL-5 and IL-13. This is crucial for the clearance of intestinal helminths as mice that lack IL-33 are not able to effectively cope with the infection, likely due to defects in the T cell and ILC2 compartments (Hung et al., 2013). In line with enhanced *Il1rl1* expression, we find evidence that ST2 inducing pathways are active in lung cells. 

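Of 37 tested genes of the list for IL-2 and STAT5, 34 were higher in the lung, with a median log2 fold change of 2.11 (limma camera adjusted p = 1.5e-29). Over all genes 31 of them were called, and 33 adjusted over the list alone. *Il2ra* (ENSMUSG00000026770, chromosome 2 from 11642807 to 11693193) rose from 11.2 ± 3.78 CPM in the MLN to 81.2 ± 21.1 CPM in the lung, a log2 fold change of 2.79 (standard error 0.229, edgeR adjusted p = 2.2e-05), and was detected in 32.3% and 20.4% of the lung and 3.21% and 3.05% of the MLN cells. *Tnfrsf1b* (ENSMUSG00000028599, chromosome 4 from 145213463 to 145246870), which encodes TNF-R2, was higher in the lung by 2.11 (standard error 0.164, edgeR adjusted p = 1.5e-05) and found in 36.1% of L1-like, 40.0% of L2-like and 22.0% of MLN4-like cells. *Tnfrsf1a*, encoding TNF-R1, was lower in the lung by -2.13 (standard error 0.323, edgeR adjusted p = 0.00103).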

As such, there is higher expression of IL-2–STAT5 axis target genes and the IL-2 receptor alpha-encoding gene itself (*Il2ra*) (Guo et al., 2009; Meisel et al., 2001) as well as enhanced tumor necrosis factor receptor 2 (TNF-R2) transcript expression and correspondingly an increased TNF induced expression signature, suggesting stimulation of the cells by TNF (Kumar et al., 1997; Figure 1GH). Looking further downstream, we find an elevated gene signature for IL-33-stimulated T cells in the lung, which suggests active signaling via the ST2 receptor, associated with pathogen clearance. However, IL-33/ST2 not only invokes effector mechanisms against the worm but also promotes production of *Areg*, encoding amphiregulin, that we find upregulated and which is involved in tissue repair and resolution of inflammation after Nb infection (Minutti et al., 2019; Figure 1G). However, amphiregulin can also promote reprogramming of eosinophils to develop fibrosis in other setups (Morimoto et al., 2018) with potential implications on longer-term pathology after Nb infection (Marsland et al., 2008).

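*Areg* (ENSMUSG00000029378, chromosome 5 from 91139599 to 91148432) had 1024 ± 819 CPM in the lung and 6.52 ± 5.28 CPM in the MLN, a log2 fold change of 7.06 (standard error 0.665, edgeR adjusted p = 5.5e-05). The spread between the lung libraries was large, with a UMI in 53.0% of the cells of lung 1 (50.0% to 56.1%) and 24.5% of lung 2 (20.5% to 28.9%). In the MLN it was detected in 1.87% and 1.19% of the cells. After thinning, the 4 shares were 42.3%, 19.6%, 0.871% and 0.404%.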

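*Cysltr1*, *Plac8* and *Adam8* were all higher in the lung than in the MLN. For *Cysltr1* (ENSMUSG00000052821, chromosome X from 106574346 to 106603679) the log2 fold change was 2.30 (standard error 0.174, edgeR adjusted p = 1.3e-05), for *Plac8* 2.46 (standard error 0.229, edgeR adjusted p = 4.9e-05) and for *Adam8* 2.22 (standard error 0.222, edgeR adjusted p = 8.0e-05). UMIs of *Cysltr1* were found in 43.4% and 34.4% of the lung and 6.74% and 7.03% of the MLN cells, those of *Plac8* in 57.2%, 48.1%, 9.14% and 10.1% and those of *Adam8* in 37.5%, 25.7%, 6.54% and 6.37%. As markers of effector clusters they are not reported by cluster.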

In our Nb infection model, lung cells and a fraction of proximal clustering MLN cells also express genes associated with asthma or involved in pathways targeted by drugs for asthma treatment like *Cysltr1*, *Plac8*, or *Adam8* (Naus et al., 2010; Tibbitt et al., 2019; Trinh et al., 2019). 

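Of 41 tested genes of the TGFβ list, 32 were higher in the lung, with a median log2 fold change of 0.41 and a mean of 1.12 (limma camera adjusted p = 1.9e-06). Of these, 22 were called over all genes, 18 of them higher in the lung, and 23 adjusted over the list alone. Without early-response genes the median was 0.32, and between L2-like and MLN5-like cells, an alternative chosen after the data had been seen, it was 0.04, with a mean of 0.44, 15 of 28 genes higher and the list still called (limma camera adjusted p = 0.00215). Per library, the genes of the list summed to 10676 CPM in lung 1, 9754 in lung 2, 4264 in MLN 1 and 4012 in MLN 2.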

Lung cells but only few MLN cells in our dataset also show an increased expression of TGFβ target genes, consistent with the described Th2 cell plasticity toward a Th9 phenotype (Veldhoen et al., 2008) which potentially further broadens the T effector functions (Figure 1F–H).

### Conserved expression profiles for migratory and effector/resident memory Th2 cell populations in lung and MLNs

As a next step after concentrating on known CD4 subpopulations and comparison of MLN and lung on organ level, we focused on similarities of MLN and lung and clusters with unexpected signatures.

Cluster L2 and MLN5 visually form a ‘bridge’ between the MLN and lung compartments. Indeed cells in these clusters both express genes coding for CD62L (*Sell*), CCR7, and S1PR1 involved in cell adhesion and T-cell trafficking suggesting that these clusters contain recent immi-/emmigrants (Figure 1E and Figure 2A). 

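*Ccr7* and *S1pr1* had been held out of the clustering. *Ccr7* was detected in 54.6% of L2-like (47.1% to 61.9%) and 42.6% of MLN5-like cells (35.7% to 49.7%), compared to 5.28% of L1-like and 12.5% of cluster 1. *S1pr1* was found in 74.6% of L2-like (67.7% to 80.7%), 74.8% of MLN5-like (68.2% to 80.6%), 31.9% of proliferating-like and 12.9% of L1-like cells. At equal depth, *Ccr7* was positive in 39.1% and 20.5% and *S1pr1* in 43.5% and 46.0% of the L2-like and MLN5-like cells, whereas L1-like had 2.14% and 5.52%. Both genes differed less between the whole organs, with log2 fold changes in favor of the lung of 1.15 for *Ccr7* (edgeR adjusted p = 8.3e-05) and 0.96 for *S1pr1* (edgeR adjusted p = 0.00651).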

Of note, staining of cells in the blood circulation revealed that a fraction of cells in the L2 cluster likely represents cells located in blood vessels with a gene expression profile similar to tissue-resident L2 cluster cells which further indicates that the L2 cells might come from or migrate into blood vessels (Figure 2—figure supplement 1). The ‘bridge clusters’ also express *Tcf7* (associated with self-renewal capacity) and *Cd27* (encoding a central memory T-cell marker) (Figure 2A). 

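*Tcf7* was detected in 88.6% of L2-like and 85.6% of MLN5-like cells, against 29.3% of L1-like, 38.9% of MLN6-like and 43.1% of MLN4-like cells. *Cd27* was found in 61.6% and 68.8% of both bridge clusters and in 28.3% of L1-like, 61.2% of MLN4-like and 87.5% of cluster 2. Neither gene was confined to the bridge, and after thinning *Tcf7* was positive in 67.4% of L2-like, 57.5% of MLN5-like and 76.4% of cluster 1 cells. In the lung as a whole, *Tcf7* was lower by -1.89 (edgeR adjusted p = 4.1e-06) and *Cd27* by -1.78 (edgeR adjusted p = 1.4e-05).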

In line, the whole ‘bridge’ shows a circulating memory signature (Rahimi et al., 2020; Figure 2B). L2 part of the ‘bridge’ is the only lung fraction that expresses reasonable amounts of *Cxcr5* and *Tox2*, which are expressed in a majority of cells in the MLN (Figures 1G and 2A). This suggests that the profile of these lung cells in part reflects the profile found in secondary lymphoid organs and strengthens their identification as migrating cells. 

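*Cxcr5* was detected in 17.3% of L2-like (32 of 185 cells, 12.1% to 23.5%), while its share in L1-like had an interval from 0.0544% to 0.769%. Of the 185 L2-like cells, 180 were from the lung and 5 from the MLN. *Tox2* was found in 24.9% of L2-like (18.8% to 31.7%) and 5.01% of L1-like cells (3.82% to 6.45%). The proliferating-like cells of both organs reached 18.3% and 38.3%. Thinned L2-like cells were positive in 9.78% for *Cxcr5* and 13.6% for *Tox2*, and thinned L1-like cells in none of 1124 for *Cxcr5* and 1.78% for *Tox2*. Over all cells *Tox2* was lower in the lung by -2.91 on the log2 scale (standard error 0.170, edgeR adjusted p = 2.8e-06).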

There are also differences between the lung- and MLN-associated ‘bridge’ clusters. Cells in L2 expressed more CD44, which is suggestive of cells in later central memory or effector cell state and exhaustion marker genes encoding *Tox2* and *Pdcd1* compared to MLN5. In contrast, to L2 which shows signs of MLN-associated gene expression, MLN5 does not show clear signs of a lung signature (Figure 1F, H and Figure 2A), potentially reflecting that the visual ‘bridge’ is not a real connection and contains immi-/emmigrants to/from other secondary lymphatic organs like the lung draining lymph nodes or other peripheral organs.

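The counts of the L2-like cells of lung 1 and lung 2 were summed and compared to those of the MLN5-like cells of MLN 1 and MLN 2. Of 5940 genes tested, 478 differed, with 343 higher and 135 lower in L2-like, and 1204 had an unadjusted p below 0.05. With mouse as a replicate block there were 398, with DESeq2 145, without lung 1 277 and without MLN 1 186. *Pdcd1* was higher in L2-like, with 65.5 ± 0.193 against 23.3 ± 17.8 CPM (mean ± SD, n = 2 mice) and a log2 fold change of 1.20 (standard error 0.351, edgeR adjusted p = 0.0407), or 0.84 in mouse 1 and 2.41 in mouse 2. It did not pass the threshold without lung 1 (edgeR adjusted p = 0.0714), without MLN 2 (edgeR adjusted p = 0.138) or with mouse as a block (edgeR adjusted p = 0.0795). *Cd44* was higher by 0.64 (standard error 0.230, edgeR adjusted p = 0.105) and *Tox2* by 0.32 (standard error 0.303, edgeR adjusted p = 0.614), both short of the threshold, and in mouse 2 the value for *Tox2* was -0.07. A *Cd44* UMI was present in 47.6% of L2-like (40.2% to 55.0%) and 30.7% of MLN5-like cells (24.4% to 37.6%), a *Pdcd1* UMI in 22.2% and 10.9% and a *Tox2* UMI in 18.3% of the latter.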

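The genes most increased in L2-like over MLN5-like were *Areg* (log2 fold change 7.82), *Nr4a2* (7.66), *Nr4a1* (6.48), *Gadd45b* (5.93) and *Nr4a3* (5.81). Those most decreased were *Id3* (-3.77), *AI467606* (-2.51), *Txnip* (-2.43), *Ddit4* (-2.10) and *Ifi47* (-1.94). The list of early-response genes had a median log2 fold change of 1.41 in this comparison. Because the lung alone was digested and passed over a gradient, handling and organ are confounded here. Of the genes higher in the lung than in the MLN, *Il1rl1* exceeded MLN5-like by 1.78 (edgeR adjusted p = 0.00820), *Tnfrsf1b* by 1.29 (edgeR adjusted p = 0.00631), *Gata3* by 0.98 (edgeR adjusted p = 5.2e-04) and *Tagln2* by 0.87 (edgeR adjusted p = 1.2e-04) in L2-like cells. Without lung 1 or without MLN 1, *Il1rl1* (log2 fold change 0.92 and 1.08) and *Tnfrsf1b* (1.12 and 1.03) did not reach the threshold, and without MLN 1 neither did *Gata3* (0.86). *Cysltr1* (0.32) and *Plac8* (0.71) did not differ past the threshold. *Ccr9* was lower in L2-like by -2.05 (edgeR adjusted p = 0.00433).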

**Figure 2.**
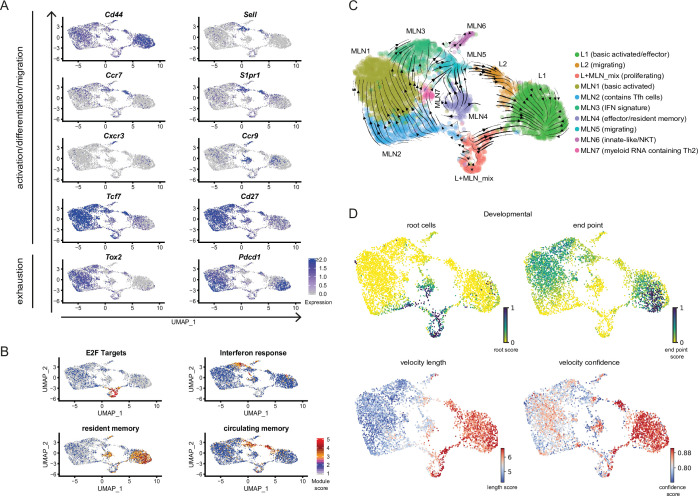
Conserved expression profiles for migratory and effector Th2 populations between organs and their inferred developmental paths. (**A**) Expression of selected marker genes associated with biological processes or (B) gene signature scores for single cells on top of UMAPs. (**C**) RNA velocity analysis. Arrows present inferred developmental paths. (**D**) RNA velocity defined root cells and developmental endpoints as well as inferred differentiation speed (velocity length) and velocity confidence for cells are visualized on UMAPs.

**Figure 2—figure supplement 1.**
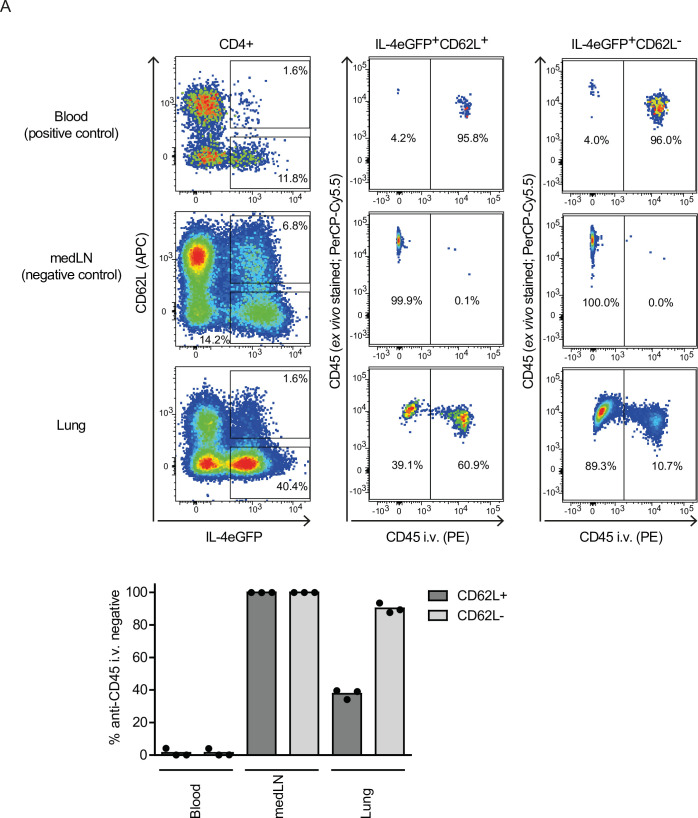
Vasculature stain for IL-4eGFP ^+^CD4^+^ subsets from lung tissue. At day 10 after *Nippostrongylus brasiliensis* (Nb) infection, 4get mice were injected with anti-CD45-PE i.v. 5 min before blood (positive control), medLN (negative control), and lung were collected to label cells in vasculature. Then cells were additionally stained for CD4, CD62L, and CD45-PerCP-Cy5.5 ex vivo, analyzed by flow cytometry and gated as indicated. The proportion of IL-4eGFP^+^CD4^+^, CD62L^−^, or CD62L^+^ cells being not stained by intravenous vascular CD45 staining was determined.

**Figure 2—figure supplement 2.**
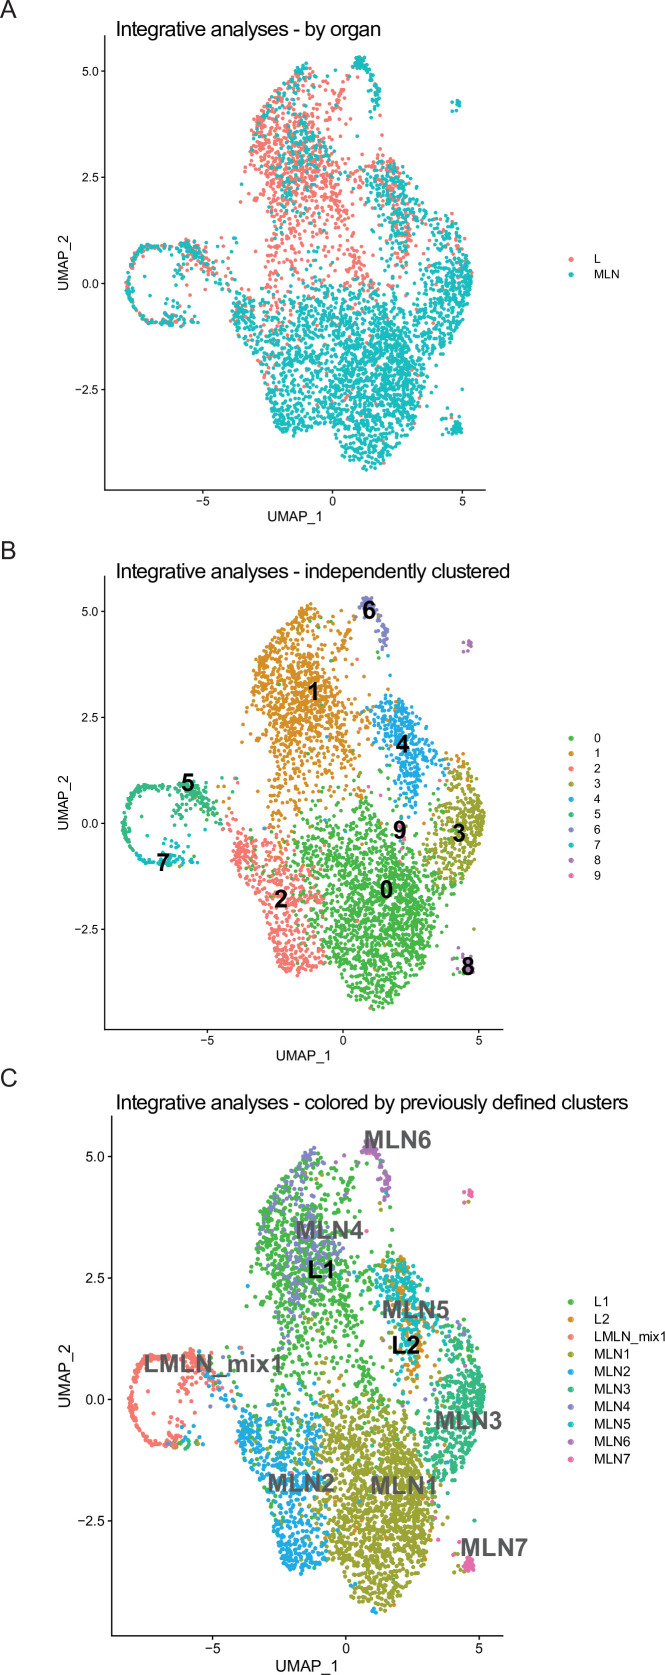
Integrative similarity analyses of mesenteric lymph node (MLN) and lung Th2 cells after *Nippostrongylus brasiliensis* (Nb) infection. Single-cell data of IL-4eGFP^+^CD4^+^ MLN and lung were integrated based on shared anchor genes, forcing cells to cluster with most similar cells of the other organ. (**A**) UMAP of MLN and lung integrated data colored by organ. (**B**) Unsupervised clustering was performed and cluster is indicated on UMAP. (**C**) Cells are colored based on clusters defined when organ data were not integrated beforehand to highlight which cluster of MLN and lung share similarities between organs.

**Figure 2—figure supplement 3.**
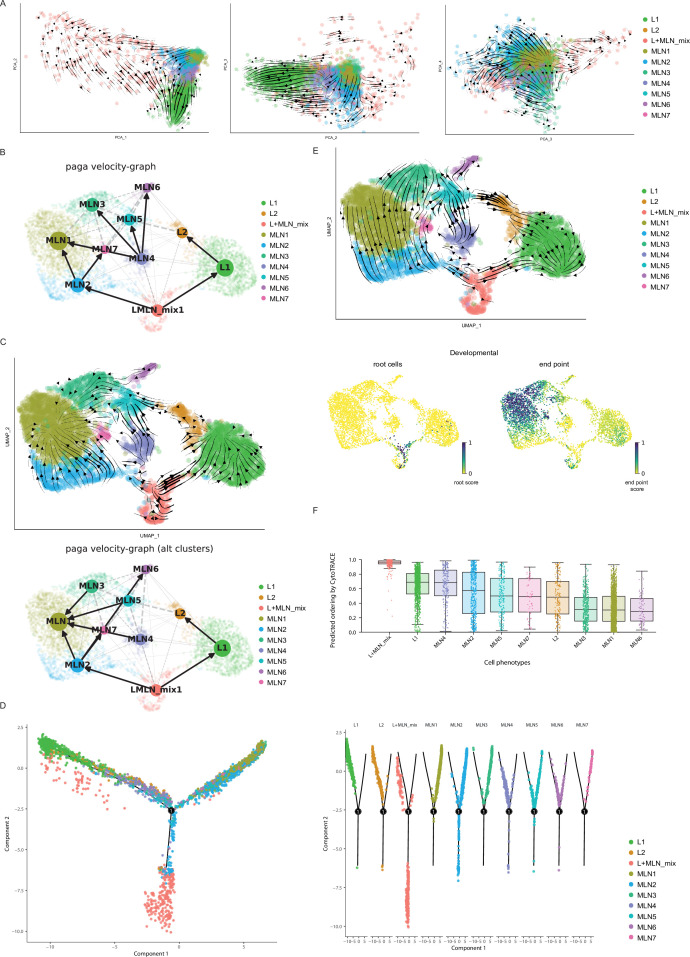
Prediction of developmental paths for Th2 cells of mesenteric lymph node (MLN) and lung after *Nippostrongylus brasiliensis* (Nb) infection. (**A**) RNA velocity indicated as arrows on top of PCA scatter plots. (**B**) Paga velocity graph highlighting potential developmental directions based on the dynamic RNA velocity model. (**C**) RNA velocity graph and paga velocity graph based on the stochastic RNA velocity model. (**D**) Monocle analyzes ordering cells based on their progress in a developmental process with branching points highlighting differentiation decisions. (**E**) Cell cycle was regressed out before RNA velocity analyzes was performed. Inferred developmental directions, root cells, and endpoints are shown (**F**).

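Of the 295 proliferating-like cells, 49.5% came from the lung. All 7 fixed markers of proliferation, *Mki67*, *Top2a*, *Birc5*, *Stmn1*, *Rrm2*, *Cdk1* and *Ccna2*, were among the genes that set the cluster apart. Within the cluster, 806 of 7817 genes tested differed between lung and MLN (586 higher and 220 lower in the lung), a comparison chosen after the data had been seen. Of the 7677 genes tested both here and between the organs without this cluster and cluster 12, 74.0% had the same sign, where 50.0% would without a relation, and of the 2431 called in those other cells 92.2%, where it would be 51.2%. Of the 38 tested genes of the cell cycle list, 34 were higher in the lung over all cells, with a median log2 fold change of 0.38 (limma camera adjusted p = 0.00472), and 10 were called over all genes or 14 adjusted over the list alone. Leaving out lung 2 raised the adjusted p to 0.0777, and within the proliferating-like cells the median was -0.20.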

Proliferating cells of both organs have a similar expression profile and fall into the same cluster (L + MLN) as proliferation induces a strong gene signature highlighted by a proliferation-associated E2F signature gene set (Figure 2B).

We find three effector clusters in our dataset, L1 lung cells express effector-associated genes (e.g., stronger expression of *Il1rl1*, *Cysltr1* [receptor for cysteinyl-leukotrienes C_4_, D_4_, and E_4_], *Il2ra*, *Il5*, and *Il13*) but MLN4 has a similar signature. Both populations are high for a published signature of lung-resident memory T cells (Rahimi et al., 2020; Figure 2B) and for both the effector-associated genes *Plac8* and *Adam8* drive the signature (Figure 1—figure supplement 2B and not shown). In contrast to L1, most MLN4-resident memory signature cells express the gene-encoding CCR9 relevant for lamina propria homing (Campbell and Butcher, 2002; Stenstad et al., 2006), while lung cells express the gene for CCR8 hardly found in the MLN (not shown). In addition, to MLN4 there is an innate-like/NKT cluster (MLN6) present in the MLN that also shows expression of effector genes. Both clusters express a resident memory signature and *Ccr9*, probably reflecting local effector/resident memory populations that participate in the intestinal immune response. 

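Of the genes held out of the clustering, *Gata3* was found in 91.8% of MLN4-like cells, second to L1-like, and at 2000 UMIs in 71.9% and 78.0%. *Il4* was detected in 81.0% of MLN4-like (75.4% to 85.9%) and 65.6% of L1-like cells (62.8% to 68.4%). Cells with both *Il5* and *Il13* made up 6.33% of L1-like (4.99% to 7.91%) and 1.29% of MLN4-like (0.267% to 3.73%). *Cd44* had a share of 78.0% in L1-like and 47.0% in MLN4-like, and *Pdcd1* of 43.7% and 18.1%. *Il1rl1*, *Cysltr1* and *Il2ra* belonged to the marker list by which both clusters were named.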

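*Ccr9* (ENSMUSG00000029530, chromosome 9 from 123678439 to 123784330) was detected in 124 of 232 cells of MLN4-like (53.4%, 46.8% to 60.0%) and in 12.1% of L1-like (10.3% to 14.2%). After thinning, the shares were 41.1% and 6.85%, and cluster 9 had none. Between the whole organs *Ccr9* did not pass the threshold (log2 fold change -0.39, edgeR adjusted p = 0.246), and the 2 mice had opposite signs, 0.18 and -1.15. It passed without a filter on low counts (-0.42, edgeR adjusted p = 0.0160), without lung 1 (-0.88, edgeR adjusted p = 0.00866) and without MLN 1 (-0.66, edgeR adjusted p = 0.0455). *Ccr8* (ENSMUSG00000042262, chromosome 9 from 120092114 to 120094906) was found in 38.1% and 33.9% of the lung cells and 0.528% and 1.19% of the MLN cells, at 172 ± 39.0 and 2.92 ± 1.02 CPM, a log2 fold change of 6.05 (standard error 0.244, edgeR adjusted p = 4.5e-07). L1-like cells were positive in 42.3% and held 84.4% of the *Ccr8* UMIs, and 2 MLN4-like cells were positive (0.862%).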

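*Ccr9* was also found in 56.7% of MLN6-like cells (51 of 90 cells, 45.8% to 67.1%), of which 36.7% remained positive at 2000 UMIs, against 7.43% of MLN5-like and 5.81% of cluster 1 cells. MLN4-like cells held 31.4%, L1-like 26.8%, proliferating-like 10.0% and MLN6-like cells 6.08% of its UMIs. The resident memory signature was not tested here. From the expression of *Ccr9* and of this signature in both clusters, the paper proposes that they are local effector or resident memory populations that take part in the response of the intestine.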

Of note, there is also a *Ccr9*-expressing fraction of cells in L1 with little overlap to the *Il5/Il13* secreting cells (Figure 2A). These cells, positioned in the lung might come from or might migrate to the lamina propria. 

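In L1-like, 138 cells had a *Ccr9* UMI and 999 had none. *Il5* was detected in 1.45% of the former (0.176% to 5.14%) and 10.4% of the latter (8.59% to 12.5%), and *Il13* in 17.4% (11.5% to 24.8%) and 31.8% (29.0% to 34.8%). The cells with *Ccr9* were deeper, with a median of 7302.5 against 6269 UMIs. At equal depth the shares were 0.725% and 5.98% for *Il5* and 10.1% and 20.0% for *Il13*.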

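*Cxcr3* (ENSMUSG00000050232, chromosome X from 101731535 to 101734269) was detected in 55.6% of MLN6-like cells (50 of 90 cells, 44.7% to 66.0%) and in no more than 8.70% of any other cluster. At 2000 UMIs it was found in 31.1% of MLN6-like and 1.56% of MLN3-like cells. MLN6-like cells held 32.5% of its UMIs. Between lung and MLN the log2 fold change was 0.51 (edgeR adjusted p = 0.585), with -0.47 in mouse 1 and 0.97 in mouse 2.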

Interestingly, the innate/NKT MLN6 effector cluster expresses the gene for the usually Th1-associated chemokine receptor CXCR3 found before (Kim et al., 2001) in a fraction of Th2 cells but they were not linked to innate/NKT phenotypes. Therefore, there is an expected effector cluster in the lung but cells with an effector signature are also found in the MLN which is mainly recognized to contain earlier stages in T helper cell development. Despite the shared effector characteristic of effector-associated clusters, there is site-specific gene expression likely reflecting local effector function. Similarly, there is also evidence for site-specific effector signatures in our second sequencing run comparing medLN and MLN. medLN contains a number of cells that rather cluster with lung effector cells (L1) and a reduced number of cells that show a lamina propria associated effector signature (like MLN4) compared to MLN (Figure 1C,D).

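Label transfer assigned 27 of the 2058 IL-4eGFP+ cells of medLN 1 to L1-like (1.31%, 0.866% to 1.90%) and 40 of 2020 of medLN 2 (1.98%, 1.42% to 2.69%), against 7 of 1992 cells of MLN 1 (0.351%, 0.141% to 0.723%) and 5 of 2004 of MLN 2 (0.250%, 0.0811% to 0.581%). The means were 1.65% ± 0.473 in the medLN and 0.300% ± 0.0721 in the MLN (SD, n = 2 mice). MLN4-like was assigned to 86 (4.18%, 3.36% to 5.14%) and 97 (4.80%, 3.91% to 5.83%) of the medLN cells and to 134 (6.73%, 5.67% to 7.92%) and 180 (8.98%, 7.77% to 10.3%) of the MLN cells. For both clusters, each medLN sample lay on the same side of each MLN sample. With 2 samples in each group an exact permutation test cannot pass a threshold of 0.05. MLN5-like was assigned to 15.3% and 11.7% of the medLN and 9.49% and 10.2% of the MLN cells. L2-like was assigned to no more than 3 cells of any sample, MLN6-like to between 27 and 43 cells. Of the IL-4eGFP- cells, 3, 13, 1 and 1 were assigned to L1-like, while 59.1% to 61.8% went to MLN5-like.

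**Figure D5:**
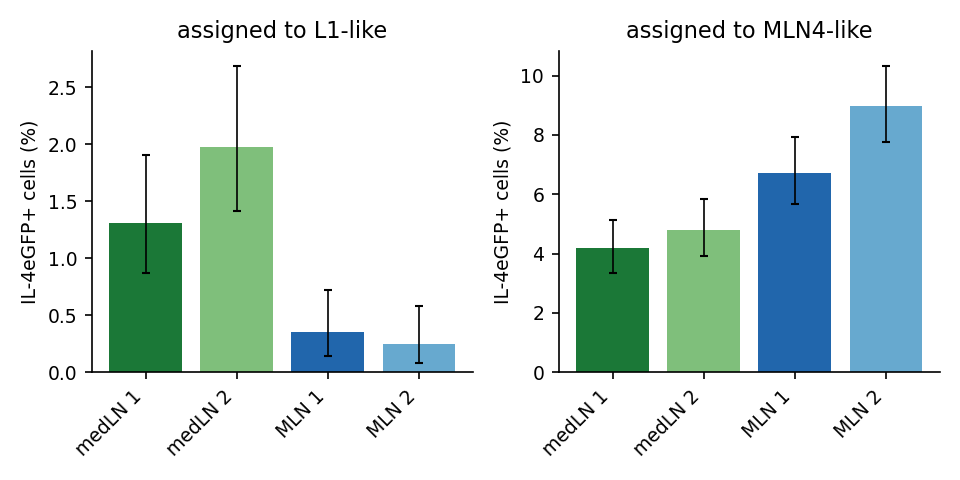
Percentage of IL-4eGFP+ cells of each medLN and MLN sample assigned to clusters of the first experiment by label transfer, with exact Clopper-Pearson 95% intervals. L1-like is assigned to 1.31% and 1.98% of medLN and 0.351% and 0.250% of MLN cells, MLN4-like to 4.18% and 4.80% and to 6.73% and 8.98%.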

To highlight the similarities of ‘brigde’ (MLN5, L2) and effector clusters (L1, MLN4) between MLN and lung, we integrated the lung and the MLN data computationally based on shared expression anchors before performing dimensional reduction (Stuart et al., 2019). The approach reveals that bridge clusters as well as effector clusters (L1 and MLN4) show the most similar expression profiles between MLN and lung and hence cluster together in low-dimensional space projection (Figure 2—figure supplement 2).

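After integration of lung and MLN cells with Seurat, the nearest neighbors of each cell in the other organ were counted. For L1-like cells of the lung, 48.6% of the neighbors in the MLN were MLN4-like (51.2% in mouse 1 and 41.4% in mouse 2), although MLN4-like makes up 6.97% of the MLN cells. For L2-like cells 48.5% were MLN5-like (48.3% and 48.9%), which makes up 6.00%. In the opposite direction, 99.3% and 98.4% of the lung neighbors of MLN4-like cells in mouse 1 and mouse 2 were L1-like, which makes up 75.8% of the lung cells. Of those of MLN5-like cells 78.5% were L2-like (80.5% and 73.3%), which makes up 12.0%. Cells of cluster 1 and cluster 3 also had mostly L2-like neighbors, 66.1% and 68.1%.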

While Th1 and Th2 cells are often seen as counterparts that can antagonize differentiation of each other, there is also evidence that the Th1 hallmark cytokine IFN-γ promotes proper Th2 heterogeneity and differentiation either directly as suggested by in vitro differentiation studies (Wensky et al., 2001) or indirectly by inducing activation of DCs with Th2-priming capacity (Connor et al., 2017; Webb et al., 2017). 

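The fixed markers *Ifit1*, *Ifit3*, *Isg15*, *Irf7*, *Bst2*, *Rtp4* and *Usp18* of an IFN response were all among the genes that set MLN3-like apart, and 6 of them were among its 10 leading genes. MLN3-like made up 16.9% of the cells of MLN 1 and 5.17% of MLN 2. Of the 48 tested genes of an interferon list, 3 were higher in the lung than in the MLN, with a median log2 fold change of -0.85 (limma camera adjusted p = 2.7e-06). Over all genes 29 were called, none of them higher in the lung, and 31 adjusted over the list alone. This rested in part on MLN 1, without which the median was -0.39 and 7 genes were called. The genes of the list summed to 3500 and 4317 CPM in lung 1 and lung 2 and to 6230 and 4573 CPM in MLN 1 and MLN 2.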

In accordance MLN3 expresses an IFN response signature after Nb infection (Figure 2B) likely associated with Th2 priming and differentiation.

We further identified an unusual subset of cells (MLN7) which contains genes for the MHCII-associated invariant chain (CD74), complement component C1q, lysozyme, and CD209b. Some of these genes are rather associated with myeloid cells like DCs or macrophages. This population might therefore represent cells emulsified with exosomes or RNA containing vesicles during library generation, either externally attached or taken up by the cell.

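Cells with such RNA were found in cluster 12. *C1qa* was detected in 9 of its 23 cells (39.1%, 19.7% to 61.5%), *C1qb* and *C1qc* in 10 each (43.5%), *Lyz2* in 8 (34.8%), *Cd209b* in 11 (47.8%) and *Cd74* in 10 (23.2% to 65.5%). Its cells held 50.7% of the *C1qa*, 65.1% of the *C1qb*, 47.9% of the *C1qc*, 31.3% of the *Lyz2* and 30.3% of the *Cd209b* UMIs. None of the 1498 lung cells had a UMI of *C1qa*, *C1qb*, *C1qc*, *Lyz2* or *Cd209b*, which allows up to 0.200% for each. In MLN3-like the thinned shares were 0.445% for *C1qa* and 1.56% for *Lyz2*, and in cluster 12 21.7% and 8.70%. *Cd74* was less restricted, with 29.2% in proliferating-like, 20.7% in MLN4-like and 11.2% in L1-like cells. The paper proposes that these are T cells captured together with exosomes or other vesicles that contain RNA.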

In summary, our dataset with high resolution for the Th2 compartment after Nb infection reveals distinct subsets of Th2 cells in lung and MLN including a ‘bridging’ cluster of cells with closely related gene expression profiles in both organs. Defined clusters of Th2 subsets were later used to link TCR clonotypes to specific clusters.

### RNA-inferred developmental directionality of Th2 cells supports proliferation as a hub for differentiation decisions

To infer developmental relatedness of clusters defined above we performed an RNA velocity analysis in which the ratio of spliced to unspliced RNA transcripts is used to calculate and visualize likely developmental directions (Bergen et al., 2020; La Manno et al., 2018; Figure 2C). We used the scVelo algorithm (Bergen et al., 2020) which identifies the most undifferentiated cells as root cells and highly differentiated cells as developmental endpoints, connected by arrows that show likely paths from root to endpoints (Figure 2C,D). The proliferation cluster (L + MLN) reflects the majority of root cells in our data and highlights proliferation, in accordance with the literature (Gett and Hodgkin, 1998; Gulati et al., 2020; Radtke and Bannard, 2018), as a critical branching point at which differentiation decisions are taken. The developmental direction going from proliferating cells toward the other populations is also supported when RNA velocity is performed on PCA level (Figure 2—figure supplement 3A), in paga projection (Figure 2—figure supplement 3B), in the static model of RNA velocity (Figure 2—figure supplement 3C), in developmental analysis performed with the monocle package (Trapnell et al., 2014; Figure 2—figure supplement 3D) or when cell cycle was regressed out before RNA velocity analysis (Figure 2—figure supplement 3E). Another algorithm that is described to robustly detect developmental potential also for proliferating cells additionally indicates that the proliferating cluster has the highest developmental potential (Gulati et al., 2020; Figure 2—figure supplement 3F).

The MLN part of the ‘bridge’ clusters (MLN5), the IFN signature cluster (MLN3), and the main MLN (Basic activated Th2; MLN1) cluster are marked as relatively diffuse endpoints in the MLN, associated with a low differentiation speed and confidence reported by scVelo (Figure 2D). This suggests that wide parts of the MLN Th2 cells are relatively heterogeneous. The effector/resident memory like cluster (MLN4) is in itself heterogeneous and contains cells with a strong root signature which hardly overlap with the also contained strong resident memory signature cells. A relatively high differentiation speed and confidence compared to other MLN clusters suggest that it contains a fast developing effector/resident memory like population. Based on the MLN5 ‘bridge’ cluster definition as an endpoint, MLN5 might rather reflect cells that leave the MLN. The lung cluster of the ‘bridge’ (L2) instead contains cells that differentiate with high confidence and inferred speed toward the main lung cluster of effector cells (L1), which suggests that these cells enter the lung and further differentiate locally. The IL-5/IL-13 double producers previously defined as highly differentiated effector cells (Upadhyaya et al., 2011) reflect the endpoint in the lung (Figure 2C and D).

In conclusion, RNA velocity supports proliferation as a hub for differentiation in the Th2 compartment and supports that migratory Th2 cells rather leave secondary lymphatic organs and enter peripheral organs while the reverse migration path is a rare event.

### Longitudinal study of Th2 development on protein level based on a transcriptionally defined markers

In an attempt to relate described transcriptional profiles and cluster definitions to distinguishable surface receptor signatures, we analyzed expression of identified surface marker genes on the protein level by flow cytometry. We included MLN and lung but also medLN to reveal differences in Th2 development at different sites over time. First, we selected differentially expressed surface markers that allow to distinguish defined clusters and analyzed their expression on Th2 cells isolated from Nb-infected 4get mice longitudinally (d0, d6, d8, and d10) (Figure 3). CD4 cells of all samples were computationally gated, extracted, and concatenated before downsampling and dimensional reduction (UMAP) were applied based on Cxcr6, CD62L, Cxcr5, CD279 (PD-1), Ly6a/e, Itgb7, CD127, CD74, CD44, CD4, and CD3e expression, but not on IL-4eGFP expression to resolve similarities between IL-4eGFP^+^ and IL-4eGFP^−^ cells. Staining pattern for single markers (Figure 3—figure supplement 1A) and definition of gates aimed to resemble transcriptionally defined populations on protein level (Figure 3—figure supplement 1B) are given. Data of time points d6, d8, and d10 splitted by organ are shown either for all CD4^+^ cells or only for IL-4eGFP^+^CD4^+^ cells (Figure 3B). IL-4eGFP^+^CD4^+^ cells of the lung show a different distribution over the UMAP than LN cells, with the majority of cells falling into the L1 gate while the L2 population is less well defined by chosen markers. There is also additional heterogeneity with a number of cells also present in gates defined for MLN cells. As on transcriptional level, the distribution of MLN cells seems again comparable between medLN and MLN. Next, concatenated CD4^+^ T cells (Figure 3—figure supplement 1C) or only IL-4eGFP^+^CD4^+^ T cells (Figure 3C) were splitted based on organ and time after infection. In the lung, the L1 effector cluster increases with infection time in accordance with a developing effector response against Nb. Cells in the L2 gate were rather variable and there is no clear trend. The medLN response seems a bit faster than the MLN response but overall similar. Effector cells (in L1, MLN4, and MLN6 gate) moderately increase over time while population MLN2 is increased and MLN3 is strongly increased at d6 and d8 after Nb infection. This pattern is maintained at d10 for MLN but medLN population MLN1, MLN2, and MLN3 are all expressed to the same extend. It might therefore be that MLN3 cells are precursors of MLN2 and MLN1 as we see the proportional increase later on. That the increase in MLN1 and MLN2 signature cells at d10 is not seen in MLN might reflect a delayed development related to the delayed occurrence of worms in the intestine compared to the lung and medLN.

**Figure 3.**
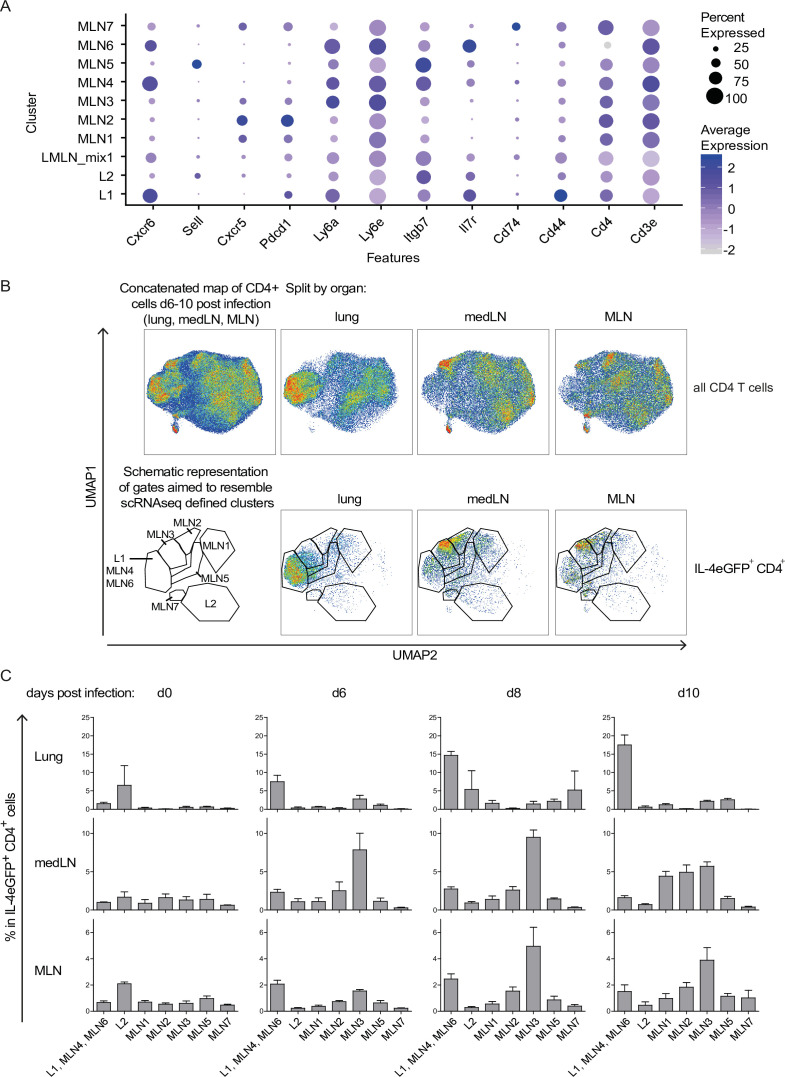
Th2 subset distribution in *Nippostrongylus brasiliensis* (Nb) infection time course. CD4-expressing cells from lung, medLN, and mesenteric lymph node (MLN) of IL-4eGFP reporter (4get) mice were stained for markers defined by single-cell sequencing at indicated days after Nb infection. (**A**) Selection of transcriptionally defined marker genes encoding for surface receptors. (**B**) Surface staining for selected markers on protein level was performed followed by flow cytometric analysis. CD4^+^ cells were computationally selected, down sampled and a UMAP of the data was generated. Shown are CD4 T cells of all organs after infection (days 6, 8, and 10 post Nb infection) concatenated into one UMAP and splitted by organ (upper row). The same is given for IL-4eGFP^+^CD4^+^ cells (lower row). Gates are aimed to resemble transcriptionally defined cluster on protein level. (**C**) Quantified distribution of IL-4eGFP^+^CD4^+^ cells in UMAP gates over the course of Nb infection. For (B, C), *n* = 3 mice per time point; error bars represent standard error (SE).

**Figure 3—figure supplement 1.**
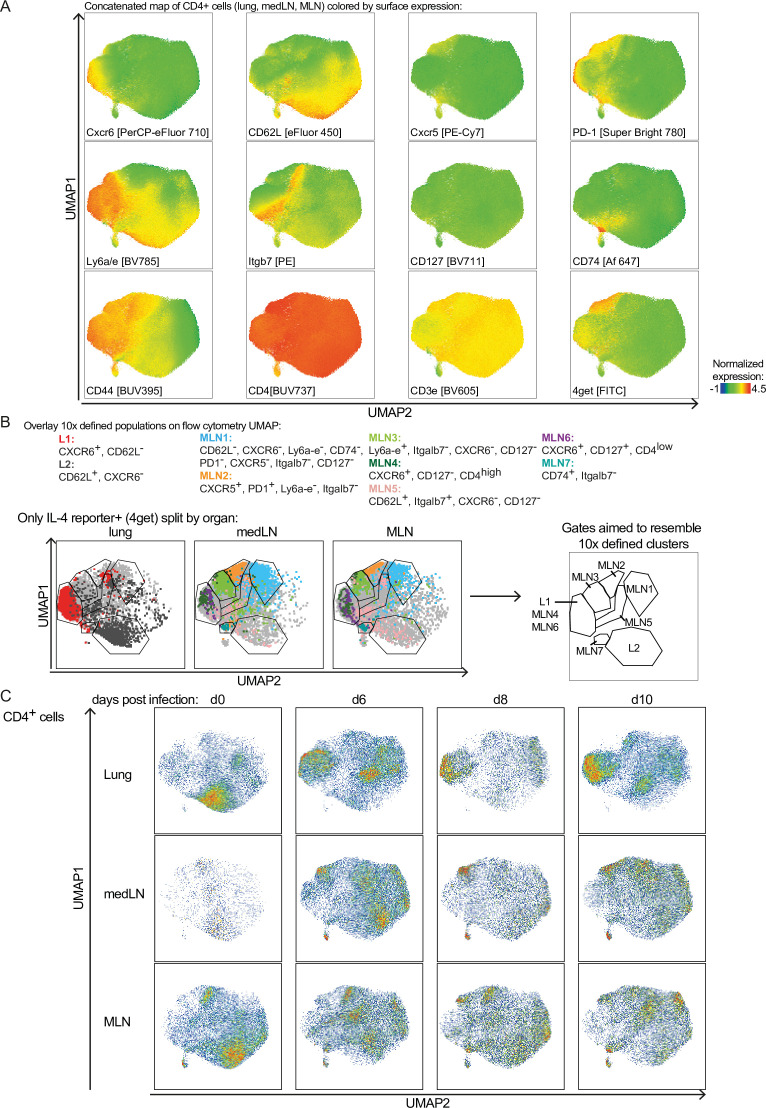
Surface receptor stain aimed to resemble transcriptionally defined clusters on protein level. CD4^+^ T cells of medLN, mesenteric lymph node (MLN), and lung from 4get mice were flow cytometrically analyzed at day 10 of *Nippostrongylus brasiliensis* (Nb) infection. (**A**) Expression pattern of stained markers on UMAP of CD4^+^ T cells. (**B**) Marker used to define cluster that resemble transcriptionally defined cluster on protein level for surface staining of cells. Cells gated by these markers are highlighted on the UMAP and are used as a template to draw gates representing different cluster. (**C**) CD4^+^ cells shown on UMAP in pseudocolor plots representing cell density. The plot is splitted by organ and time point post Nb infection.

In summary, we established a surface staining strategy that allows to track Th2 subpopulations during Nb infection by flow cytometry.

### Clonal relatedness of Th2 cells in distant organs confirms effective exchange of effector cells

The single-cell immune profiling approach allows for combined RNA expression profiling and TCR repertoire analysis, which made exploration of clonal relatedness between clusters and efficient distributed of clones across organs possible. This analysis also aimed to define potent Nb-specific TCRs based on the hypothesis that these might belong to successfully expanded clones associated with above defined effector clusters.

In line with previous results (Seidl et al., 2011), we find a broad TCR repertoire after Nb infection as the majority of distinct TCRs was only found in one cell. However, 28% of cells expressed a TCR found in at least two different cells (same CDR3 nucleotide sequence, the same variable and joining segments). 

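TCR libraries of the 4 samples were assembled into contigs by the authors with Cell Ranger, and the deposited lists gave each contig's UMI count, segments and CDR3 sequence. Productive contigs of cells that passed the gene expression filters and had both chains were used. A clone was defined by identical V and J segments and identical CDR3 nucleotide sequences of all TCRα and TCRβ contigs of a cell. The 4714 cells fell into 3925 distinct TCRs, of which 3387 (86.3%) were found in a single cell. In mouse 1 there were 2860 distinct TCRs among 3544 cells and in mouse 2 1067 among 1170. The largest clone of mouse 2 had 9 cells.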

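A TCR found in at least 2 cells was carried by 1327 of the 4714 cells (28.2%, 26.9% to 29.5%), which belonged to 538 clones. This counts the cells of both mice together, and within single mice it was 1324 cells. The share was 32.1% in mouse 1 (30.6% to 33.7%) and 16.1% in mouse 2 (14.0% to 18.3%), so the difference between the mice exceeded counting error. It was 37.7% in lung 1, 21.2% in lung 2, 29.7% in MLN 1 and 13.3% in MLN 2. A mouse with fewer sequenced cells has fewer chances to show a second member of a clone, and the shares were not adjusted for the number of cells. The definition of a clone moved the share most when the TCRβ chain alone was used, to 38.7%. With the authors' stricter filter on contigs it was 26.2%.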

The most abundant clone has 15 sequenced members in the samples analyzed which translates to about 8600 estimated members in total lung and MLN tissue. 

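The largest clone had 15 cells, 5 in lung 1 and 10 in MLN 1. It carried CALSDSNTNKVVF and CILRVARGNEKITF as TCRα and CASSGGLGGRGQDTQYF as TCRβ CDR3. The next clones had 11, 9, 8 and 8 cells. Its size in the whole tissue was not computed.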

As we only analyze a small sample of the whole organs the calculation clearly underestimates the fraction of expanded T-cell clones in the population. 

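Of the 454 clones of at least 2 cells in mouse 1, 105 had cells in both lung and MLN (23.1%, 19.3% to 27.3%), 106 in the lung only and 243 in the MLN only. In mouse 2 they were 21 of 83 (25.3%), 26 and 36. Random reassignment of organ to the cells of a mouse, repeated 100000 times with the clone sizes kept, gave 227 clones in both organs in mouse 1 (95% of the draws between 208 and 246) and 41.2 in mouse 2 (33 to 50). Observed sharing was thus 0.463 and 0.510 times that of a random distribution. Among the alternatives the definition by TCRβ chain alone moved these ratios most, to 0.415 and 0.380. With clones defined by the TCR chains with the most UMIs, 113 and 24 clones were in both organs.

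**Figure D6:**
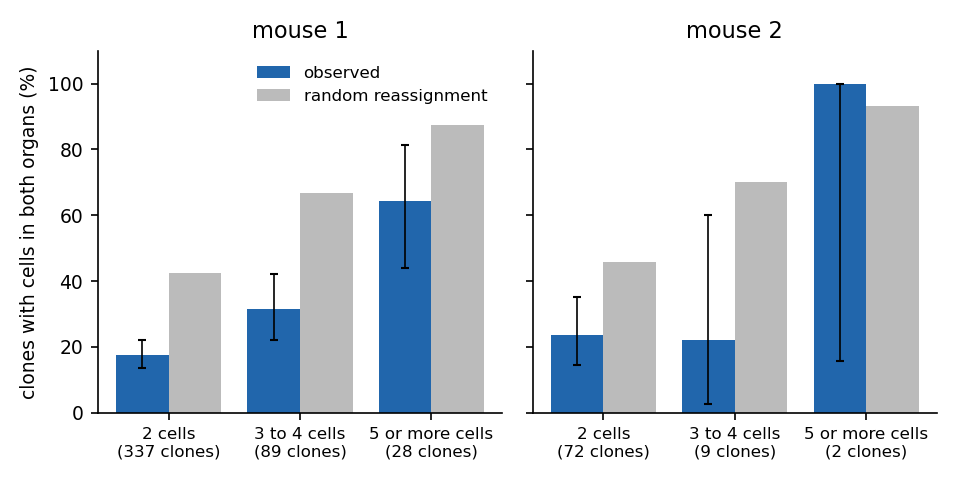
Clones of at least 2 cells with cells in both organs, observed and expected from random reassignment of organ, for each mouse. In mouse 1 105 are observed and 227 expected, in mouse 2 21 and 41.2.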

A still substantial part of clones is found in both organs, which suggests an effective distribution between MLN and lung. In contrast, only two small clones were identical between the two analyzed mice implicating very few public clones (Figure 4A). 

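The same TCR by nucleotide sequence was found in both mice for 2 clones, with 5 cells in total. Neither was found in more than 1 organ of each mouse, as both were shared between MLN 1 and MLN 2.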

The innate-like/NKT innate cluster (MLN6) and the MLN7 cluster hardly contained expanded clones suggesting limited TCR specificity-driven proliferation in these clusters (Figure 4B). 

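Of the 90 MLN6-like cells, 1 carried an expanded TCR (1.11%, 0.0281% to 6.04%), which was in mouse 1. Of the 23 cells of cluster 12 it was also 1 (4.35%, 0.110% to 21.9%). Of these cells 20 were from mouse 2, where it was 5.00% (0.127% to 24.9%), an interval that includes the 16.1% of all cells of that mouse. With 10 principal components it was 0 of 77 MLN6-like cells.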

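Cells of expanded clones made up 15.7% of L2-like (10.8% to 21.7%) and 18.3% of MLN5-like (13.2% to 24.4%). In the effector clusters the share was 36.5% in L1-like (33.7% to 39.4%) and 33.6% in MLN4-like (27.6% to 40.1%). MLN3-like had 28.2% (24.1% to 32.5%), cluster 1 25.0% (21.8% to 28.4%), cluster 2 30.3% (26.2% to 34.6%), cluster 3 21.9% (18.3% to 26.0%), cluster 6 23.8%, cluster 9 34.6% (27.8% to 41.8%) and the proliferating-like cluster 29.8%. Because the mice differed in their share of expanded cells, the order was also read within each mouse. In mouse 1 it was 41.4% in L1-like, 40.6% in MLN4-like, 38.0% in cluster 9, 33.2% in cluster 2, 30.1% in cluster 1, 29.0% in MLN3-like, 25.4% in cluster 3, 19.9% in MLN5-like and 18.4% in L2-like. In mouse 2 it was 22.5%, 16.4%, 25.9%, 15.2%, 13.1%, 19.5%, 9.09%, 14.8% and 10.0% in the same order. Cluster 6 had 30.1% in mouse 1 and 7.89% in mouse 2. The proliferating-like cluster had 32.2% and 23.5%, which in mouse 2 was above L1-like.

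**Figure D7:**
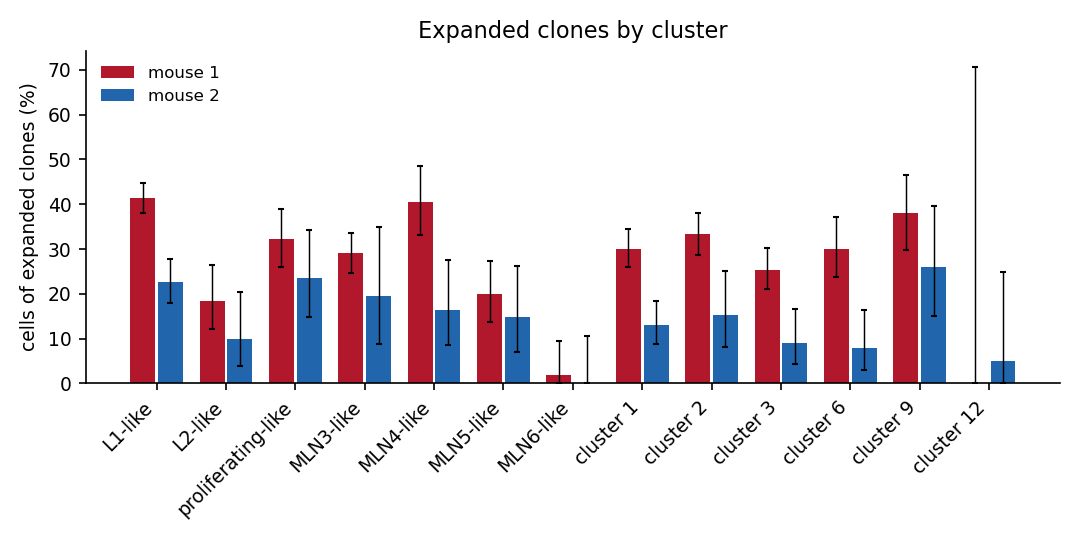
Percentage of cells in clones of at least 2 cells for each cluster, with exact Clopper-Pearson 95% intervals. Over both mice, L1-like (36.5%), cluster 9 (34.6%) and MLN4-like (33.6%) have the highest shares and MLN6-like (1.11%) the lowest.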

Cells of the ‘bridge’ clusters (MLN5 and L2) contain substantially more expanded clones but less than the effector/resident memory like populations (MLN4 and L1), which in turn contain less expanded clones than the more homogeneous majority of MLN clusters (MLN1, MLN2, and MLN3). It might reflect that the ‘bridge’ clusters contain immi-/emmigrated cells from distant sites with less clonal overlap to the local population.

**Figure 4.**
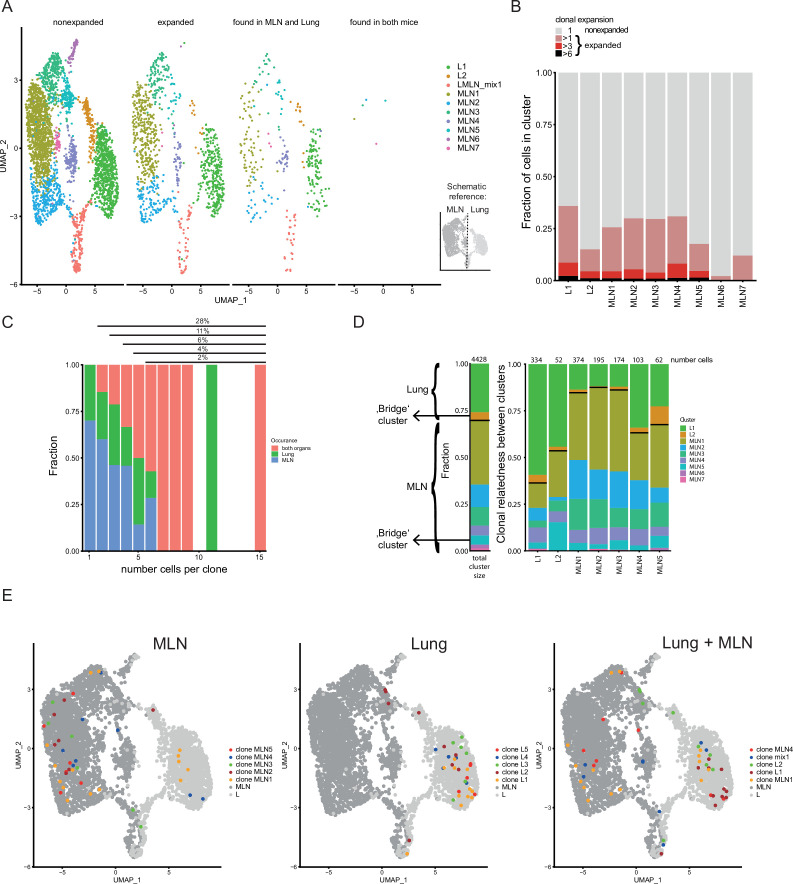
Clonal relatedness of Th2 cells in mesenteric lymph node (MLN) and lung. (**A**) UMAP of MLN and lung cells split by cells with unique T-cell receptors (TCRs) (nonexpanded), cells with the same TCRs found in more than one cell (expanded), cells with the same TCRs found in both organs and cells with the same TCRs found in both mice. Cells are colored by cluster. Schematic drawing roughly highlights how MLN and lung cells are separated on UMAP. (**B**) Stacked bar plot on the presence of expanded clones per cluster. Expansion level relates to overall presence in the dataset. (**C**) Fraction of cells in MLN, lung, and both organs in relation to clone expansion. Numbers above indicate proportion of expanded cells in total population. (**D**) Clonal relatedness between clusters. The stacked bar to the left gives the fraction of each cluster in the dataset as a reference (proliferating cluster was excluded). Stacked bar graphs to the right visualize for every expanded clone of a cluster where other members of a clone are found (cluster distribution). Numbers above bars represent the number of cells that each bar represents. Bars for clusters with only few expanded clones are not shown. Black horizontal lines separate the MLN and lung clusters in the bar graphs. Cluster of cells with a migratory signature is highlighted as ‘bridge cluster’. (**E**) Top 5 expanded clones by occurrence in MLN (left), lung (center), or in total dataset (right).

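Of the cells in clones of at least 2 cells, 28.8% belonged to clones found in both organs, 24.3% to clones of the lung and 46.9% to clones of the MLN only. With a minimum clone size of 3, 4, 5 and 6 cells, the clones in both organs held 45.2%, 59.9%, 69.1% and 79.6% of the cells. These sizes were reached by 129, 54, 30 and 15 clones, which made up 10.8%, 6.02%, 3.99% and 2.40% of all cells. Larger clones are more often seen in both organs by chance alone. In mouse 1, 17.5% of the clones of 2 cells were in both organs (13.6% to 22.0%) where random distribution would give 42.4%, 31.5% of those of 3 to 4 cells (22.0% to 42.2%) where it would give 66.8% and 64.3% of those of 5 or more cells (44.1% to 81.4%) where it would give 87.5%. In mouse 2 the observed shares were 23.6% of 72 clones of 2 cells and 2 of 9 clones of 3 to 4 cells, and both clones of 5 or more cells were in both organs. Random distribution would give 45.9%, 70.2% and 93.2% in the same order, so that only the clones of 5 or more cells were not below it.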

Next, we find that strongly expanded clones are effectively spread over organs (Figure 4C). The typical caveats of current single-cell technologies (sampling noise and limited sample size) do not allow to draw a similar conclusion for lowly expanded clones (<3 cells per organ). The determination of the clonal relatedness of clusters compared to the overall frequency of a cluster in the dataset again highlights effective distribution of effector Th2 cells between distant organs (Figure 4D). 

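For each cell of an expanded clone, all other cells of its clone were counted as related cells. Proliferating-like cells were left out, and the share of each organ and cluster among all remaining cells served as reference. Of the 881 related cells of L1-like cells, 68.8% were L1-like, against 25.7% of all cells, and 6.02% were MLN4-like, against 5.25%. Related cells of MLN4-like cells were L1-like in 39.1% and MLN4-like in 12.0%.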

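The other organ held 28.1% of the related cells of L1-like cells (28.6% in mouse 1 and 24.8% in mouse 2), where 69.4% of all cells were from the MLN. For MLN cells, 30.6% of all cells were from the other organ, the lung. It held 15.1% of the related cells of cluster 1, 21.0% of cluster 2, 12.0% of cluster 3, 17.9% of MLN3-like, 19.7% of cluster 6 and 16.3% of cluster 9. All of these were below the share of the other organ in both mice together. In mouse 2 alone, with 7 related cells, MLN3-like had 42.9% against 33.9%.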

The clones of clusters that are most distant to cells of the other organ (L1, MLN1, MLN2, and MLN3) tend to expand more locally, represented by the higher percentage of related cells found in the same organ compared to the overall distribution of clusters. 

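Of the related cells of L2-like cells, 54.7% (29 of 53) were in the MLN, which was 61.0% in mouse 1 and 33.3% in mouse 2. Of those of MLN5-like cells 39.1% (27 of 69) were in the lung, with 25.0% in mouse 1 and 71.4% in mouse 2. MLN5-like made up 13.2% of the related cells of L2-like cells and 4.57% of all cells, and L2-like 10.1% of those of MLN5-like cells and 4.19% of all cells. These values rest on 25 L2-like and 34 MLN5-like cells of expanded clones, and pairs of 1 clone are not independent, so no interval is given.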

Directly compared to those clusters, the clones in ‘bridge’ clusters (L2 and MLN5) have a higher frequency of members in the other organ, especially apparent in the other part of the ‘bridge’ in each case. 

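Of the 133 related cells of MLN4-like cells, 39.8% were in the lung, against 30.6% of all cells. In mouse 1 it was 38.5% against 29.5% and in mouse 2 54.5% of 11 related cells against 33.9%. Over both mice together, MLN4-like and MLN5-like were the only MLN clusters above the share of all cells by this count of related cells. In mouse 1 MLN5-like was below it (25.0%) and MLN4-like alone above, and in mouse 2 MLN5-like (71.4% of 21 related cells) and MLN3-like (42.9% of 7) were above it as well. When all cells of a cluster's clones were counted, its own included, the lung held 25.8% for MLN4-like and 23.3% for MLN5-like. Both were then below the 30.6% of all cells, although including a cluster's own cells lowers its share. No other MLN cluster exceeded 11.9% by that count.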

The effector/resident memory like cluster of the MLN (MLN4) also shows increased relatedness to the lung that contains a large number of effector cells in cluster L1. The finding that clusters visualized near the other organ also show enhanced TCR repertoire relatedness to that organ confirms significant migration between organs and that the UMAP efficiently displays real relatedness of clusters.

As a next step, we visualized the five most strongly expanded clones determined for each organ separately or we combined counts to get the most strongly expanded clones in the total dataset (Figure 4E). Members of such clones in the MLN tend to be preferentially found in the MLN1 cluster and to a lower extend in the neighboring Tfh-associated cluster (MLN2) and the IFN signature cluster (MLN3). They are hardly found in the lung proximal clusters (MLN4–MLN7). However, few members of four of the top expanded MLN clones are found in the lung and are therefore successfully spread across organs. 

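Ranked by their cells in the MLN, the top clones had 10, 6, 6, 6 and 5 MLN cells, and 7 clones were tied at the fifth rank. The MLN cells of the top 5 were 33, all from mouse 1. Of these, 11 were in cluster 2 (33.3%, against 14.9% of all MLN cells), 6 in cluster 1 (18.2% against 21.4%), 6 in cluster 3 (18.2% against 14.4%) and 5 MLN3-like (15.2% against 14.2%). Markers did not tell which of the numbered clusters hold the paper's MLN1 and MLN2.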

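None of the 33 cells was MLN4-like, MLN5-like, MLN6-like or in cluster 12, while 2 were proliferating-like, 2 in cluster 6 and 1 in cluster 9. A clone tied at the fifth rank and not among the 5 had 2 MLN4-like cells.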

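Of the top 5 MLN clones, 4 had cells in the lung of the same mouse, with 5, 2, 1 and 1 cells. The clone without lung cells had 6 cells, all in MLN 1.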

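The top 5 clones by cells in the lung had 11, 7, 6, 5 and 5 lung cells, and 7 clones were tied at 5. No clone was in both lists of 5. Of the 34 lung cells of these clones, 24 were L1-like (70.6%, against 75.8% of all lung cells), 8 proliferating-like (23.5% against 9.75%), 1 L2-like and 1 MLN5-like. The largest was in mouse 1, with 10 L1-like cells and 1 proliferating-like cell, and the next in mouse 2.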

Top expanded lung clones do not overlap with the top expanded MLN clones and preferentially show up in the big lung cluster in which effector cells are found (L1). In contrast to the MLN only one of the top expanded lung clones has members in the MLN, indicating that these clones successfully expanded locally but have limited capacity to spread to the MLN. 

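Of the top 5 lung clones 1 had MLN members, 2 cells of mouse 2. Because several clones were tied at 5 lung cells, the choice of the last places was arbitrary. Among those tied were the largest clone of the data, with 10 MLN cells, and a clone with 1 MLN cell.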

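Over both organs the top 5 clones had 15, 11, 9, 8 and 8 cells. Of these, 4 were also among the top 5 of an organ. The fifth, with 3 lung and 5 MLN cells, was tied for the last place of the MLN list.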

The five most highly expanded clones in the whole dataset strongly overlap with the ones determined for the separate organs. This indicates that despite remarkable exchange between the distant organs, strong local expanders dominate the response and while more evenly distributed clones are present, they do not outnumber locally expanded ones in a combined analysis of MLN and lung cells.

In summary, there is substantial overlap of expanded clones between the MLN and lung during Nb infection, but rather locally restricted clones successfully expanded in an otherwise diverse pool of Th2 cells.

### No general preference for specific TCR chain compositions

After analysis of single clones in the last part, where we found expansion but no obvious dominant clones, we determined if there are rather preferentially used TCR segments or segment combinations that could suggest potent effector function of TCRs against Nb. First, we included only one representative member per clone and compared if the same combination of TCRα and TCRβ chain segments is shared between the top 50 most frequently used segment combinations in both organs, both analyzed mice and in nonexpanded versus expanded clones (Figure 5A). 

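With 1 representative per clone and sample and the chains with the most UMIs, nonexpanded clones numbered 674 in lung 1, 328 in lung 2, 1731 in MLN 1 and 654 in MLN 2. They used 652, 321, 1665 and 641 distinct combinations of the V, D, J and C segments of both chains. Expanded clones numbered 211, 47, 349 and 59, with 207, 47, 345 and 59 combinations. Only 17, 7, 48 and 13 combinations were used by more than 1 nonexpanded clone. In lung 1, lung 2 and MLN 2, most places of a top 50 were thus taken by combinations used by 1 clone, among which the order is arbitrary. In MLN 1 this held for the last places only.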

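For nonexpanded clones, 8 combinations were among the top 50 of at least 2 of the 4 samples and 1 among those of 3 samples. Lung and MLN had 2 in common in mouse 1 and 3 in mouse 2, the MLN of both mice had 3 and their lungs none. With the top 100 there were 9 in at least 2 samples and 1 in 3, and the lungs of both mice had 1 in common. At any rank, 76 of 3197 combinations were found in at least 2 samples and 6 in at least 3.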

For the nonexpanded clones there was hardly any overlap seen between mice or organs, only two of the fifty combinations were found in three of the four analyzed organs (MLN and lung of two mice). For the expanded clones, there was limited overlap in combined segment usage between organs of one mouse but not the other. 

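For expanded clones, 29 combinations were in the top 50 of at least 2 samples and none in 3. Lung and MLN of mouse 1 shared 12 and those of mouse 2 shared 16, and none were shared by the lungs or by the MLN of both mice. With the top 100 there were 52 in at least 2 samples and 1 in 3, with 28 shared in mouse 1, 21 in mouse 2, 2 by both lungs and 2 by both MLN. As only 4 combinations of lung 1, 4 of MLN 1 and none of lung 2 and MLN 2 were used by more than 1 expanded clone, the order at most places is arbitrary, and the numbers above depend on it except for those of mouse 2 in the top 100. At any rank, 123 of 533 combinations were in at least 2 samples and 2 in 3. Clones with cells in both organs enter both lists, and the 47 and 59 expanded clones of lung 2 and MLN 2 nearly all enter a top 50.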

Combinations of TCRα- or TCRβ variable with joining segments and TCRα with TCRβ variable segments also revealed limited overlap in the top used combinations. 

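The top 10 combinations of each sample were compared in the same way. For TRAV and TRAJ, 4 combinations were in the top 10 of at least 2 samples for nonexpanded and 4 for expanded clones. For TRBV and TRBJ these were 8 and 11 and for TRAV and TRBV 9 and 5. In the top 10 of all 4 samples, 1 combination of TRBV and TRBJ was found for nonexpanded clones and none of the others. At any rank, all 4 samples shared 109 of 233 combinations of TRBV and TRBJ for nonexpanded and 20 of 170 for expanded clones. For TRAV and TRAJ these were 40 of 1408 and 3 of 422, and for TRAV and TRBV 71 of 972 and 5 of 366.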

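*Trbv1* (ENSMUSG00000076461, chromosome 6 from 40891229 to 40891885) was used by 311 of 3927 clones (7.92%, 7.09% to 8.81%), 7.59% in mouse 1 and 8.81% in mouse 2. Among the combinations of TRBV and TRBJ in the top 10 of at least 2 samples, 1 of nonexpanded and 3 of expanded clones contained *Trbv1*, and of those of TRAV and TRBV 1 and 1. Of the 29 combinations of all segments shared by expanded clones of at least 2 samples, 4 contained it.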

*Trbv1* was a recurrently used TCRβ variable segment present in frequently used combinations (Figure 5—figure supplement 1A). Similarly, for single segments there was no obvious preferential usage in expanded clones compared to nonexpanded ones. 

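The usage of each segment was compared between expanded and nonexpanded clones within each mouse. Of 22 TRBV segments, 9 differed in the same direction in both mice, 2 of them higher and 7 lower in expanded clones, and of 91 TRAV segments 44 did (18 higher and 26 lower). Of 12 TRBJ and 43 TRAJ segments it was 6 and 18. The largest mean difference in percentage points among TRBV segments was 2.70 for TRBV3, where the mice differed in sign (-1.59 and 6.99), and the lowest -3.38 for TRBV5 (-3.59 and -3.17). TRBV5 was the only segment of any kind that differed by more than 3 points in both mice.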

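In expanded clones *Trbv1* was used by 46 of 540 (8.52%, 6.30% to 11.2%) and in nonexpanded clones by 265 of 3387 (7.82%, 6.94% to 8.78%), a difference of 0.694 percentage points that lay within counting error. It was 0.909 points in mouse 1 and 0.654 in mouse 2. The difference moved most when clones were defined by the TCRβ chain alone, to 2.39 points. With the TCR chains with the most UMIs it was 0.228, and in mouse 2 its sign changed to -0.319. A clone of both mice counts once in each, which makes 540 expanded clones.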

Again, *Trbv1* was one of few constituents that was moderately increased in expanded versus nonexpanded clones (Figure 5—figure supplement 1B,E). In addition, there was no striking difference observed in total CDR3 amino acid length/length distribution that could be indicative for changes in specificity (Davis et al., 1998; Rock et al., 1994) between expanded and nonexpanded clones (Figure 5—figure supplement 2A). 

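The TCRα CDR3 had 13.4 ± 1.35 amino acids in 540 expanded and 13.5 ± 1.57 in 3387 nonexpanded clones (mean ± SD over clones), a difference of -0.0628. It was -0.0788 in mouse 1 and 0.0708 in mouse 2, so that the mice differed in sign. For the TCRβ CDR3 the means were 13.7 ± 1.46 and 13.7 ± 1.41, with differences of -0.0441 and -0.189 in the mice. With 1 value per cell the difference for TCRα was -0.0533 and for TCRβ -0.0536.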

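By TRBV segment, 8 segments were used by at least 5 expanded clones in each mouse. The CDR3 length of expanded minus nonexpanded clones was on the same side of 0 in both mice for 3 of them, and for none did it exceed 1 amino acid in both. Of these 3, TRBV5 was furthest from 0 in both, with 0.389 and 0.339 amino acids. Of the TRAV segments only TRAV7D-2 reached this number of clones, with -0.162 and 0.108.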

In a finer grained analysis of single TCRα and TCRβ family members, there was also no change in CDR3 length or length distribution (Figure 5—figure supplement 2B,C). The general TCRα or TCRβ CDR3 length in MLN and lung of the Nb-infected mice is also not altered compared to naive T cells of the peripheral blood (Figure 5B).

**Figure 5.**
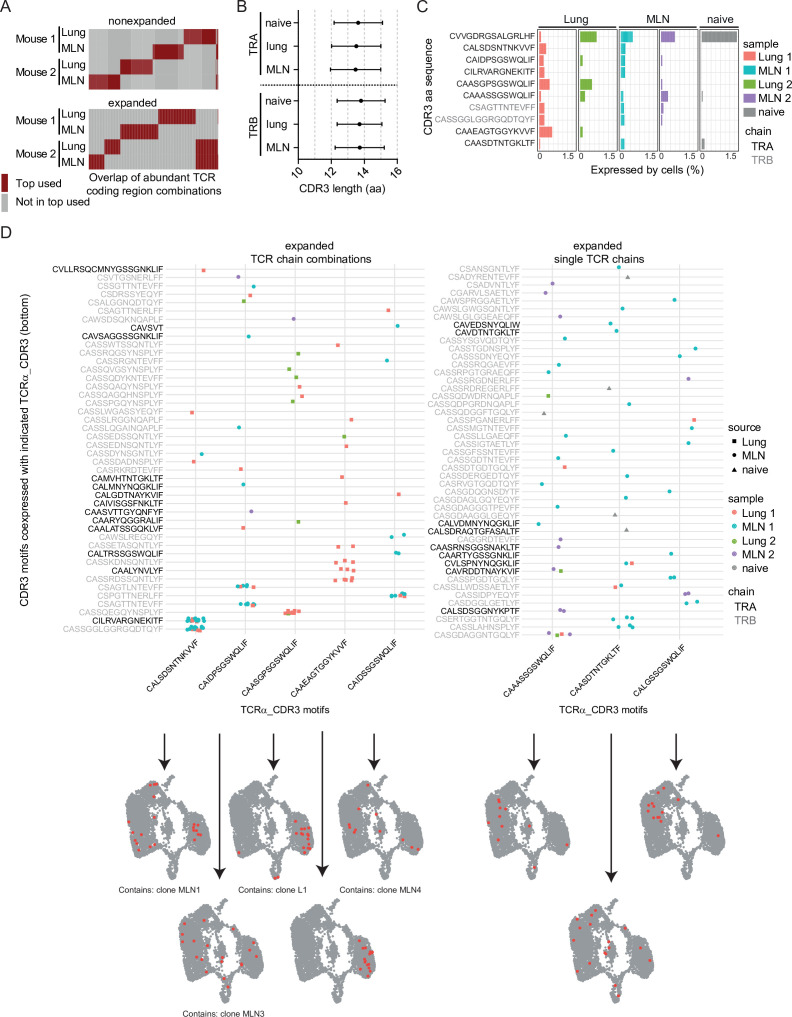
Expanded CDR3 motifs in Th2 cells of *Nippostrongylus brasiliensis* (Nb)-infected mice. T-cell receptor (TCR) repertoire analysis of mesenteric lymph node (MLN) and lung Th2 cells at day 10 post Nb infection. (**A**) TCR segment combination analysis for overlap of the hundred most commonly used TCR segment combinations (V, J, and C region for TCRα; V, D, J, and C region for TCRβ) between different mice and organs. Analysis is performed separately for nonexpanded and expanded clones. (**B**) Amino acid sequence length of TCRα and TCRβ CDR3 regions. We compare CDR3 regions from peripheral blood T cells of naive wild-type C57BL/6 mice (naive) with CDR3 regions of Th2 cells from MLN and lung of Nb-infected mice. (**C**) Most abundant CDR3 amino acid sequences in cells of dataset presented as percent of each sample. (**D**) Combinations of TCRα-related CDR3 motifs (*x*-axis) with indicated CDR3 motifs of TCRβ or a second TCRα chain (*y*-axis) that occurred more than once were counted. Then TCRα chains were ranked by abundance in these combinations (left). We also present highly expanded TCRα_CDR3 sequences found in combination with various TCRβ or TCRα chains (right). At the bottom, cells that express the corresponding CDR3 sequences from the *x*-axis are highlighted on top of UMAP representation of the dataset. We also indicate if a CDR3 sequence is associated with the top expanded clones (Figure 4E) below UMAP plots. Figure 5—source data 1.R script for analyzes of expanded CDR3 motifs from TCR single cell sequencing data.

**Figure 5—figure supplement 1.**
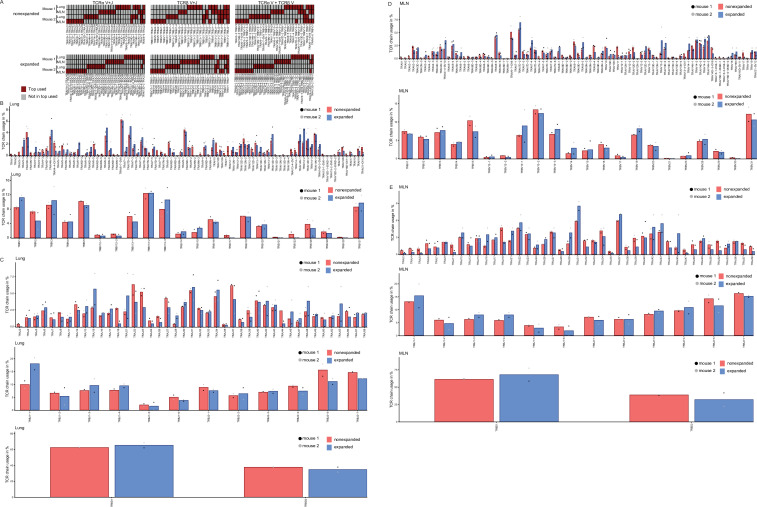
T-cell receptor (TCR) repertoire analysis of mesenteric lymph node (MLN) and lung Th2 cells at day 10 post *Nippostrongylus brasiliensis* (Nb) infection. (**A**) Overlap of functional TCRs that use the same combination of TCRα V + J segments (left), TCRβ V + J segments (center), or TCRα V + TCRβ V segments (right) among the 10 top used combinations for each sample. This was determined separately for expanded and nonexpanded clones. One cell of each clone was considered to avoid expansion bias. Changes in variable regions were not further taken into account for overlap determination. (**B**) Usage of different TCRα variable or TCRβ variable segments in lung Th2 cells. (**C**) Usage of different TCRα joining, TCRβ joining, and diversity segments in lung Th2 cells. (**D**) and (**E**) as (**B**) and (**C**) but for MLN.

**Figure 5—figure supplement 2.**
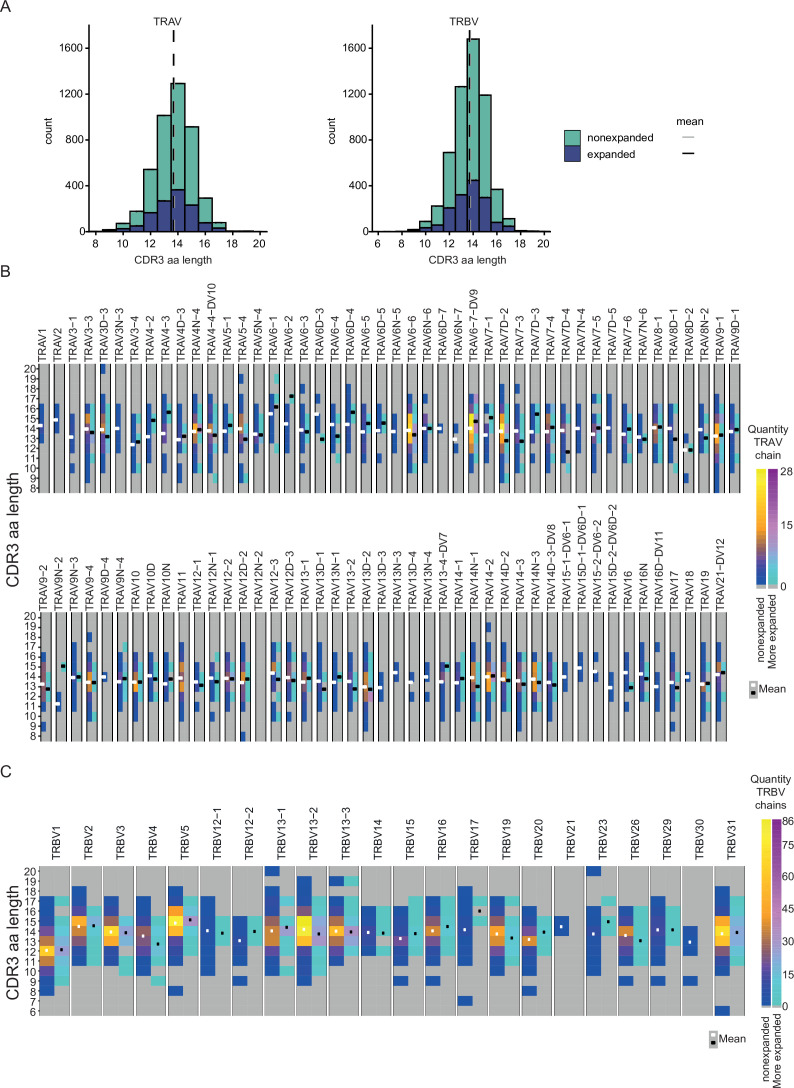
CDR3 length of Th2 TCRα and TCRβ chains 10 days post *Nippostrongylus brasiliensis* (Nb) infection. (**A**) TCRα and TCRβ CDR3 amino acid length. Data of mesenteric lymph node (MLN) and lung cells were combined. CDR3 length was determined separately for expanded and nonexpanded clones. One cell of each clone was considered to avoid expansion bias. (**B**) CDR3 amino acid length distribution for all used TCRα variable segments or (**C**) all used TCRβ variable segments.

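Over all segments of the 4 kinds, differences in usage of expanded over nonexpanded clones ranged from -3.69 percentage points (TRBJ2-5) to 3.37 (TRBJ1-1) as a mean of both mice. In mouse 1 alone these were -0.968 and 0.0950. TRAV11 and TRAJ18, the segments of the invariant TCRα chain, were among the lowest, with -2.47 and -3.08. From the limited overlap of segment combinations and the similar usage and CDR3 length, the paper concludes that it has no evidence of a preference of expanded clones for certain TCR chains.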

In conclusion, expanded clones in the Th2 effector population show no evidence for preferential usage of particular TCRα or TCRβ chains or chain combinations.

### Definition of abundant CDR3 motifs in Th2 cell of Nb-infected mice

As we only found moderately expanded clones and minor signs for preferentially used TCR chains or chain combinations in our data, we performed a finer grained analysis. T-cell antigen specificity and affinity are mainly confined by variable regions of the TCR (mainly CDR3) (Rock et al., 1994). Therefore, we investigated if specific CDR3 motifs that might indicate potent Nb-specific effector function are repeatedly found in MLN and lung after Nb infection.

We chose the 10 most abundant CDR3 sequences on amino acid level that potentially include motifs relevant for anti-helminth immunity and highlight their abundance in different organs and mice (Figure 5C). 

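Contigs that passed the authors' filter, irrespective of gene expression, were counted for each CDR3 amino acid sequence. There were 2525 in lung 1, 922 in lung 2, 5857 in MLN 1 and 1777 in MLN 2. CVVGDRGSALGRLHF was found in 57 contigs, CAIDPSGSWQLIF and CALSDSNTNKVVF in 23 each, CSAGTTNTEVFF in 20, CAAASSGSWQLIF, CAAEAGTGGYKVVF, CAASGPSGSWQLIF and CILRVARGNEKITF in 19 each, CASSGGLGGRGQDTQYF in 17 and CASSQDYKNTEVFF in 16. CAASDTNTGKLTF, with 12 contigs, had rank 14. Of the 10, all but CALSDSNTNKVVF and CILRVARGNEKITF were found in both mice. In lung 1, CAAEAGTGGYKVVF accounted for 18 contigs (0.713%) and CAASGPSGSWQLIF for 13 (0.515%).

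**Figure D8:**
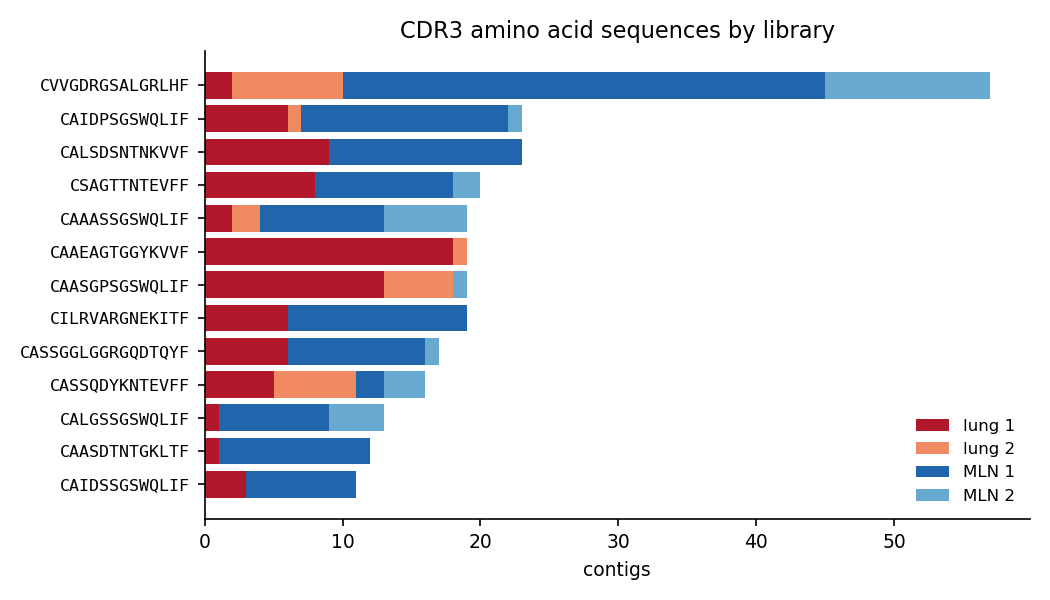
Number of contigs of 13 CDR3 amino acid motifs in lung 1, lung 2, MLN 1 and MLN 2. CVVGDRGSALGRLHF leads with 2, 8, 35 and 12 contigs.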

TCR data of naive peripheral blood T cells served as a reference to identify germline-associated CDR3 regions. 

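The sequence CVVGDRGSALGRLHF was found in 2 contigs of lung 1 (0.0792%), 8 of lung 2 (0.868%), 35 of MLN 1 (0.598%) and 12 of MLN 2 (0.675%). All used *Trav11* (ENSMUSG00000096615, chromosome 14 from 53519303 to 53519859), most often with *Traj18* (ENSMUSG00000076911, chromosome 14 from 54200777 to 54200842), and 4 nucleotide sequences encoded it. The peripheral blood sample was not analysed here.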

The most abundant sequence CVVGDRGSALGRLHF was found in all samples (Figure 5C), including the peripheral blood and represents the CDR3 motif found in the invariant TCRα chain (Vα14-Jα18) of NKT cells (Lantz and Bendelac, 1994). This chain is coexpressed with a variety of different TCRβ chains (not shown) and cells that express such TCRs are primarily found in the innate-like/NKT cluster (MLN6) (Figure 1E). 

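Among the 4714 cells, 67 carried this chain, each with another TCRβ CDR3, so that none belonged to an expanded clone. Their TCRβ chains used TRBV13-2 in 27 cells (40.3%, 28.5% to 53.0%), TRBV29 in 18 (26.9%, 16.8% to 39.1%) and TRBV13-3 in 8 (11.9%). Of the 67 cells, 55 were MLN6-like (82.1%, 70.8% to 90.4%), no more than 3 were in any other cluster, and they made up 61.1% of the 90 MLN6-like cells.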

As this cluster also contains some cells with expression of TCRγ chain segments in addition to functional TCRα and TCRβ chains we were able to compare if expression of the invariant TCRα is correlated to TCRγ expression. Indeed, on the one hand, 38% of cells that expressed any TCRγ constant or variable chain segment also expressed the invariant TCRα chain and on the other hand, 62% of cells with the invariant TCRα chain expressed any TCRγ constant or variable chain segment (detection of TCRγ and the invariant TCRα chain in the same cell: correlation 0.48; p < 10^−6^). This might suggest a close relatedness of IL-4-expressing γδ T cells with IL-4-expressing NKT cells in a way that cells unsuccessful or not yet successful to generate a functional γδ TCR preferentially develop into αβNKT cells. 

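Any of 11 TCRγ constant or variable genes was detected in 117 of the 4714 cells, of which 40 carried the invariant TCRα chain (34.2%, 25.7% to 43.5%). Of the 67 cells with the invariant chain, the same 40 are 59.7% (47.0% to 71.5%). A TCRγ UMI was found in 1.66% of the cells without it (1.31% to 2.07%), at a median of 5432 against 4826 UMIs per cell. The correlation (phi) over cells was 0.442, with 0.256 in lung 1, 0.476 in lung 2, 0.568 in MLN 1 and 0.503 in MLN 2. Cells are not replicates, and no p was computed. After thinning to 2000 UMIs it was 0.400, with TCRγ in 41.8% of the cells with the invariant chain and 0.920% of the others. Restricting TCRγ to *Tcrg-C1* moved the share of invariant cells with TCRγ most, to 32.8%. Within MLN6-like, TCRγ was found in 56.4% of the cells with (42.3% to 69.7%) and 51.4% of the cells without the invariant chain (34.0% to 68.6%), a phi of 0.0483. Over the other clusters together, 9 of the 12 cells with the invariant chain had TCRγ (75%, 42.8% to 94.5%), against 1.28% of those without it. The phi there was 0.312, so the link was also seen outside MLN6-like, though on few cells with the invariant chain. *Trgv2* (207 UMIs) and *Tcrg-C1* (120 UMIs) were the most abundant TCRγ genes, and 47 and 89 of these UMIs came from cells with the invariant chain.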

Alternatively, NKT cells could induce low level of TCRγ gene expression for other, unknown reasons.

Of the remaining nine most abundant CDR3 motifs of TCRα or TCRβ chains, seven are not found in the naive peripheral blood sample (Figure 5C), which implies an increased probability for them to represent specificity for Nb antigens. Furthermore, only one of these motifs (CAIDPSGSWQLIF) is expressed in both analyzed organs and both mice, which implies that it could be a preferentially selected motif during Nb infection.

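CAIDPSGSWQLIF was found in all 4 samples, with 6 contigs in lung 1, 1 in lung 2, 15 in MLN 1 and 1 in MLN 2, and was encoded by 3 nucleotide sequences. It was present in 19 cells of 9 clones, of which 7 had a single cell. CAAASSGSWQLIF was also in all samples (2, 2, 9 and 6 contigs, with 9 TRAV segments), as was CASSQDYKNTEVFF (5, 6, 2 and 3). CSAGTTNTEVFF, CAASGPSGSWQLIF and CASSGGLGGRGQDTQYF were in 3 samples and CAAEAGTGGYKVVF, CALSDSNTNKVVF and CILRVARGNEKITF in 2. The naive blood sample, by which the paper selects motifs, was not analysed here.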

We next determined CDR3 motifs that are part of abundant motif combinations (Figure 5D, left panel). As expected, these overlap with the most expanded clones (Figure 4E) as cells of an expanded clone always use the same chain combination. 

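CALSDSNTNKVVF, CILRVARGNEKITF and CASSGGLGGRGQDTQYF are the chains of the largest clone, of which 17 cells were found when the first and the last of these sufficed. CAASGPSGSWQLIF belongs to the largest lung clone, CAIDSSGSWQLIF to a clone of 8 cells and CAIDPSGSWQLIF to 1 of 6 cells. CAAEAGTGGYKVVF, in contrast, had no clone of more than 3 cells by the strict definition.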

Only one of the five TCRα CDR3 motifs (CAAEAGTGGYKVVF) was associated with expansion in more than one clone (two clones with same TCRα CDR3 motif but different TCRβ CDR3 motifs). In addition, all five depicted TCRα CDR3 motifs present in abundant pairings are also present in unique pairings with other TCRβ CDR3 motifs. This implies that these motifs are not restricted to an exact TCRα/TCRβ combination or a single clone to be recruited to the Th2 compartment.

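Counting TCRβ partners that occurred with a TCRα motif in clones of at least 2 cells, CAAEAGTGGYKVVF and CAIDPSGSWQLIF had 2 each and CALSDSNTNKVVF, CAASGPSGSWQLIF and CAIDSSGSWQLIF 1 each. All 16 cells with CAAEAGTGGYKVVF were L1-like, with 6 of them sharing the most frequent TCRβ partner.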

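Each of the 5 TCRα motifs was also paired with TCRβ CDR3 sequences found in 1 cell only. These were 4 of 5 partners for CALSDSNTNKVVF, 6 of 8 for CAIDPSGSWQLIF, 8 of 9 for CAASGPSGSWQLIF, 6 of 9 for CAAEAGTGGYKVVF and 2 of 4 for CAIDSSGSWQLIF. The most cells with 1 partner were 17, 8, 13, 6 and 8.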

As others described (He et al., 2002; Padovan et al., 1993; Padovan et al., 1995) we find T-cell clones with expression of two TCRα/TCRβ chain-encoding genes. 

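Exactly 2 productive TCRα chains were found in 693 of the 4714 cells (14.7%, 13.7% to 15.7%) and exactly 2 TCRβ chains in 266 (5.64%, 5.00% to 6.34%), and more than 2 in 21 and 17. In clones of at least 2 cells, 65 of 538 had 2 TCRα chains (12.1%) and 18 had 2 TCRβ chains (3.35%). Of the 54 clones of at least 4 cells it was 3 and none. Cells with more than 1 TCRβ chain had a median of 7563 UMIs and cells with 1 of each chain 5255.5.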

At least in highly abundant combinations it is unlikely that these are technical artifacts due to contamination with RNA from another cell during library preparation. The clone with the most frequently found combination of CDR3 motifs (clone MLN1) expresses one TCRβ and two TCRα chains, both on average with similar umi counts. 

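The 17 cells with this pair of TCRα and TCRβ motifs were 6 of lung 1 and 11 of MLN 1. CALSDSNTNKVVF was detected in 17 of them with 8.94 ± 4.37 UMIs per cell (mean ± SD over cells) and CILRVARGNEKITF in 15 with 6.93 ± 2.52. The TCRβ chain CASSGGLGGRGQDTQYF had 10.6 ± 8.51 UMIs.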

Whether both TCRα chains are successfully translated is not known. Of the five depicted TCRα CDR3 motifs, often present in successful CDR3 combinations, four were found in some cells that expressed more than two TCR chains but this frequency is in the expected range for T cells (Alam and Gascoigne, 1998; Balomenos et al., 1995; Davodeau et al., 1995; Dupic et al., 2019).

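Cells with more than 2 chains were 17 of 21 for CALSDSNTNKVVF, 5 of 19 for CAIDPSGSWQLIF, 1 of 21 for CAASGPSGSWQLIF, 6 of 16 for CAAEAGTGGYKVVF and 3 of 11 for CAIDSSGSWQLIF. In nonexpanded clones, 15.8% of the cells had 2 TCRα (14.6% to 17.1%) and 6.73% 2 TCRβ chains (5.91% to 7.63%), and in expanded clones 11.9% (10.2% to 13.8%) and 2.86% (2.03% to 3.91%).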

In addition to CDR3 motifs found frequently in combinations (expanded clones), we also find abundant CDR3 motifs combined with various other unique TCR chains (present in several nonexpanded clones) (Figure 5D, right panel). These could include CDR3 motifs that provide anti-Nb specificity but failed to induce substantial expansion or accumulation of Th2 cells expressing such TCRs.

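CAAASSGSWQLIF was carried by 18 cells of 16 clones, 14 of which had a single cell, with 14 different TCRβ CDR3 sequences. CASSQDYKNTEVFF was carried by 14 cells of 13 clones and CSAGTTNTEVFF by 17 cells of 11 clones. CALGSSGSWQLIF had 13 cells of 10 clones, with 10 TCRβ partners and 6 nucleotide sequences.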

In line with a slightly preferential usage of the *Trbv1* gene in expanded compared to nonexpanded Th2 cells we find that three of the expanded TCRα CDR3 motifs (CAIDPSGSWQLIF, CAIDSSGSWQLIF, and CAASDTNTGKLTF) are preferentially coexpressed with *Trbv1*, which suggest that *Trbv1* might be relevant for the immune response against Nb.

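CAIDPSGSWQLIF was found with *Trbv1* in 18 of 19 cells and 8 of 9 clones (88.9%, 51.8% to 99.7%). For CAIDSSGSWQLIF it was 9 of 11 cells, 8 of them of 1 clone, and 2 of 4 clones (50.0%, 6.76% to 93.2%). For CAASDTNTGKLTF it was 1 of 12 cells and 1 of 8 clones (12.5%, 0.316% to 52.7%). With few clones these intervals are wide.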

### Functional in vivo characterization of effector-associated TCRs

As the TCR response to Nb is highly heterogeneous and as we did not find obvious dominant clones, TCR chain combinations or CDR3 motifs shared between clones, we selected TCRs of three moderately expanded clones with members in the IL-5/IL-13 expressing region of effector-associated cluster L1 (Figure 6A, Figure 6—figure supplement 1A). 

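The selected clones Nb-T1, Nb-T2 and Nb-T3 had 13, 6 and 5 cells with both of their CDR3 sequences, of which 12, 5 and 5 were L1-like. *Il5* was detected in 4, 0 and 0 of these cells and *Il13* in 4, 1 and 2.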

We hypothesized that TCRs from effector cluster-associated clones might contribute to the development of potent effector cells. The TCRs were retrovirally transduced in hematopoietic stem cells isolated from Rag1-ko mice (not able to rearrange B- and T-cell receptors) that were then transferred into irradiated recipients to generate TCR retrogenic mice (Holst et al., 2006). Eight weeks after transfer, we verified the presence of T cells that contain the introduced TCR α- and β-chain constructs in MLN and spleen of the retrogenic RAG1ko recipient mice (Figure 6—figure supplement 1B). T cells with the transgenic TCR chains (α and β) were used for transfer experiments into mice subsequently infected with Nb (Figure 6B). At day 9 post infection expansion of T cells with the transgenic TCRs was measured by flow cytometry as a readout for Nb reactivity. As controls, mice were either left uninfected or they were infected with another parasitic worm (*Heligmosomoides polygyrus*) to control for an unspecific expansion in response to worms. We observed a moderate but Nb-specific in vivo expansion for one of the three clones (NB-T2) highlighting that the chosen approach is suitable for the selection and reexpression of Nb-specific TCRs (Figure 6C,D). To our knowledge, this is the first identification of an in vivo validated Nb-specific TCR which might be used in the future to characterize the T-cell response to Nb with a given TCR specificity.

**Figure 6.**
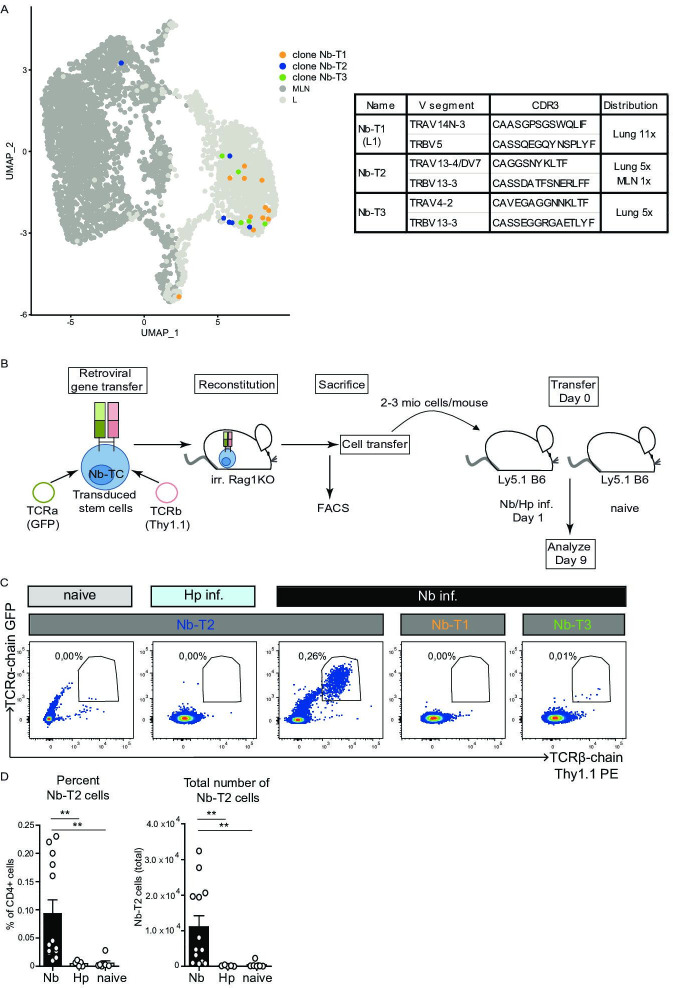
Expansion of Nb-T2 T-cell receptor (TCR) cells in mesenteric lymph node (MLN) after *Nippostrongylus brasiliensis* (Nb) infection. Hematopoietic stem cells were transduced with retroviral vectors for expression of potential Nb-specific clones (Nb-T1, Nb-T2, and Nb-T3) and used to generate retrogenic mice. (**A**) UMAP overlay shows distribution of TCRs selected for retrogenic expression. V gene segments, CDR3 sequence, and distribution between organs for selected lung-expanded TCR clones (Nb-T1, Nb-T2, and Nb-T3). (**B**) Eight weeks after reconstitution of irradiated Rag1KO mice with TCR chain and fluorescent marker-encoding retrovirus containing retrogenic Rag1 stem cells, T cells were harvested, transferred to Ly5.1 B6 wild-type mice which were then infected with Nb or *Heligmosomoides polygyrus* (Hp) as control. (**C**) Plots show the percentage of TCR transgenic cells (GFP^+^, Thy1.1^+^) among live CD4^+^ cells from constructs Nb-T1, Nb-T2, and Nb-T3 in the MLN of recipient mice at day 9 post infection. (**D**) Percentage and total number of Nb-T2 cells in MLN. Quantification is based on six independent experiments. Statistical significance determined by Mann–Whitney *U* test; **p < 0.001.

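By CDR3 amino acid sequence, Nb-T1 was found in 11 cells of lung 1 and 2 of lung 2, Nb-T2 in 5 cells of lung 1 and 1 of MLN 1 and Nb-T3 in 5 cells of lung 1. The cells of Nb-T1 in the other mouse carried another nucleotide sequence, so that the clone by nucleotide sequence had 11 cells. Nb-T1 used TRAV14N-3 and TRAJ22 with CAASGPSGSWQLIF and TRBV5 and TRBJ1-6 with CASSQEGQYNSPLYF. Nb-T2 used TRAV13-4-DV7 and TRAJ53 with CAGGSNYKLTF and TRBV13-3 and TRBJ1-4 with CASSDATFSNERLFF. Nb-T3 used TRAV4-2 and TRAJ56 with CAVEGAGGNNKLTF and TRBV13-3 and TRBJ2-3 with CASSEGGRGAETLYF.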

**Figure 6—figure supplement 1.**
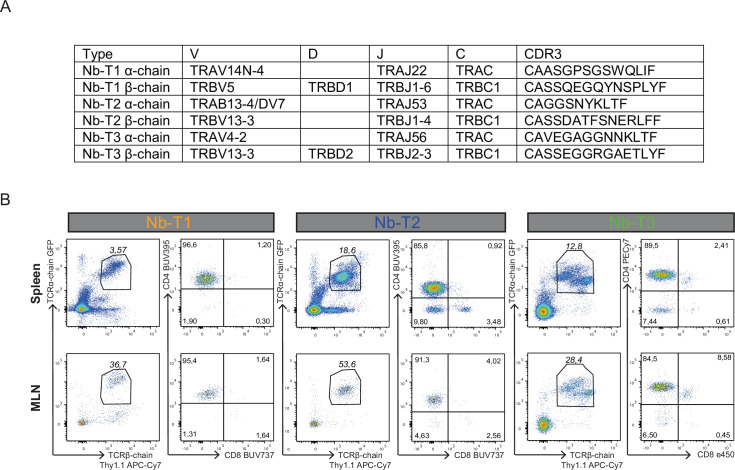
Differentiation into CD4^+^ T-cell receptor (TCR) transgenic cells. (**A**) Composition of TCRα and TCRβ chains of TCRs to be overexpressed in TCR retrogenic mice. (**B**) Eight weeks after reconstitution of irradiated Rag1KO mice, T-cell development was evaluated by flow cytometry in spleen and mesenteric lymph node (MLN). TCR expression is inferred by expression of GFP (TCRα chain) and Thy1.1 (TCRβ chain). Pre-gating on living singlets was performed. Further gates are applied to distinguish between CD4 and CD8 expressing cells. Representative plots are shown.

## Discussion

Th2 heterogeneity, organ crosstalk, and tissue-specific immunity are increasingly appreciated (Schoettler et al., 2019; Szabo et al., 2019a; Szabo et al., 2019b). Here, we applied combined transcriptome and TCR clonotype analysis on Th2 cells across organs upon Nb infection. We identified lung- and MLN-specific gene signatures as well as subpopulations with shared migration and effector/resident memory profiles between organs. We find that expression of tissue damage-associated cytokine coding genes *Il13* and *Il5* is restricted to the effector/resident memory populations in lung and MLN. Interestingly, these clusters also contain transcriptionally similar cells that express *Il10* but widely lack expression of the Treg marker-encoding gene *Foxp3*. Similar cells have been described in the skin at the infection site after repeated *Schistosoma mansoni* cercaria infection where these cells have immunosuppressive functions (Sanin et al., 2015). Furthermore, effector/resident memory like cells in the MLN are not homogeneous and are found in two clusters of which one is an innate-like/NKT cluster. Interestingly, the NKT population in this cluster not only coexpresses the invariant NKT cell-associated invariant TCRα chain (Vα14-Jα18) together with a highly diverse repertoire of TCRβ chains but also transcripts for TCRγ chains, which implies shared developmental pathways of NKT and γδ T cells that both tend to express restricted receptor repertoires. The cluster also contains cells that express *Cxcr3*, encoding a typical Th1 marker. CXCR3 has been noted in a small fraction of Th2 cells (Kim et al., 2001) but was not associated with IL-4 producing NKT or γδ T cells before. These findings reveal a heterogeneous effector/resident memory pool in the Th2 population.

When we searched for activation signatures, we found a population of cells with an IFN response signature (MLN3) present in the MLN. Murine in vitro studies imply that IFN signaling is needed for proper Th2 differentiation (Wensky et al., 2001). Therefore, Th2 cells with an IFN response signature probably reflect cells that undergo priming or differentiation. RNA velocity analysis further defines them as a differentiation endpoint. Of note, the differentiation state not necessarily correlates with time in the Th2 compartment and cells could still be recently selected or undergo plasticity. Nevertheless, RNA velocity also indicates a fraction of proliferating cells that shows low expression of Th2 signature genes and that is likely in a stage where differentiation can be determined. This supports that proliferation and differentiation during Th2 development are linked as suggested before (Proserpio et al., 2016) rather than being independent and orthogonal processes as alternatively hypothesized (Duffy and Hodgkin, 2012). In addition to potential developmental paths, RNA velocity analysis suggests that development is faster and has a stricter directionality in the lung compared to the MLN, consistent with the view that the majority of Th2 cells in the MLN are less terminally differentiated.

Cells in the migratory clusters of both organs show a weaker organ-specific separation after dimensional reduction but rather form a ‘bridge’ on the UMAP that suggests effective exchange between organs. In line, TCR analysis of our Th2 cells revealed effective exchange of expanded clones between organs. However, the most expanded clones in the one organ were not the most expanded in the other organ. This might relate to different immunological preferences in different compartments or to the different larval stages in which Nb is present in lung and MLN. Of note, comparison of human bulk TCR repertoires between the lung and its draining lymph node also showed a higher intraorgan TCR repertoire overlap than between organs. This was interpreted to mean that the T cells originate from different precursor pools and recognize distinct antigens (Schoettler et al., 2019). Our data clearly refine that there is effective spread of Th2 effector T cells from the same pool of cells even across distant organs.

Another factor that likely protects from an overshooting Th2 response and could be subject to modulation by the worm is the expression of TNFR2 as impaired TNFR2 signaling leads to augmented Th2 responses (Li et al., 2017). We observed transcripts for TNFR2 preferentially in the lung compared to the MLN after Nb infection, which has not yet been described to our knowledge.

In summary, combined transcriptome and TCR clonotype analysis at single-cell resolution provides information about Th2 heterogeneity across organs and reveals relatedness of IL-4 producing NKT cells to γδ T cells. RNA velocity combined with knowledge from published data appears compatible with a model, in which poorly differentiated proliferating Th2 cells are at a decision point in their development, with IFN signaling being involved in diversification and differentiation of the Th2 compartment. Despite efficient exchange of expanded Th2 clones between distant organs, the most abundant clones seem to expand locally. As a proof of principle we functionally validated an Nb-specific TCR in vivo. The setup allows further functional characterization of expanded TCR clonotypes and will help to investigate Th2 cell differentiation, plasticity, and memory formation in response to natural helminth pathogens.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
*Mus musculus*, C57BL/6 background, female	4get mice	Mohrs et al., 2001		IL-4eGFP reporter mouse
Antibody	anti-CD16/32, unconjugated, clone 2.4G2, Rat Monoclonal Antibody	BioXCell		(1:200)
Antibody	anti-CD4, PerCP/Cyanine5.5, clone RM4-5, Rat Monoclonal Antibody	Invitrogen	45-0042-82	(1:200)
Antibody	anti-CD4, BUV737, clone RM4-5, Rat Monoclonal Antibody	BD	Cat#: 612844	(1:100)
Antibody	anti-CXCR6 PerCP-eFluor 710, clone DANID2, Rat Monoclonal Antibody	Invitrogen	Cat#: 46-9186-82	(1:100)
Antibody	anti-CD62L, eFluor 450, clone MEL-14, Rat Monoclonal Antibody	Invitrogen	Cat#: 48-0621-82	(1:200)
Antibody	anti-CD127, BV711, clone SB/199, Rat Monoclonal Antibody	BD	Cat#: 565490	(1:100)
Antibody	anti-Ly-6A/E (Sca-1), BV785, clone D7, Rat Monoclonal Antibody	BioLegend	Cat#: 108139	(1:100)
Antibody	anti-CD3e, BV605, clone 145-2 C11, Armenian Hamster Monoclonal Antibody	BD	Cat#: 563004	(1:100)
Antibody	anti-CD279 (PD-1), Super Bright 780, clone J43, Armenian Hamster Monoclonal Antibody	Invitrogen	Cat#: 78-9985-82	(1:400)
Antibody	anti-CD74, Alexa Fluor 647, clone In1/CD74, Rat Monoclonal Antibody	BioLegend	Cat#: 151004	(1:100)
Antibody	anti-CD44, BUV395, clone IM7, Rat Monoclonal Antibody	BD	Cat#: 740215	(1:100)
Antibody	anti-CD185 (CXCR5), PE/Cyanine7, clone L138D7, Rat Monoclonal Antibody	BioLegend	Cat#: 145516	(1:100)
Antibody	anti-integrin β7, PE, clone FIB27, Rat Monoclonal Antibody	BioLegend	Cat#: 121006	(1:100)
Antibody	TotalSeq-C0301 is a mix of anti-mouse MHC class I and anti-mouse Ly-5 antibodies, clone M1/42 and 30-F11, Rat Monoclonal Antibodies; Hashtag 1 Antibody; Barcode Sequence ACCCACCAGTAAGAC; mouse 1 med LN	BioLegend	Cat#: 155861	(3 μl for 6 × 10^6^ cells)
Antibody	TotalSeq-C0302 is a mix of anti-mouse MHC class I and anti-mouse Ly-5 antibodies, clone M1/42 and 30-F11, Rat Monoclonal Antibodies; Hashtag 2 Antibody; Barcode Sequence GGTCGAGAGCATTCA; mouse 2 med LN	BioLegend	Cat#: 155863	(3 μl for 6 × 10^6^ cells)
Antibody	TotalSeq-C0303 is a mix of anti-mouse MHC class I and anti-mouse Ly-5 antibodies, clone M1/42 and 30-F11, Rat Monoclonal Antibodies; Hashtag 3 Antibody; Barcode Sequence CTTGCCGCATGTCAT; mouse 1 MLN	BioLegend	Cat#: 155865	(3 μl for 6 × 10^6^ cells)
Antibody	TotalSeq-C0304 is a mix of anti-mouse MHC class I and anti-mouse Ly-5 antibodies, clone M1/42 and 30-F11, Rat Monoclonal Antibodies; Hashtag 4 Antibody; Barcode Sequence AAAGCATTCTTCACG; mouse 2 MLN	BioLegend	Cat#: 155867	(3 μl for 6 × 10^6^ cells)
Other	LIVE/DEAD Fixable Lime (506) Viability Kit	Invitrogen	Cat#: L34990	(1:1000)
Software, algorithm	R	R Development Core Team, 2021	Versions 3.5.1, 4.0.0	
Software, algorithm	Cell Ranger	Zheng et al., 2017	Versions 2.1.1, 3.0.1, 6.1.2	
Software, algorithm	Seurat	Stuart et al., 2019	Versions 3.1.1, 4.1.0	
Software, algorithm	kallisto/bustools	Bray et al., 2016	Versions 0.46.2/0.40.0	
Software, algorithm	scVelo	Bergen et al., 2020	Version 0.2.3	
Software, algorithm	monocle	Trapnell et al., 2014	Version 2.16.0	
Software, algorithm	CytoTRACE	Trapnell et al., 2014	Version 0.3.3	
Software, algorithm	FlowSOM	Van Gassen et al., 2015	Version 1.20.0	
Software, algorithm	CytoTree	Dai et al., 2021	Version 1.3.0	

### Mice and *N. brasiliensis* infection

IL-4eGFP reporter (4get) mice (Mohrs et al., 2001) aged 8–16 weeks were infected with third-stage larvae (L3). Larvae were washed in sterile 0.9% saline (37°C) and 500 organisms were injected subcutaneously (s.c.) into mice 10 days before analysis (if not indicated otherwise). To avoid bacterial infections mice received antibiotics-containing drinking water (2 g/l neomycin sulfate, 100 mg/l polymyxin B sulfate; Sigma-Aldrich, St. Louis, MO) for the first 5 days after infection. Mice were kept under specific pathogen-free conditions and were maintained in the Franz-Penzoldt Center in Erlangen. All experiments were performed in accordance with German animal protection law and European Union guidelines 86/809 and were approved by the Federal Government of Lower Franconia.

### Single-cell RNA and TCR sequencing

For each of the two performed single-cell sequencing experiments two IL-4eGFP reporter (4get) mice (Mohrs et al., 2001) at the age of 13 (MLN, lung comparison) or 10 weeks (medLN, MLN comparison) were infected with Nb. At day 10 after Nb infection lungs and lymph nodes (medLN/MLN) of IL-4eGFP reporter (4get) mice were harvested. Lungs were perfused with phosphate buffered saline, cut into small pieces and digested with the commercial ‘Lung Dissociation kit’ (Miltenyi, Bergisch Gladbach, GER) according to the manufacturer’s instructions. Digested lungs and complete LNs were gently mashed through a 100 μm cell strainer. Next, a 40% percoll purification was applied on lung cells and erythrocytes were lysed with ACK-buffer (0.15 M NH_4_Cl, 1 mM KHO_3_, 0.1 mM Na_2_EDTA). Then samples of both organs were incubated with Fc-receptor blocking antibody (anti-CD16/32, clone 2.4G2, BioXCell, West Lebanon, NH) and stained with anti-CD4-Percp-Cy5.5 antibody (clone: RM4-5). For the medLN/MLN comparison cells of each organ and each mouse were tagged with distinguishable hashtag abs (0.5 µg ab per 2 × 10^6^ cells) added to the fluorescence antibody staining. IL-4eGFP^+^CD4^+^ cells were sorted and for each sample, 5000 cells (in case of MLN and lung comparison) or 6250 cells (in case of medLN and MLN comparison) were sorted. For MLN and lung comparison cells were subjected to 10× Chromium Single Cell 5′ Solution v2 library preparation using the TCR-specific VDJ library kit according to the manufacturer’s instructions (10× Genomics, Pleasanton, CA). Gene expression libraries were sequenced on an Illumina HiSeq 2500 sequencer using the recommended read lengths for 10× Chromium 5’ v2 chemistry to a depth of at least 30000 reads per cell. VDJ libraries were sequenced as paired 150 bp reads to a depth of at least 30,000 reads per cell. For the medLN and MLN comparison, we followed the chromiumNextGEMSingleCell5_v2_Cell SurfaceProtein guide (RevA). IL-4eGFP^+^CD4^+^ cells of different mice and organs were labeled with hashtag antibodies and multiplexed for sequencing. The same multiplexing was performed for IL-4eGFP^−^CD4^+^ cells in parallel.

### Computational analysis

For the MLN and lung sequencing run we used 10× Genomics Cell Ranger to demultiplex sequencing reads, convert them to FASTQ format with mkfastq (Cell Ranger 2.1.1), align them to the murine genome (mm10 v3.0.0) and obtain TCR VDJ clonotypes, consensus sequences, contigs, and CDR3 regions (Cell Ranger 3.0.1). TCR-associated genes (VDJ and constant region genes for α, β, γ, and δ chains) were excluded but kept as metadata to avoid clustering by TCR genes. To be included, cells needed to be defined as such by Cell Ranger and to have >500 UMIs, >500 genes detected per cell, <7% mitochondrial reads, and a novelty >0.8 (log10 of gene number divided by log10 of UMIs). Data normalization, differential expression analysis, clustering (based on top 2000 highly variable genes), and dimensional reduction (UMAP based on top 15 principal components) were performed in Seurat (version 3.1.1) (Stuart et al., 2019) under R (version 3.5.1). For the medLN and MLN sequencing run Cell Ranger 6.1.2 was used for initial aggregation and alignment. Demultiplexing of hashtagged samples and integration analysis was performed in Seurat 4.1.0 under R 4.0.0. Other analysis were performed in the R and Seurat versions used for MLN and lung sequencing if not indicated differently. QC was also performed as for MLN and lung but TCR expression was no criteria. Gene set scores for each cell were calculated in Seurat as published before (Tirosh et al., 2016). Gene sets were taken or generated from published data: resident memory and circulating memory (Rahimi et al., 2020), IL-33 signature (Morimoto et al., 2018), proliferation signature genes for G2M- and S-phase to regress out cell cycle in scVelo (Macosko et al., 2015), other sets were from the ‘Molecular Signatures Database’ (Subramanian et al., 2005). TCR info was added as metadata to Seurat for combined clonotype and RNA-profile analysis. For RNA velocity, sequencing reads were aligned with kallisto/bustools (version 0.46.2/0.40.0) (Bray et al., 2016; Melsted et al., 2021) to a genome reference with unspliced and spliced RNA variants included (version GRCm39). Obtained information was used as input for scVelo (version 0.2.3) (Bergen et al., 2020) under python (version 3.8.5). UMAP information from Seurat was transferred to scVelo for consistency and dynamic and static velocity models with additional paga analysis were calculated with the scVelo package. Additionally a trajectory analysis with monocle (version 2.16.0) (Trapnell et al., 2014) was performed and developmental potential was additionally predicted with CytoTRACE (version 0.3.3) (Gulati et al., 2020). Usage of TCR chains and TCR chain combinations was calculated under R with custom scripts (Figure 5—source data 1). For TCR/CDR3 analysis, we used the Cell Ranger output and followed a recently developed workflow (according to the "CellaRepertorium" R package) with minor modifications. Contigs that missed a sanity check were excluded (needed to be productive, full length, high confidence, supported by >1 UMI, CDR3 length >5 amino acids). Similar CDR3 sequences were not combined (not assuming similar specificity for similar sequences) to maintain higher accuracy. We kept all TCR chains of T-cell clones with two TCRα/TCRβ chain-encoding genes expressed for the same reason. Data are available via GEO (GSE181342) and the 10× Genomics TCR reference dataset via the 10xGenomics website: PBMCs from C57BL/6 mice (v1, 150 × 150), Single Cell Immune Profiling Dataset by Cell Ranger 3.0.0, 10× Genomics (November 19, 2018). Flow cytometric data were pre-gated for living, CD4^+^ singlets and used as input for clustering with FlowSOM (1.20.0) (Van Gassen et al., 2015) using the CytoTree (1.3.0) Toolkit package (Dai et al., 2021) with transformMethod "autoLgcl" and scaling of data to give every channel the same weight. Data were downsampled to about 2.5 × 10^5^ cells preserving FlowSOM defined cluster proportion for UMAP calculation (using fluorophore channel excluding eGFP IL-4 reporter and live/dead discriminator). Then data including UMAP information were exported to FCS format for further analysis.

### Generation of TCR retrogenic (Rg) mice

For analysis of Nb-specific TCR activation, TCR retrogenic mice were generated by transferring retrovirally transduced bone marrow stem cells into irradiated recipient mice as previously described (Holst et al., 2006). In brief, we generated TCR retrogenic mice for expression of the following TCRs: Nb-T1, Nb-T2, and Nb-T3 (Figure 6—figure supplement 1A). For generation of retroviral particles, using the ecotropic Phoenix E cell line and a standard Calcium Phosphate transfection protocol, the target genes were cloned into pMXpie or MSCV-Thy1.1 for expression of the TCR α- or β-chains, respectively. Forty-eight hours before harvesting the bone marrow, donor mice (RAG1KO) were injected with sterile 5-fluorouracil solution i.p. One day before infection, harvested bone marrow cells were seeded into 24-well plates at a concentration of 2–3 × 10^6^ cells in 1 ml medium supplemented with IL-3 (20 ng/ml), IL-6 (50 ng/ml), and SCF (100 ng/ml). Retroviral infection of dividing cells was performed using a spinoculation protocol with RetroNectin and two infection steps. Recipient mice (Rag1KO) were sublethally irradiated (500 rad), followed by reconstitution with 0.5–2 × 10^6^ bone marrow stem cells i.v. Mice were provided with antibiotics-containing drinking water for 8 weeks. After reconstitution (8 weeks) the development of TCR transgenic cells was evaluated by flow cytometry of different organs and cells were further analyzed in a transfer experiment.

## Data Availability

Single-cell RNA sequencing data are available via GEO with the ID GSE181342. The following dataset was generated: RadtkeD ThumaN VoehringerD 2021Th2 single-cell heterogeneity and clonal interorgan distribution in helminth-infected miceNCBI Gene Expression OmnibusGSE18134210.7554/eLife.74183PMC939104435950748

How the deposited data were processed for this re-analysis (not part of the article)

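Single-cell RNA and TCR sequencing of CD4+IL-4eGFP+ cells from lung and MLN of 2 mice gave 4 gene expression and 4 TCR libraries. A second run contained hashtag-labeled cells from medLN and MLN of 2 other mice, sorted into an IL-4eGFP+ and an IL-4eGFP- library. For lung and MLN, the values used are counts of UMIs per gene and cell barcode without normalization, which the authors made with Cell Ranger after alignment to mm10, combining both sequencing runs of each library, according to the methods section and the file headers. The barcodes in these matrices are those that Cell Ranger had called cells. For the TCR, the values used are counts of UMIs per assembled contig, limited by the authors' use of Cell Ranger to contigs of barcodes called cells, as deposited. For medLN and MLN, the values used are counts of UMIs per gene and per hashtag, aligned and aggregated over both sort gates by the authors with Cell Ranger, per the methods section and the file header. The genome build of this run and whether reads were thinned between the libraries in the aggregation are not given in the sources used here. The sort gate of a medLN or MLN cell was taken from the number at the end of its barcode and that in the sample title.

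Cells of lung and MLN were kept with over 500 UMIs, over 500 genes, under 7% mitochondrial UMIs, a novelty above 0.8 and a productive TCRα and TCRβ contig, as in the methods section. In the medLN and MLN run the TCR was no criterion. Scrublet as run by scanpy 1.11.5 was used to call doublets per library, which were left out only as an alternative. TCR genes were left out of clustering and of all tests across genes. Clusters were made with Seurat 5.3.0 under R 4.3.3, with log normalization, 2000 variable genes, of which 29 held-out genes were removed, 15 principal components and Louvain clustering at a resolution of 0.8. Alternatives used a resolution of 0.5 or 1.2, 10 or 30 principal components, the held-out genes kept and doublets removed. Fixed marker lists for effector, migrating, proliferating, follicular helper, interferon-responding, innate-like, myeloid, B, epithelial and CD8 cells served to name the clusters, and part of these markers are named by the study from these same libraries. A cluster of effector or migrating markers was called by the organ of most of its cells. Markers of a cluster were taken against the other cells of that organ only. Lung and MLN cells were also integrated with Seurat's anchors on 15 dimensions to find the nearest cells of the other organ. Hashtags were called with HTODemux for each library on centered log ratios, and the clusters were transferred to these cells with Seurat's TransferData on 1941 genes.

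For tests, UMI counts of the cells that passed the filters were summed per gene within each library, within each hashtag sample of IL-4eGFP+ cells and, for L2-like and MLN5-like cells, within each mouse, since cells are not replicates. Sums were compared between organs, with 2 samples in each group, by the quasi-likelihood test of edgeR 4.0.16 after filterByExpr and TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Pairing was checked by the correlation, over genes, of the deviations of the samples of a mouse from the mean of their organ, which was 0.0457 for lung and MLN, 0.670 for medLN and MLN and 0.0109 for L2-like and MLN5-like cells. Mouse as a block was an alternative in all 3 comparisons. DESeq2 1.42.0 with its own size factors, its size factors within edgeR, no filter on low counts and each library left out in turn were further alternatives, as were other choices of cells. Signatures were tested with camera of limma 3.58.1 on lists for hypoxia, IL-2 and STAT5, TNF and NF-κB, TGFβ, interferon, cell cycle and early-response genes, with an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The edgeR test was tested on simulated data with 200 changed genes of a log2 fold change of 2. It found 200 of them with 2 false calls at the depth of lung and MLN, 200 with 11 false calls at that of medLN and MLN, and 191 of 199 with 3 false calls at that of L2-like and MLN5-like cells. In simulated libraries camera called 0 of 7 lists when none was moved and 1 when only the hypoxia list was. Genes were simulated independently of each other, so this cannot tell whether the preset correlation of 0.01 is too low for the real libraries.

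Shares of cells were given with exact Clopper-Pearson 95% intervals, computed with scipy 1.17.1, and a count of 0 with the share that 3 counts would give. Both cover counting error only. To compare cells at equal depth, each cell with enough UMIs was thinned at random to 2000 UMIs, and the others were left out. A clone was a set of cells with the same V segment, J segment and nucleotide CDR3 of all productive TCRα and TCRβ chains, and was called expanded with 2 or more cells. For expansion the cells of both mice were counted together, where 2 clones with 5 cells were found in both, and for the clones in both organs within a mouse. Alternatives were the amino acid CDR3, the chains with the most UMIs, the TCRβ chain alone, stricter contigs (high confidence, full length, over 1 UMI and a CDR3 over 5 amino acids) and all cells with a TCR irrespective of gene expression. The number of clones in both organs was compared to its mean over 100000 random reassignments of organ to the cells of a mouse. Related cells were counted as pairs of cells of a clone within a mouse, with proliferating-like cells left out. Segment combinations used V, D, J and C of the TCRα and TCRβ chain with the most UMIs, with 1 representative per clone and sample, and single segments, *Trbv1* and CDR3 lengths counted each clone of a mouse once. CDR3 motifs were ranked by the stricter contigs. No p was computed over cells or clones.

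Genes were named by a fixed rule. It covered every gene that the results text of the paper names for a comparison or cluster and, for each test across genes, the 5 genes with the largest log2 fold change in each direction among those past the threshold, changed the same way in both mice and with a mean of at least 50 CPM. For CDR3 motifs it covered the 10 most frequent ones and every motif or clone named in the paper. Of these genes and of the cluster markers, 2 are not reported here. Lists for pancreatic acinar cells (12 genes, of which *Cela1* was left out for more than 10 UMIs in the lung) and macrophages (10 genes, of which *Cd68* and *Tyrobp* were left out for the same reason) and lists of *Cd3e*, *Cd3d* and *Cd3g* and of basophil and mast cell genes were written after the clusters had been seen. The cells of naive blood, RNA velocity, trajectories, flow cytometry and retrogenic mice were not analysed here, and the published gene sets for resident memory, circulating memory, IL-33 and the collections of the paper were not used here. The tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the figures with matplotlib 3.10.9.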

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

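The tests of free *Cxcl2* and *Calca* RNA, of both explanations for pancreatic enzyme RNA, of an interferon response of the whole mouse and of exchanged lung libraries were chosen after the results had been seen, and the other tests before the value they measure was known.

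*Cxcl2*, a chemokine gene that the paper does not discuss, stood out with more than the limit that a count of 0 allows. It had 1987 UMIs in 108 of 1082 cells of lung 1 (9.98%, 8.26% to 11.9%). In lung 2 there were 121 UMIs in 11 of 416 cells (2.64%). No UMI was found in MLN 1 and MLN 2, which allows shares of up to 0.122% and 0.398%. Of the positive cells of lung 1, 100 were L1-like and 8 proliferating-like, and all 11 of lung 2 were L1-like. Doublets of a T cell and a macrophage, or a granulocyte that expresses such genes, would bring RNA of *Lyz2*, *C1qa*, *C1qb*, *C1qc*, *Csf1r*, *S100a8* or *S100a9*. However, 0% of the 108 positive cells of lung 1 (up to 2.78%) and 0.103% of its other cells had such a UMI, and none of the 11 positive cells of lung 2 did. Free RNA would be spread with 1 or 2 UMIs per cell, whereas 56.0% of the *Cxcl2* UMIs of lung 1 lay in the 11 cells with the most and 72 cells had 3 or more. The tests argue against free RNA and against doublets with cells that express these genes. Genes of basophils and mast cells were not among them, so doublets with such cells stay open. The lung was digested and passed over a gradient and the MLN was not, so that handling and organ are confounded, and an induction of *Cxcl2* during handling stays open, as does a difference between the tissues, which was not tested.

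*Calca*, a neuropeptide gene that the paper does not discuss either, stood out in the same way, with 2657 UMIs in 275 cells of lung 1 (25.4%, 22.8% to 28.1%) and 381 UMIs in 73 cells of lung 2 (17.5%, 14.0% to 21.6%). MLN 1 had 2 UMIs in 2 cells and MLN 2 none, where up to 0.398% is allowed. Free RNA would fall on the cells in line with their depth and leave 13.9% of the cells of lung 1 and 44.5% of lung 2 without a *Calca* UMI, whereas 74.6% (71.9% to 77.2%) and 82.5% (78.4% to 86.0%) had none, which argues against it. Doublets and handling were not tested for this gene and stay open, and so does a difference between lung and MLN T cells.

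*Ctrb1*, a gene of the exocrine pancreas that the paper's text does not discuss but that Figure 1—figure supplement 2B shows among the markers of MLN7 together with *Cela2a* (read by eye), had 124 UMIs in 21 of 754 cells of MLN 2 (2.79%, 1.73% to 4.23%), 9 UMIs in 2 cells of MLN 1 and none in lung 1 or lung 2, which allow up to 0.277% and 0.721%. It was singled out after its values had been seen, as were the 11 acinar genes in part, because *Ctrb1*, *Cela2a*, *Try4*, *Prss2*, *Pnlip*, *Cpa1* and *Cpb1* were leading genes of cluster 12. The most abundant of them in MLN 2 were *Ctrb1*, *Cela2a* (98 UMIs), *Prss2* (71), *Try4* (57), *Cpa1* (46) and *Pnlip* (46). Free RNA would be spread over the cells, but the 8 cells with the most held 78.0% of the acinar UMIs of MLN 2. Doublets of a T cell and an acinar cell would not raise macrophage RNA, and of 37 cells with acinar RNA 24.3% (11.8% to 41.2%) had a UMI of 8 macrophage genes, against 7.67% of the others (5.83% to 9.87%). This overlap came from cluster 12, which both kinds of RNA set apart. Outside it the shares were 8.70% of 23 cells with acinar RNA and 6.89% of the others, and inside it 50.0% and 100%. The cluster was also not found after removal of called doublets. Of the acinar genes *Ctrb1* and *Cela2a*, and of the macrophage genes *C1qa*, *C1qb*, *C1qc*, *Lyz2*, *Cd209b* and *Apoe*, are named or shown by the study from these libraries, and *Csf1r*, *Apoe* and *Aif1* were also markers for naming clusters. In cluster 12, the 20 cells of MLN 2 held 517 of 578 acinar UMIs, 14 of them with acinar, 13 with macrophage and 7 with both kinds of RNA, at 1.41 times the median UMIs of the other cells. Doublets with acinar cells, macrophages that held pancreatic material and vesicles, which the paper proposes for the myeloid RNA, cannot be told apart, because the cluster that holds most of this RNA was formed by it. In MLN 1, none of 8 cells with acinar RNA had macrophage RNA. No biological explanation was tested.

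Over 48 tested genes of the interferon list, MLN 1 exceeded MLN 2 by a median log2 ratio of 0.57 (47 genes higher and 1 lower), while lung 1 over lung 2 gave -0.62 (3 higher and 44 lower). The mice thus differed in opposite directions in both organs, a difference that was not tested because each value rests on 1 library per mouse. MLN3-like cells made up 16.9% of MLN 1 (15.5% to 18.5%) and 5.17% of MLN 2 (3.70% to 7.00%). A response of the whole mouse would raise the list in lung 1 over lung 2 as well, which the median of -0.62 argues against. A deeper library does not account for it either, since after thinning 55.9% of the cells of MLN 1 (53.9% to 57.9%) and 36.7% of MLN 2 (33.3% to 40.3%) had at least 10 UMIs of the list, compared to 20.5% in lung 1 and 36.8% in lung 2. An exchange of the lung libraries would show in the TCR, but 0 clones were shared between the lung of either mouse and the MLN of the other, against 105 between lung 1 and MLN 1 and 21 between lung 2 and MLN 2. As each organ of a mouse was 1 library, a difference between the mice in the course of infection and a difference between single libraries cannot be told apart.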

How the results depend on the processing

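The alternatives with only proliferating-like cells, with only L2-like and MLN5-like cells and with IL-4eGFP- cells were chosen after seeing the data, and the others were set beforehand. Over the latter, 1235 values kept their direction and their side of the threshold or stayed within their spread, 43 lost and 14 gained a call, 27 moved beyond their spread and 14 reversed. Over those chosen later, 48 stayed, 9 lost a call, 2 moved and 8 reversed. Where a library was left out, the lone sample of its group was assumed to vary like the other group.

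Between lung and MLN, edgeR called 3284 of 10588 genes. The number stayed within 1.5 times with mouse as a block (3886), with DESeq2's size factors (3283), without a filter on low counts (3911), without the TCR criterion (3461), with TCR genes (3273), without doublets (3218), below 5% mitochondrial UMIs (3114) and without proliferating-like cells and cluster 12 (3236). It was 1687 with DESeq2, 1943 with the same number of cells from each library and 806 within proliferating-like cells, where the latter 2 settings used fewer cells and tested 9547 and 7817 genes. The cause of the lower count with DESeq2 was not tested. Of 3284 genes called by edgeR, 3284 had the same sign with DESeq2, as did 2991 of 2992 with equal cell numbers and 2296 of 2429 within proliferating-like cells, although these settings use a part of the same cells. With single libraries left out, the number ranged from 1907 without MLN 1 to 3678 without lung 2, with 2379 without lung 1 and 2248 without MLN 2.

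Between medLN and MLN, 144 genes were called, 187 with mouse as a block, 115 with DESeq2, 144 with its size factors, 143 with the top hashtag and 158 with equal cell numbers. Without a filter on low counts it was 47 of 17240 genes tested, against 11263 with it, and the cause was not tested. In IL-4eGFP- cells 19 genes were called, of which 5 were shared, and 86 of 116 genes had the same sign. These are other cells, and the cause was not tested. The range was from 13 without medLN 1 to 191 without MLN 1, with 49 without medLN 2 and 110 without MLN 2, so that this count depends on which sample is left out. Between L2-like and MLN5-like cells, 478 genes were called, 398 with mouse as a block, 595 without the filter, 509 and 515 at the other resolutions and 145 with DESeq2, where the cause was not tested. The range was from 186 without MLN 1 to 583 without lung 2, with 277 without lung 1 and 502 without MLN 2.

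Of single genes between lung and MLN, *Cd74* reversed from -0.0864 to 0.43 without proliferating-like cells and cluster 12. *Pdcd1* had 0.21 over all cells and -0.40 within proliferating-like cells. Neither gene passed the threshold in either setting. With single libraries left out, *Pdcd1* ranged from -0.73 without lung 1 (edgeR adjusted p = 9.2e-04) to 0.74 without lung 2 (edgeR adjusted p = 3.1e-04), and *Zbtb16*, -0.51 over all libraries, from -2.65 without lung 2 to 0.79 without lung 1. *Cxcr3* (0.51) ranged from -0.96 without lung 2 to 1.55 without lung 1, and *Cd74* from -0.50 without MLN 1 to 0.34 without MLN 2. *Cd74* was 0.12 without lung 2. The cause of these changes of sign was not tested. *Il4* passed the threshold with mouse as a block (edgeR adjusted p = 0.00882), without the TCR criterion (0.0348) and without lung 2 (0.0124), with up to 0.585 in the other alternatives, and *Stat6* with the block (0.0380) and without the TCR criterion (0.0440), with up to 0.454 in the others. *Ccr9* was called without the filter (log2 fold change -0.42), without lung 1 (-0.88) and without MLN 1 (-0.66). *Il13* was not called with DESeq2 (DESeq2 adjusted p = 0.0692) and *Tbx21* not with equal cell numbers (edgeR adjusted p = 0.0862), while in the other alternatives set beforehand both were called.

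Between medLN and MLN, IL-4eGFP- cells reversed *Gata3* (0.33 against -0.0989), *Stat6* (-0.0655 against 0.10), *Plac8* (0.74 against -1.31), *Ccr7* (-0.0533 against 0.71), *Il1rl1* (1.46 against -0.0442) and *Cxcr5* (0.0219 against -0.42), and the cause was not tested. *Il4* ranged from -0.19 without medLN 2 to 0.0892 without medLN 1, *Il1rl1* from -0.34 without MLN 1 to 0.36 without MLN 2 and *Tagln2* from -0.20 to 0.24 without the same samples, all close to 0 and short of the threshold, and what caused the change of sign was not tested. Without medLN 1, edgeR adjusted p was 0.283 for *Gzma*, 0.111 for *Plac8*, 0.0869 for *Irf4*, 0.0743 for *Asb2*, 0.0743 for *Capg* and 0.0522 for *Gimap7*. Without medLN 2 it was 0.357 for *Gzma* and 0.218 for *Plac8*, and without MLN 2 0.0848 for *Irf4* and 0.0778 for *Asb2*. These *Gzma*, *Plac8*, *Irf4* and *Asb2* calls were also lost without the filter, and those of *Gzma* and *Asb2* with DESeq2. *Il13* was called without MLN 2 only (log2 fold change 2.30 against 0.87). Between L2-like and MLN5-like cells, *Tox2* ranged from -0.13 without lung 1 to 0.53 without lung 2 and *Cysltr1* from -0.0668 without MLN 1 to 0.53 without MLN 2, where the cause was not tested. *Pdcd1*, *Il1rl1*, *Tnfrsf1b* and *Ccr9* were not called with DESeq2, with adjusted p of 0.637, 0.359, 0.416 and 0.0597. *Cxcr5* (1.32) and *Tcf7* (0.59) were called without lung 2 only.

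Of 7 lists, limma camera called 6 with the preset correlation and fry 4. Camera with a correlation estimated from the libraries, which was 0.180 to 0.761, called 0, the lowest unadjusted p being 0.0519, and the cause was not tested. The count was 5 without lung 2, where the cell cycle list was not called, and 6 without each of the other libraries. The median of the cell cycle list was 0.38 over all cells but -0.20 within proliferating-like cells (limma camera adjusted p = 0.00539), and the cause was not tested. Fry did not call the interferon list (adjusted p = 0.279) or the cell cycle list (0.155).

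Clones with cells in both organs stayed between 21.4% and 24.5% of the expanded clones of mouse 1 and between 20.4% and 26.7% of mouse 2 over the clone definitions. The expanded share of cells, 28.2%, ranged from 26.2% with stricter contigs to 38.7% with the TCRβ chain alone, and was 15.9% without mouse 1 and 32.1% without mouse 2. The difference in *Trbv1* usage moved from 0.694 percentage points to 0.228 with the chains with the most UMIs, 0.487 with stricter contigs and 2.39 with the TCRβ chain alone, and the cause was not tested. With the amino acid CDR3 it was 0.792 and with all cells 0.763. The correlation of the invariant TCRα chain with TCRγ was 0.442 and 0.380 to 0.424 in the alternatives. With stricter contigs the difference in CDR3 length was -0.0405 amino acids for TCRα and -0.0926 for TCRβ, and with 1 value per cell it was -0.0533 and -0.0536. All 49 expanded shares by cluster stayed within the spread between the mice, and the L1-like share was 1.59% to 1.69% in medLN and 0.272% to 0.299% in MLN. Of the shares of gene UMIs by cluster, 73 stayed and 10 moved, among them *Il21* in cluster 9, which ranged from 34.0% with 30 to 63.0% with 10 principal components and had no value at a resolution of 0.5, where no cluster matched cluster 9. The others were *Il10* in MLN4-like (8.54%), with 4.77% with 10 principal components, 8.99% without doublets and 15.3% after thinning, *Il5* in L1-like (94.4%), with 96.5% with 30 principal components, and *Tox2* in L2-like (2.19%), with 1.77% with 30 principal components and 2.78% after thinning, and the cause was not tested.

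Depth limited what single cells could show. The libraries differed in size by their number of cells, and lung 2, with 2798232 UMIs in 416 cells, gave the highest limit for a count of 0, 0.721% of its cells. Between lung and MLN, *Il9* with 2, *Spi1* with 29 and *Foxp3* with 19 positive cells had too few counts to be tested. Between L2-like and MLN5-like cells, where the smallest sum was 287618 UMIs, 5940 genes could be tested. With 2 mice per group, differences between mice were seen but not tested.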

Differences from the paper's values

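The paper's quality plot shows about 17 barcodes with 500 UMIs or fewer (Figure 1—figure supplement 1, read by eye), while 0 were found here. No alternative set before the data were examined changes this number. The other filters gave 119, 303 and 6 barcodes for genes, mitochondrial UMIs and novelty, within 1.5 times of the figure. For TCRγ in cells with the invariant TCRα chain, 59.7% were found where the paper states 62%, and only the alternative with *Tcrg-C1* alone, 32.8%, lay more than 1.5 times apart from it. The expanded share of MLN6-like cells, 1.11%, rests on 1 cell, and its interval (0.0281% to 6.04%) includes the value of about 2% in Figure 4B (read by eye). With 10 principal components it was 0%, and 2.22% with the chains with the most UMIs.

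The paper describes hypoxia-associated genes as increased in lung cells. Here 9 of 24 tested genes of a hypoxia list were higher in the lung, with a median log2 fold change of -0.30 and a mean of 0.12, and in none of the alternatives run was the list called. *Hilpda*, a gene of the list that Figure 1—figure supplement 2A also shows as higher in the lung (read by eye), was higher here too (4.89, edgeR adjusted p = 6.7e-06). The gene set of the paper was not used here. Genes of inflammation were higher in the lung here as in the paper, 74 of 85 of the TNF and NF-κB list. The paper places *Spi1* in the MLN4 cluster, and here 1 of 232 MLN4-like cells had a *Spi1* UMI, with 9 in cluster 2 and 6 in cluster 12. In the paper L2 cells express more *Cd44*, *Tox2* and *Pdcd1* than MLN5 cells. All 3 genes were higher in L2-like cells over both mice here, and *Pdcd1* passed the threshold (1.20, edgeR adjusted p = 0.0407), but *Cd44* (0.64) and *Tox2* (0.32) did not, with adjusted p from 0.0932 to 1.00 and from 0.398 to 1.00 over all settings run, DESeq2 among them. *Pdcd1* did not pass with mouse as a block (edgeR adjusted p = 0.0795), with DESeq2 (DESeq2 adjusted p = 0.637), without lung 1 (edgeR adjusted p = 0.0714) or without MLN 2 (0.138), and *Tox2* was -0.0693 in mouse 2. The paper compares cells, whereas the test here took mice as replicates. More clusters were separated here (13) than the paper describes, and at a resolution of 0.5 the number was that of the paper.

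According to the paper, the effector clusters contain fewer expanded clones than the majority of MLN clusters (MLN1, MLN2 and MLN3). Here the share of cells in expanded clones was 36.5% in L1-like and 33.6% in MLN4-like, against 28.2% in MLN3-like and 25.0%, 30.3%, 21.9%, 23.8% and 34.6% in clusters 1, 2, 3, 6 and 9, so that only cluster 9 exceeded MLN4-like and none exceeded L1-like. Within mouse 2, however, cluster 9 (25.9%) exceeded L1-like (22.5%), and MLN3-like (19.5%) exceeded MLN4-like (16.4%). Of the cells with *Il21* and *Bcl6*, which the paper places in MLN2, 23 of 41 were in cluster 9, but the markers used here do not tell which of the other clusters are MLN1 or MLN2. At a resolution of 0.5, with the paper's number of clusters, the 2 MLN clusters left without a name apart from cluster 12 had 24.8% and 31.3%, below MLN4-like (33.5%) and L1-like (36.5%), although within mouse 2 the second of them (17.9%) exceeded MLN4-like (16.4%). The bridge clusters were lower than the effector clusters, as in the paper (15.7% in L2-like and 18.3% in MLN5-like). Figure 4B shows about 36% in L1, 31% in MLN4, 30% in MLN3, 18% in MLN5 and 15% in L2 (read by eye). For these clusters, which were named here, the values lie in the same order as those here and within 1.5 times of them. For MLN3 the difference is therefore from the paper's sentence only. The figure's values for MLN1 and MLN2 were not compared, because these clusters were not identified here.

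Of the 10 most frequent CDR3 motifs, 9 are also shown in Figure 5C. The figure has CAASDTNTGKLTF, which was at rank 14 here with 12 contigs, in place of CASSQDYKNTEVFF, at rank 10 with 16, and it also includes naive blood, which was not analysed here. The paper names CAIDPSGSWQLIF as the only motif absent from naive blood that is found in both organs of both mice. It was found in 4 samples here, but so were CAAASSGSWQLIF and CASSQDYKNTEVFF, for which naive blood was not examined. The paper finds expansion in more than 1 clone with different TCRβ chains for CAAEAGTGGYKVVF alone, and here 2 expanded TCRβ partners were found for this motif and 2 for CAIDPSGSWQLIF. Cells with more than 2 chains were found for all 5 TCRα motifs, where the paper leaves 1 of them out, and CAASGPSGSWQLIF had the fewest, with 1. Of the motifs that the paper links to *Trbv1*, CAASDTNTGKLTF was found with it in 1 of 8 clones and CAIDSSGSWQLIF in 2 of 4, while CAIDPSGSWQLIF was found with it in 8 of 9, as in the paper. The MLN of both mice had 2 clones in common, which matches the paper.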

Other observations

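The tests of carry-over between the libraries of different mice and of doublets among cells with 2 TCRβ chains were chosen after the result had been seen, as was the comparison within proliferating-like cells as an alternative, while the other tests were written down before the value they measure was known.

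Early-response genes, which the paper does not discuss as a group, were higher in the lung. Of the list, *Fos*, *Junb*, *Dusp1*, *Nr4a1*, *Gadd45b*, *Nfkbia* and *Ppp1r15a* (7) are also among the lung genes that Figure 1—figure supplement 2A shows from these libraries (read by eye). Of 30 tested genes of the list, 28 were higher, with a median log2 fold change of 2.48 (limma camera adjusted p = 4.8e-29), and 25 were called by edgeR over all genes or 26 adjusted over the list alone. Fry also called the list (adjusted p = 0.0371), but camera with an estimated correlation did not (adjusted p = 0.185). A different make-up of cell states would bring the median near 0 within 1 state, but within proliferating-like cells it was 2.80, with 27 of 29 genes higher, and between L2-like and MLN5-like cells 1.41. A response of few lung cells is argued against by the share of thinned lung cells above the median MLN cell of the same mouse, which was 97.8% in mouse 1 (96.7% to 98.6%) and 98.3% in mouse 2 (96.5% to 99.3%), with medians of 44 and 38 UMIs in lung and 14 and 12 in MLN. Between medLN and MLN, which were handled alike, the median was 0.0427, with 20 of 28 genes higher and 1 called. As only the lung was digested and passed over a gradient, a response to handling and a difference between the tissues cannot be told apart.

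Clones with cells in both organs of a mouse would share cell barcodes if reads of a cell were counted in a second library. Among 126 such clones, 0 had the same barcode in both libraries, over 330 pairs of cells, which argues against this source. Over all cells, 8 barcodes occurred in both libraries of mouse 1 and 0 in those of mouse 2. Migration of clones between the organs, which the paper proposes, and seeding of both from a common source stay open and were not tested.

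The same amino acid TCR, with TCRα and TCRβ, was found in both mice for 16 TCRs with 54 cells, the largest with 13. Carry-over of cells or reads between the mice would give the same nucleotide sequences, but 14 of these TCRs, with 49 cells, differed in them and 2 did not. For those 2 carry-over stays open. For the others a candidate explanation is independent rearrangement in each mouse, which was not tested further.

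Cells with 2 TCRβ chains (266) also had 2 TCRα chains in 33.8% (28.2% to 39.9%), against 13.9% of the 4431 cells with 1 TCRβ chain (12.9% to 14.9%), and had 1.36 times their median UMIs, or 1.05, 1.26, 1.53 and 1.39 times in lung 1, lung 2, MLN 1 and MLN 2. In the same order, 2 TCRα chains were found in 28.6%, 0%, 38.5% and 27.8%, against 12.5%, 9.07%, 15.5% and 13.3%. Lung 2, with 8 cells with 2 TCRβ chains (0% to 36.9%), thus went the other way. Doublets of T cells could add chains and UMIs in this way, but larger cells in which more chains are detected could as well, and as no value here separates them, they cannot be told apart.

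In the lung, 32.6% and 33.3% of the cells that passed the other filters lacked a productive TCRα or TCRβ chain, against 12.4% and 16.1% in MLN. Cells other than T cells are argued against as the whole source, since after thinning 86.2% and 80.4% of these cells of lung 1 and lung 2 had a UMI of *Cd3e*, *Cd3d* or *Cd3g*, compared to 99.7% and 98.5% of those with both chains. A UMI of the basophil and mast cell list was found in 15.1% (11.9% to 18.8%) and 19.6% (13.9% to 26.5%), against 4.31% and 2.21% with both chains, so that basophils or mast cells may make up a part. In MLN it was 2.24% and 2.50%. A lower depth is argued against as the whole source, since among cells over 5000 UMIs 19.1% and 19.2% still lacked a chain in the lungs, compared to 6.80% and 8.37% in MLN 1 and MLN 2. A lower expression of the TCR in lung T cells stays open and was not tested.

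Among the fixed marker lists, those for B, epithelial and CD8 cells had no gene among the markers of any cluster. Interferon markers set MLN3-like apart (8 of the list), proliferation markers the proliferating-like cluster (7), innate-like markers MLN6-like (6), effector markers MLN4-like (5) and L1-like (4), migrating markers L2-like (5) and MLN5-like (5) and myeloid markers cluster 12 (4). Markers of follicular helper cells were spread over L2-like (3), cluster 6 (2), cluster 9 (1) and L1-like (1). Each cluster was compared with the other cells of its own organ, so these numbers do not rank lung clusters against MLN clusters.

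In IL-4eGFP- cells of the second run, which the paper's statements on Th2 cells are not about, label transfer assigned 0.138% of 2167 cells of medLN 1, 0.622% of 2091 of medLN 2, 0.0445% of 2249 of MLN 1 and 0.0461% of 2167 of MLN 2 to L1-like. MLN5-like received 59.9%, 61.8%, 59.1% and 61.0% in the same order.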
